# Spatiotemporal transcriptomic map of glial cell response in a mouse model of acute brain ischemia

**DOI:** 10.1073/pnas.2404203121

**Published:** 2024-11-05

**Authors:** Daniel Zucha, Pavel Abaffy, Denisa Kirdajova, Daniel Jirak, Mikael Kubista, Miroslava Anderova, Lukas Valihrach

**Keywords:** ischemic stroke, single-cell transcriptomics, spatial transcriptomics, glia, neuroinflammation

## Abstract

The role of nonneuronal cells in the resolution of cerebral ischemia remains to be fully understood. To decode key molecular and cellular processes that occur after ischemia, we performed spatial and single-cell transcriptomic profiling of the male mouse brain during the first week of injury. Cortical gene expression was severely disrupted, defined by inflammation and cell death in the lesion core, and glial scar formation orchestrated by multiple cell types on the periphery. The glial scar was identified as a zone with intense cell–cell communication, with prominent ApoE-Trem2 signaling pathway modulating microglial activation. For each of the three major glial populations, an inflammatory-responsive state, resembling the reactive states observed in neurodegenerative contexts, was observed. The recovered spectrum of ischemia-induced oligodendrocyte states supports the emerging hypothesis that oligodendrocytes actively respond to and modulate the neuroinflammatory stimulus. The findings are further supported by analysis of other spatial transcriptomic datasets from different mouse models of ischemic brain injury. Collectively, we present a landmark transcriptomic dataset accompanied by interactive visualization that provides a comprehensive view of spatiotemporal organization of processes in the postischemic mouse brain.

## Significance

We performed spatial and single-cell transcriptomics on male mouse brains to map out the molecular and cellular processes governing the response to ischemic stroke during the first week after the injury. Focusing on glial cells, we documented their activation, the formation of the glial scar, and significant changes in cell–cell communication patterns. Interestingly, we identified various activated populations of oligodendrocytes that, while similar in their anti-inflammatory properties, differ in their immunogenic and metabolic characteristics. This challenges the long-held belief that oligodendrocytes play a passive role in neuropathologies. Altogether, we present a major contribution to the current understanding of the role of glial cells in stroke pathobiology, comprehensively mapping their acute response and role in the formation of the glial scar.

Ischemic stroke is an acute pathological condition caused by a sudden or gradual occlusion of cerebral arteries. The critical reduction in blood flow initiates a cascade of pathological events involving interactions between a large number of cell types (1, 2). The predominant pathophysiological process is neuronal death, accompanied by an extensive inflammatory response mediated by blood-borne immune cells and activated brain-resident cells (3). The activated resident glial cells exhibit a spectrum of pro- and anti-inflammatory properties, with their detrimental and beneficial roles largely determined through temporal and spatial factors, and interactions with other cell types (4). This creates a unique opportunity for the latest omics technologies and computational methods to provide a holistic understanding of the postischemic cellular mechanisms (5).

Recent single-cell transcriptomic studies have primarily focused on peripheral immune cells and microglia as the first responders to injury. Microglia have been observed to acquire four distinct states during early insult phases, characterized by increased phagocytosis (6–12), chemokine expression (6, 8, 11, 13), interferon response (6, 11–14), or proliferation (6, 11, 12, 15). Using spatial transcriptomics (ST), Han et al. (12) observed phagocytic microglia to reside in the proximal penumbra layer, while the interferon-responsive and proliferating formed a distal layer. Although astrocytes and oligodendrocyte-lineage cells contribute to forming the lesion-isolating glial scar (16), only few single-cell studies have profiled them in-depth. These studies observed that astrocytes and oligodendrocytes interact with microglia (17, 18), adopt an interferon-responsive state (8, 9), and participate in neurogenesis and synapse maintenance (14, 19, 20). Integrating single-cell and spatial transcriptomic methods, Scott et al. (21) annotated spatially distinct astrocyte populations differing in lipid shuttling. Although these pivotal studies provided important insights through integration of spatial location and transcriptional profiles, they investigated a single (8) or largely spread timepoints (17), missing the continuous development of ischemic injury.

Here, we examined the first 7 d following cortical ischemic stroke using spatial, single-cell, and bulk transcriptomics and immunohistochemistry. We identified key transcriptional programs and cell types responding to the injury, providing spatial and temporal context. We focused on glial cells in the ischemic penumbra, where they create and alter the glial scar through functional and compositional changes. Through our analysis, we highlighted the importance of Apoe signaling in microglial activation and the diversity of cellular states adopted by oligodendrocytes. We replicated these findings in two additional ST datasets employing different mouse models of ischemic injury. This resulting resource offers insights into the organization of cellular response in the early stroke pathology.

## Results

### Ischemic Brain Injury Severely Disrupts Cortical Gene Expression Landscape.

To comprehensively view genome-wide expression changes postinjury, we performed a ST analysis in 3-mo-old male mice using the experimental model of permanent middle-cerebral artery occlusion (MCAO). The model mimics most clinical stroke cases, which do not receive timely treatment, leaving the clogged artery impassable (22, 23). We focused on the acute phase of the injury at four timepoints—no injury (ctrl), and day 1, 3, and 7 postinjury (DPI) (Fig. 1*A*).

**Fig. 1.**
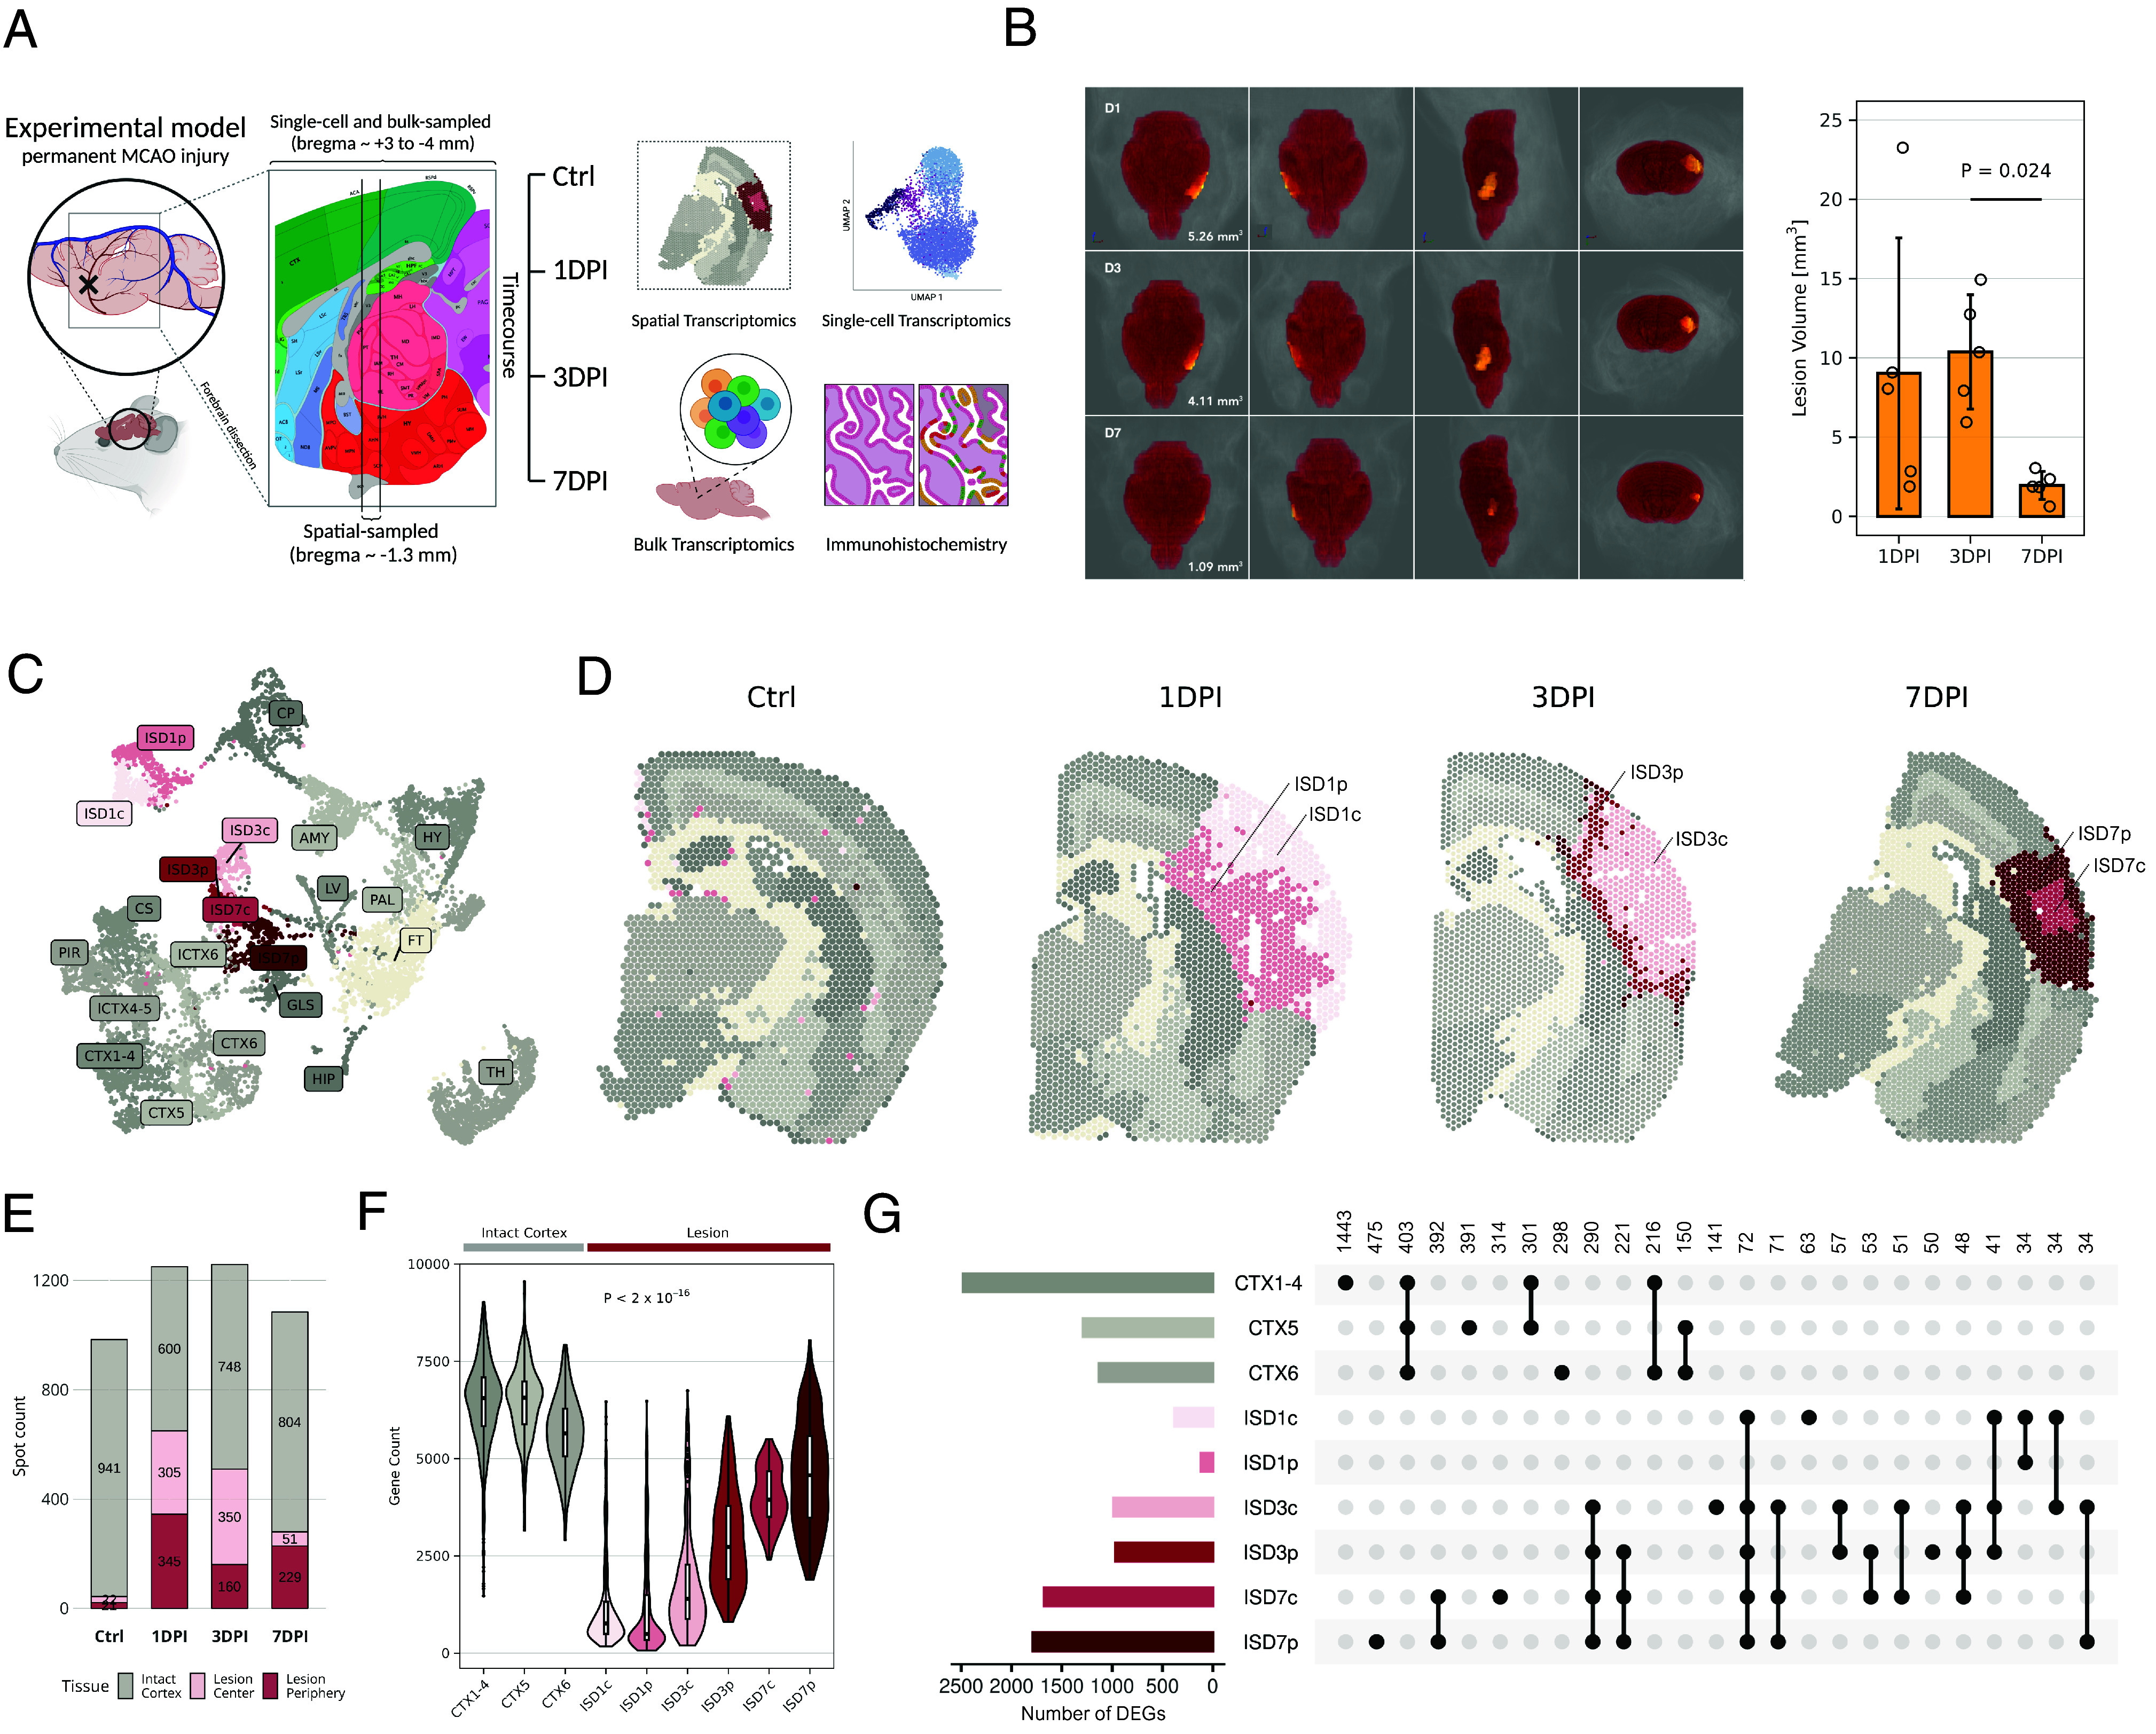
Spatial transcriptomics enable robust transcriptomic analysis of ischemia-induced injury. (*A*) Experimental design overview. (*B*) *Left*: 3D visualization of MCAO-injured mouse brain that underwent repeated MRI scanning at the three studied timepoints. The lesion is highlighted in yellow with volumes written out in the first panels, respectively. In the left-to-right order, the panels display the top–down, bottom–up, side, and front view. *Right*: Mean lesion volume as measured with MRI (n = 5 per timepoint). Error bars show SD. Wilcoxon’s rank sum test with Benjamini–Hochberg correction was used for statistical testing; the only significant difference is shown. (*C*) UMAP of spatial spots, color-coded by annotated brain regions (shades of gray for intact areas, red for lesions). Abbreviations: amygdala, AMY; caudoputamen, CP; cortical subplate, CS; cortex layers 1-4, CTX1-4; cortical layer 5, CTX5; lateral cortex layers 4-5, lCTX4-5; cortical layer 6, CTX6; lateral cortex layer 6, lCTX6; fiber tracts, FT; glia limitans superficialis, GLS; hippocampus, HIP; hypothalamus, HY; ischemic region day 1 center, ISD1c; ischemic region day 1 periphery, ISD1p; ischemic region day 3 center, ISD3c; ischemic region day 3 periphery, ISD3p; ischemic region day 7 center, ISD7c; ischemic region day 7 periphery, ISD7p; lateral ventricle, LV; pallidum, PAL; piriform area, PIR; thalamus, TH. (*D*) Spatial plot color-coded as in the previous panel. (*E*) Total spot counts of cortical areas. (*F*) Gene count in the areas of the intact cortex and lesions. Statistical significance of difference in gene count between the intact and lesioned area was assessed by an unpaired, two-tailed *t* test. (*G*) Overlaps of DEGs across intact and lesioned areas. Top 25 most numerous overlaps are shown with the overlap size written above.

To ensure we collect representative ischemic brain samples for ST, we first performed MRI on five mice per timepoint to assess the reproducibility of the MCAO injury (Fig. 1*B*). On average, the affected areas were similarly sized on days 1 and 3 (9.03 and 10.38 mm^3^, respectively) but significantly shrank on day 7 (1.95 mm^3^). Likewise, variability in size decreased over time (SD of ±8.55, 3.61, and 0.88 mm^3^, respectively), indicating injury stabilization. To monitor the progress at the level of an individual, we MRI-screened one additional MCAO-injured mouse at the three timepoints and confirmed the temporal lesion size retraction (Fig. 1*B*). Guided by these results, we collected representative coronal brain cryosections from bregma −1.3 ± 0.1 mm and processed them using the 10× Genomics Visium ST platform with the 55-μm spot resolution (*SI Appendix*, Fig. S1).

Using the Seurat ST pipeline, we first prepared a baseline characterization of the control section. The total area of 2,417 spots with a median of ~25,000 transcripts and ~6,000 genes per spot was mapped into 13 clusters corresponding to major brain regions of the Allen Brain Atlas (24) (*SI Appendix*, Fig. S2). For each region, we calculated differentially expressed genes (DEGs) and compared the top 100 DEGs with in situ hybridization (ISH) Allen Brain Atlas (Dataset S1). The comparison revealed significant overlap for all the major brain regions, and spatial expression patterns agreed visually in side-by-side comparisons (*SI Appendix*, Fig. S2). Together, this underscored the consistency of brain region identity at both the anatomical and transcriptional levels.

Integration and clustering with ischemic sections recapitulated brain anatomy and revealed lesion area diversification. Lesions primarily separated by time (ISD1, ISD3, and ISD7), and secondarily by central (c) or peripheral (p) location within the lesion (Fig. 1 *C* and *D*). Strict time-dependent clustering was interrupted by few ISD7p spots appearing at the day 3 lesion border, indicating gradual injury resolution from periphery to center. Notably, ischemia-affected clusters corresponded to brain areas supplied by the middle cerebral artery (25). Although cortical areas were similar in size among the sections (~1,000 spots), lesioned areas receded from 52 to 40% and ultimately 25% of the ST-profiled cortex, respectively (Fig. 1*E*). This agrees with the pilot MRI screens and highlights the correlation between the two independent technologies. Lesion dynamics were also reflected in the number of detected genes per spot, which progressively increased over time (Fig. 1*F*). Despite this increase, lesion gene counts remained lower than in the uninjured cortex, indicating incomplete recovery and changes in transcriptional programs and cellular composition.

To describe similarities and differences between individual timepoints and lesion locations, we computed DEGs (Dataset S2) and inspected their overlaps (Fig. 1*G*). Analysis revealed little to no direct reversion to the uninjured cortex state during the first week, despite increasing DEGs over time. Many DEGs were exclusive to specific timepoints or combinations of timepoints and locations, predominantly the 7DPI lesion. Approximately 40% of DEGs extended beyond a single timepoint, supporting the notion of gradual injury resolution from periphery to center (1, 16, 23, 26).

Collectively, the initial analysis revealed severe disruption in the cortical transcriptional profile due to ischemic injury, with a distinctive lesion core and an enveloping penumbra. Lesion dynamics were reflected in partially overlapping DEGs, highlighting the temporal and spatial nature of ischemia-induced processes.

### Ischemic Lesion Perturbs Cortical Processes and Cellular Composition.

To characterize ischemic injury functionally over time and space, we performed enrichment analysis on lesion DEGs (Dataset S2) and visualized up-regulated biological processes (BP) in timepoint-specific networks, highlighting contributions from central and peripheral areas (Fig. 2*A*). On day 1, processes associated with leukocyte migration, adhesion, cytokine production, cell activation, and response to wounding were prominent, reflecting increased infiltration and activation of peripheral immune cells (1, 3, 27). Additionally, terms related to cell death, apoptosis, proteolysis, extracellular matrix organization, and angiogenesis suggested an early initiation of reparative processes (28, 29) (*SI Appendix*, Fig. S3). Most processes were primarily activated in the lesion center, likely due to milder or delayed damage in the periphery (23). This is consistent with the gradient-like character of the ISD1 peripheral cluster, which contrasts the enveloping-like shape observed at later timepoints. Processes initiated on day 1 persisted on day 3, often to a higher degree (Fig. 2*A* and Dataset S2), with reparative machinery prominent in the center and inflammation primarily in the periphery, involving immune cell activation and glial cell migration (4, 16) (*SI Appendix*, Fig. S3). By day 7, most processes, including inflammation, were relocalized to the lesion center. Gliogenesis, axon ensheathment, and synapse pruning were more pronounced in the periphery, likely indicating the first signs of neural reorganization (26, 30, 31).

**Fig. 2.**
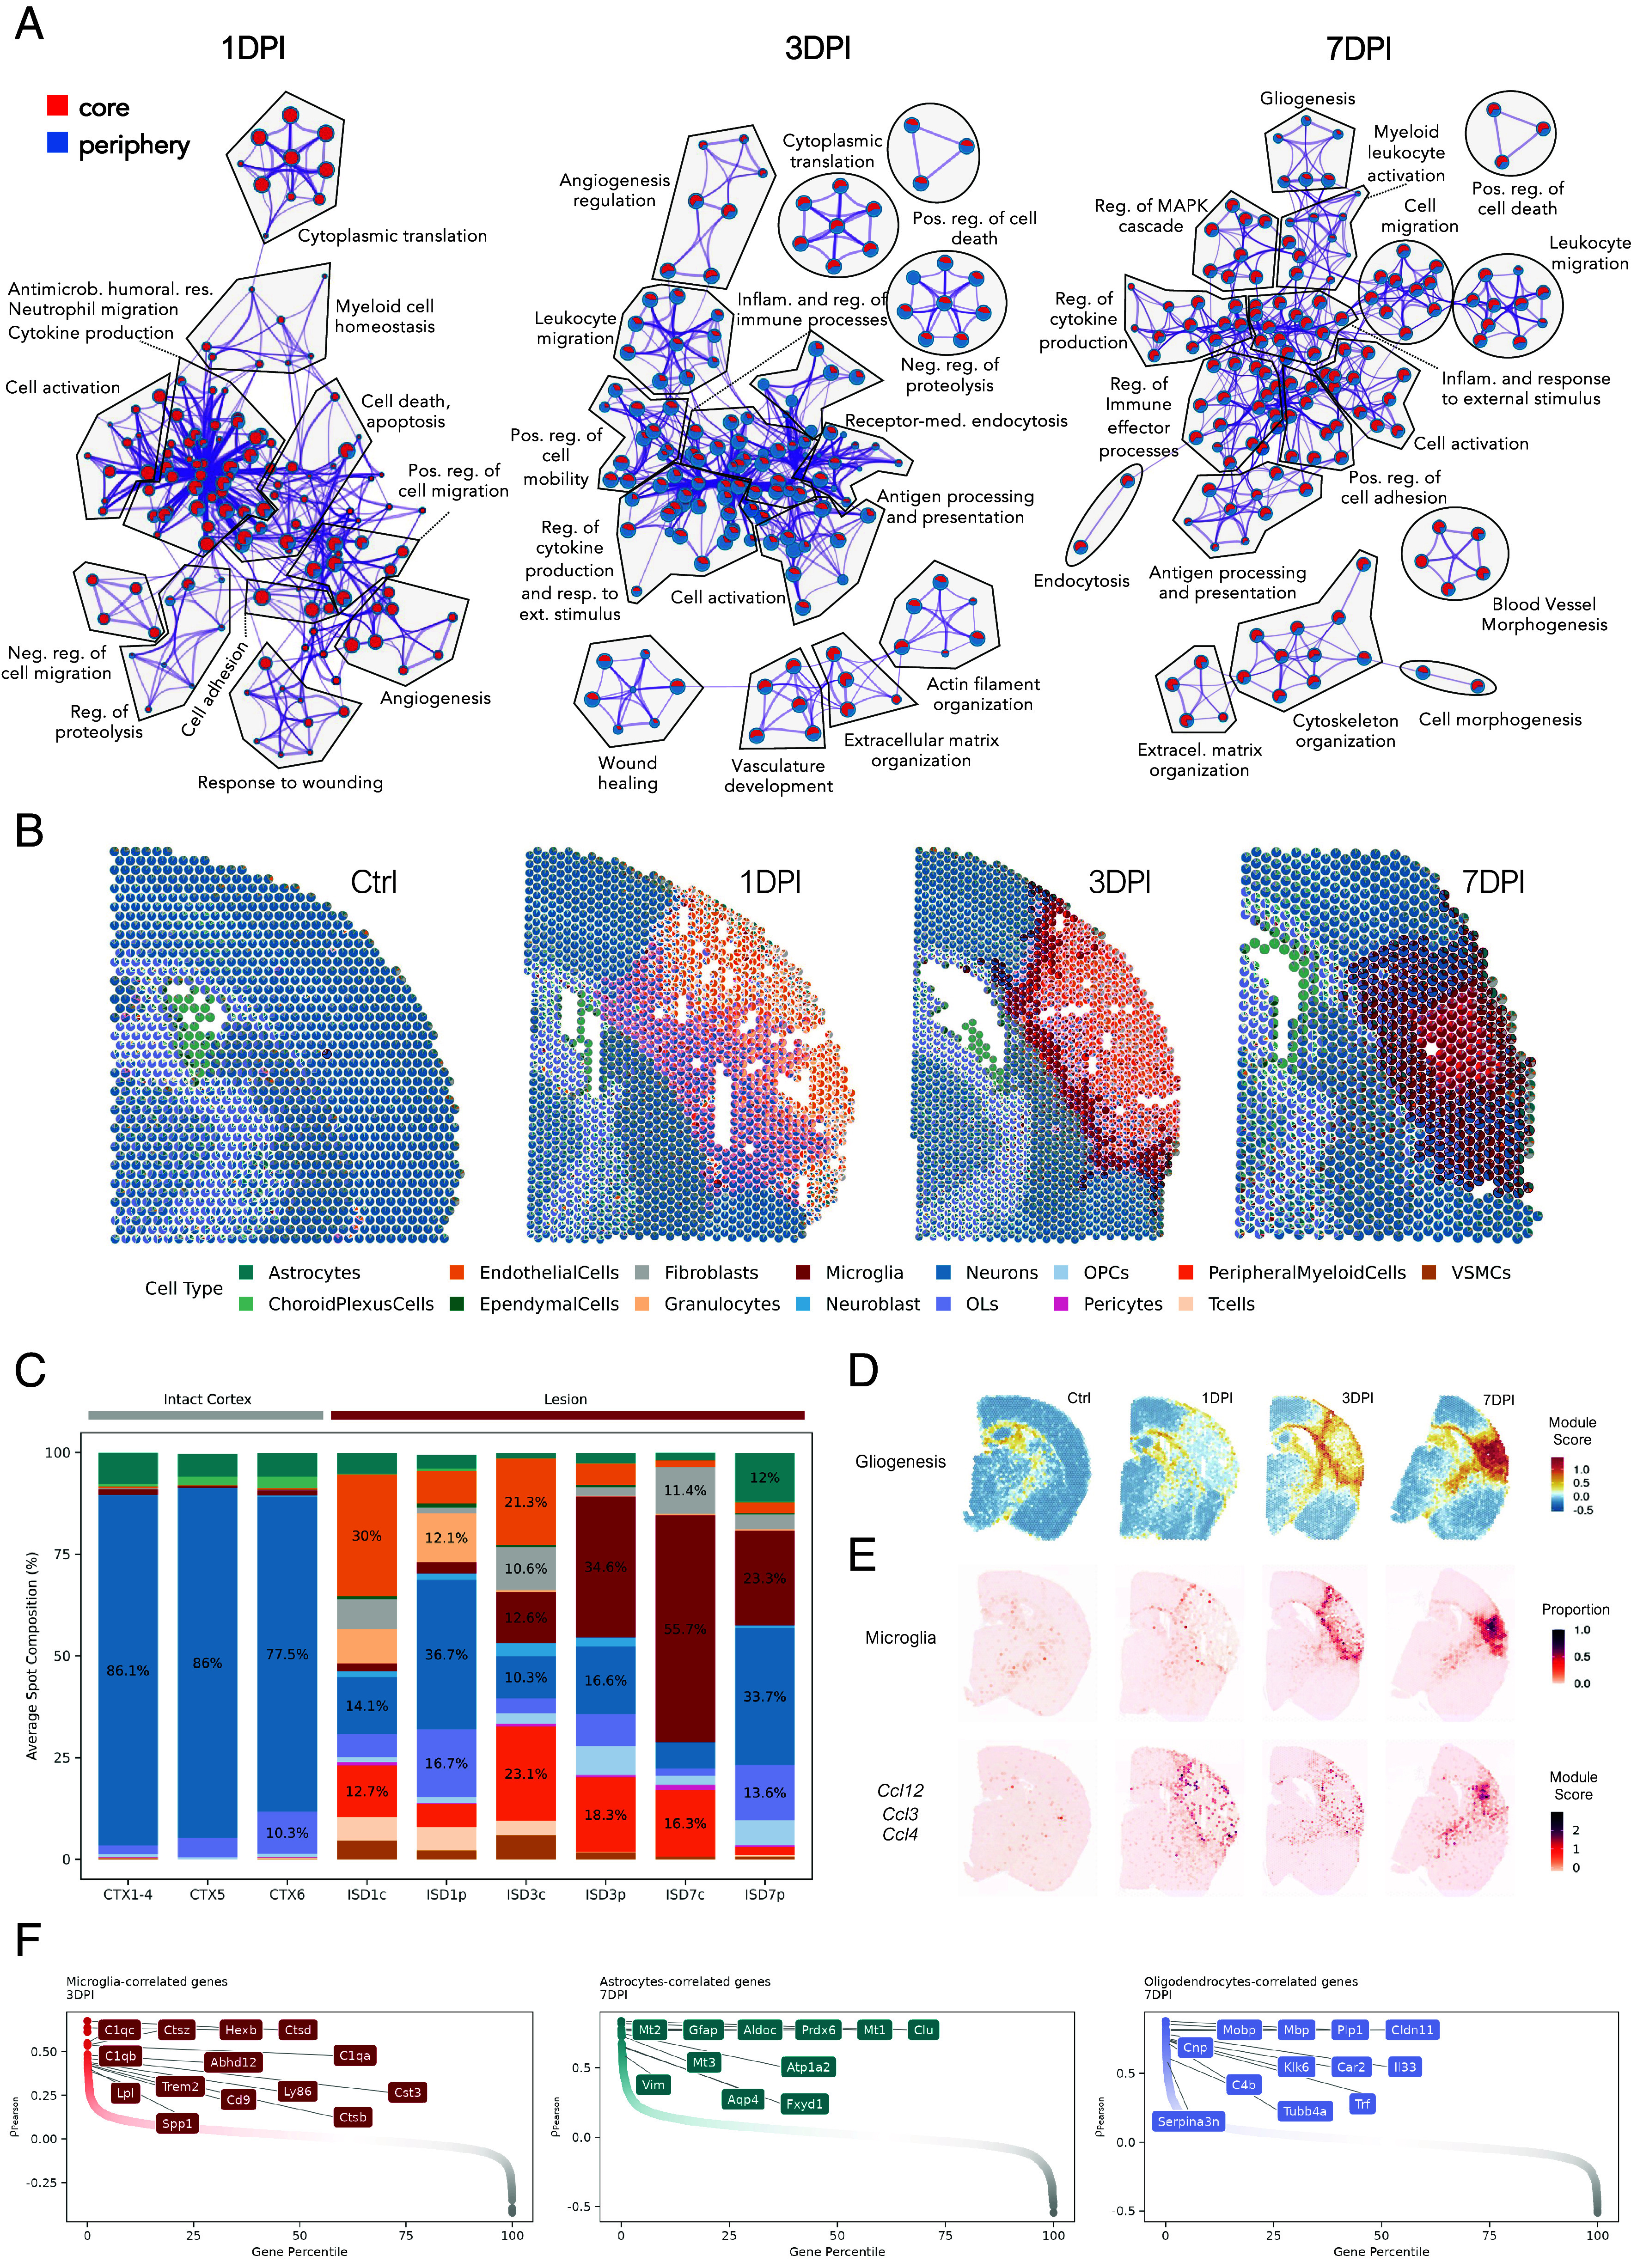
Ischemic injury involves a dynamic network of distinct BP and cell types. (*A*) GO network of enriched BP in the ST data, grouped by the parent GO term (Dataset S2). Each dot represents one enriched GO term, indicating the number of contributing DEGs (dot size) and core–periphery contribution (red-blue color scale, respectively). Prepared with Metascape (32). (*B*) Spatial plot of deconvoluted cell type proportions per spot. (*C*) Mean cell type proportion per brain region estimated by RCTD (33) using Zeng et al., as a ref. 10. Color-coding matches the previous panel. (*D*) Projection of gliogenesis module score for Gliogenesis GO term (GO:0042063). (*E*) Projection of predicted microglial proportion (*Top*) and module score of CC chemokine expression (*Ccl12, Ccl3, Ccl4*; *Bottom*) per spot. (*F*) Pearson correlations between genes and cell type proportions in selected timepoints. Selected highly correlating genes are highlighted.

To complement this analysis with cell-type-specific context, we used RCTD algorithm (33) to deconvolute cell-type proportions within spots. For the reference, we selected a single-cell stroke study by Zeng et al. (10) due to its matching experimental setup and comprehensive coverage of 15 cell types, both elements crucial to the deconvolution quality (34). The injury dramatically changed cortical cellular composition (Fig. 2*B*). Lesioned areas showed significant neuron reduction, counteracted by time- and space-distinctive accumulation of glia, peripheral immune cells, fibroblasts, and vascular cells (Fig. 2*C* and *SI Appendix*, Fig. S3). On day 1, neuronal content decreased progressively from center to periphery, indicating gradual injury expansion (23). The near-complete loss of neurons on day 3 improved by day 7, with neuronal content increasing in the periphery. While peripheral immune cells were absent in the uninjured cortex, granulocytes, peripheral myeloid cells, and T cells infiltrated the lesion on day 1. In later timepoints, their numbers receded almost exclusively to peripheral myeloid cells in the lesion center. Vascular cells and fibroblasts, involved in angiogenesis and fibrotic scar formation, displayed distinct temporal and spatial profiles. Both preferentially localized in the center, with vascular cells present until day 3, and fibroblasts across all timepoints.

Deconvolution analysis also captured prominent glial proliferation and differentiation encompassing astrocytes, oligodendrocytes, and microglia (Fig. 2*D* and *SI Appendix*, Fig. S3). On day 1, oligodendrocytes increased proportionally in the heavily injured lesion periphery, with the lesion boundary delineated by microglia. Microglia colocalized with several CC-family chemokines (*Ccl3, Ccl4, Ccl12*, Fig. 2*E*), suggesting their contribution in attracting and activating infiltrating peripheral immune cells and other glia (35–38). On day 3, myeloid and endothelial cells dominated the lesion composition. Correlation with markers of microglial activation, such as inflammatory signaling molecules (*C1qa/b/c, Spp1*), lipid metabolism genes (*Abhd12, Lpl*), cathepsins (*Ctsb, Ctsd*), and their inhibitors cystatins (*Cst3, Cst7*), along with a thicker microglia-rich layer of spots, indicated forming glial scar around the lesion center (16, 39, 40) (Fig. 2*F* and Dataset S3). In support, microglia were joined by oligodendrocytes and oligodendrocyte precursor cells, which we validated by immunostaining PGDFRα^+^ in OPCs, PLP1^+^ in oligodendrocytes, and IBA1^+^ in microglia (*SI Appendix*, Fig. S4). By day 7, the receding lesion was largely populated by myeloid cells, with an increasing lesion periphery composed of astrocytes and oligodendrocytes. Interestingly, these glial populations correlated well with glial markers identified in various neuropathologic conditions (41–45), such as *Gfap, Vim, Mt1* in astrocytes, and *Serpina3n, C4b, Klk6* in oligodendrocytes (Fig. 2*F* and Dataset S3).

Altogether, the functional and cellular characterization of the ischemic lesion revealed a profound inflammatory response with distinct spatial localization over time. This response was accompanied by changes in cell type composition, with initial contributions from peripheral immune and vascular cells, later succeeded by glia and fibroblasts. Glial cells gradually became activated, forming a glial scar that encloses the ischemic core.

### Cell–Cell Communication Analysis Identifies Increased Glia-Oriented Crosstalk in the Lesion Periphery.

Next, we applied the SpaTalk algorithm (46) to decompose deconvoluted spatial spots into individual single cells, inferring plausible ligand–receptor (LR) interactions between spatially proximal pairs of cells. We focused on interactions in the lesion periphery to elucidate the coordination involved in glial scar formation.

The analysis revealed a dramatic shift in the interactome landscape, moving from neurons and oligodendrocytes to vascular, immune, and glial cells (Fig. 3*A*). For instance, neuronal *Bsg*, crucial for neuronal metabolism under homeostatic conditions (47), increasingly targeted adhesion receptors of immune cells in early lesions (Dataset S4). *Bsg*’s role in reducing extracellular matrix density (47) suggests it may fine-tune the localization and activity of the infiltrating immune cells. Examining LR pairs where glia acted as communication receivers, we observed significant shifts from day 3 (Dataset S4). Microglia, due to their increasing proportions, became more frequent signal senders and receivers (Fig. 3*A*), underscoring their importance in glial scar formation (48). Their integrin receptors *Itgb1, Itgb2, Itgam* were among the most targeted, with interactions involving cellular adhesion (*Tln1, Jam3, Spp1*), motility (*Hmgb1, Cx3cl1*), and innate immune responses (*Tgfb1, Cd14, Lgals3, Lgals3bp*) (Fig. 3*B* and Dataset S4). Microglia not only received signals but also actively instructed other cell types, particularly oligodendrocytes, to enhance adhesion (*Tgfb1-Itgb1*, *Lgals3bp-Itgb1*) or lactate release (*Bsg-Slc16a1*), possibly aiding in microglial metabolic reprogramming (49).

**Fig. 3.**
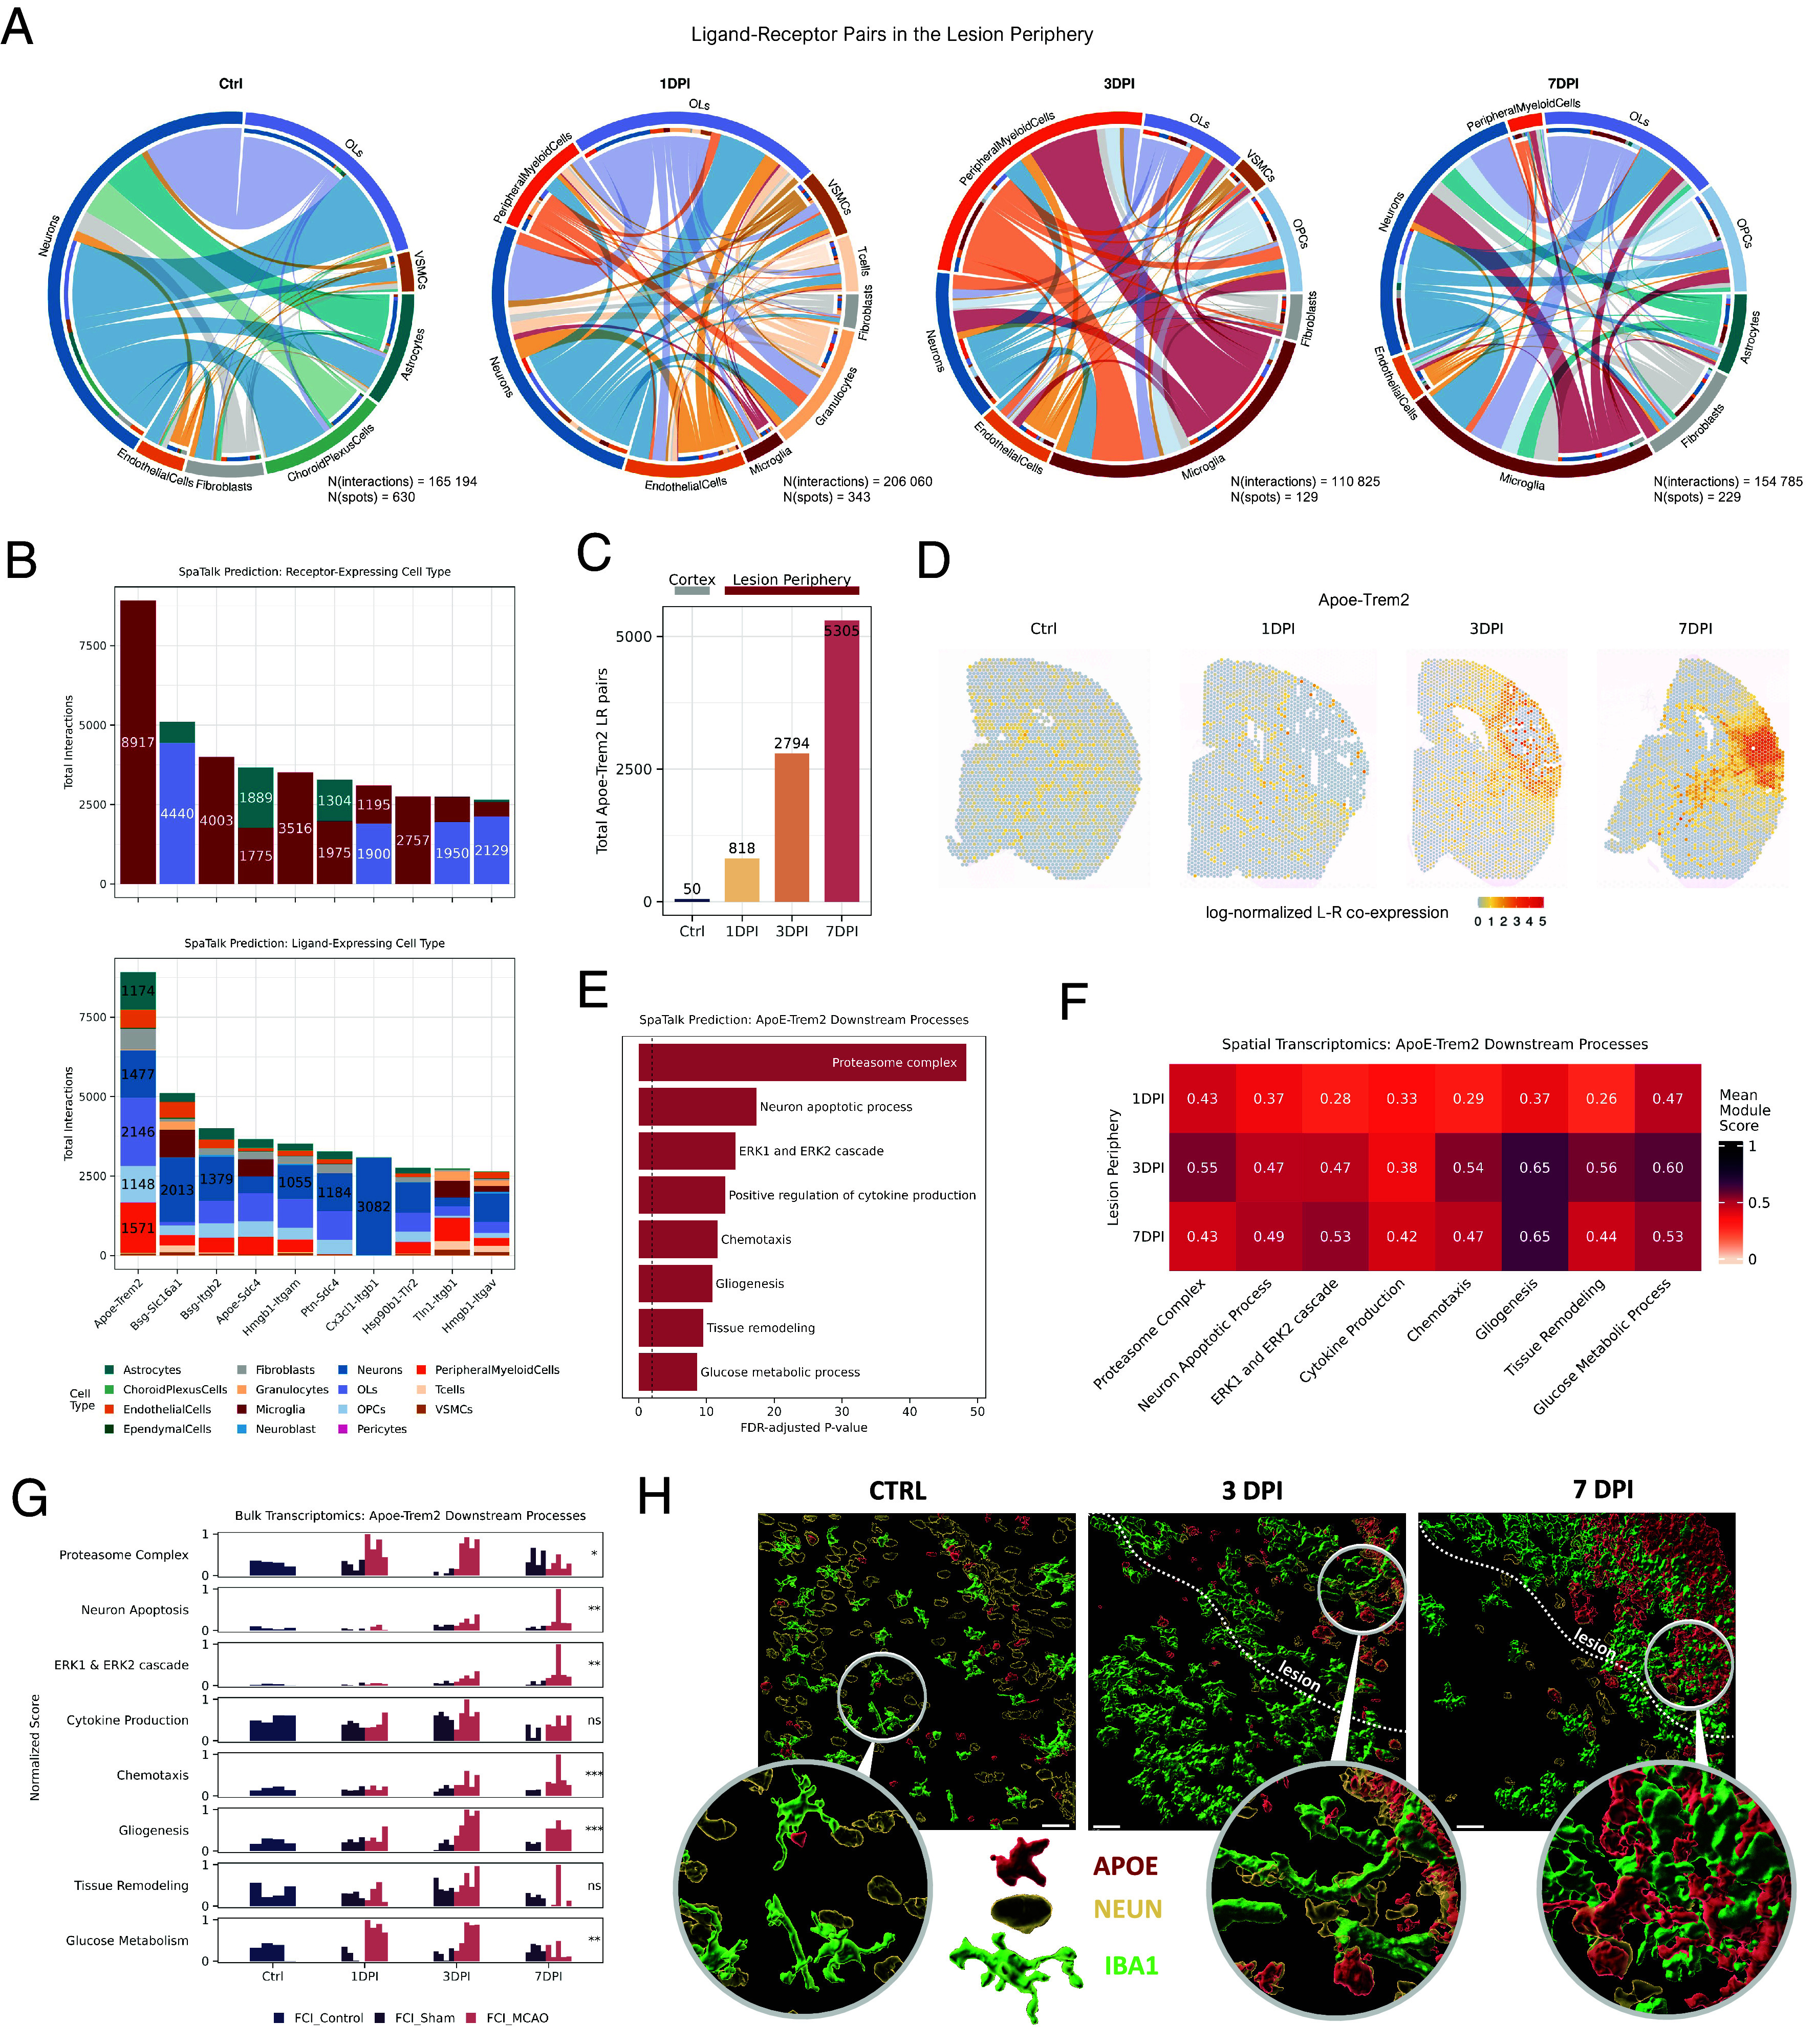
Apoe-Trem2 is an important constituent of postischemic gliosis in the lesion periphery. (*A*) Summary of ligand–receptor interactions in the lesion periphery in respective timepoints with total numbers of estimated interactions and spatial spots next to each plot. For the control condition, an entire uninjured cortex was used. (*B*) The summary of top 10 most numerous ligand–receptor pairs with glia as receivers in the lesion periphery cumulatively across the studied timepoints. Upper panel: color-coded glial cells as receptors. *Bottom* panel: color-coded ligand-expressing cell types. (*C*) Total number of estimated *Apoe-Trem2* pairs per timepoint. (*D*) Spatial organization of *Apoe-Trem2* coexpression. (*E*) Gene-ontology enrichment of the predicted *Apoe-Trem2*-induced genes. (*F*) Module score of the enriched *Apoe-Trem2*-induced GO processes in the respective lesion peripheries in the ST data. (*G*) Normalized score for *Apoe-Trem2*-induced processes in bulk transcriptomic data (minimum of n = 4 replicates per timepoint). The Wilcoxon rank sum test with Benjamini–Hochberg correction was used to test the significance in score difference between non-MCAO (control and shams) and MCAO samples (*ns* = nonsignificant, *P < 0.05, **P < 0.01, ***P < 0.001). (*H*) 3D reconstruction of microglia (IBA1), neuron cell bodies (NEUN), and APOE networks using immunohistochemistry in respective timepoints. (Scale bars, 20 μm.)

Despite the pronounced integrin-oriented LR communication, the dominant interaction in the lesion periphery was Apolipoprotein E and Triggering Receptor Expressed on Myeloid cells 2 (*Apoe-Trem2*; Fig. 3*B*). *Apoe-Trem2* is well studied in various neuropathologies (50). *Apoe*, a lipid-transporting protein, colocalizes with lesions and modulates microglial activation through *Trem2* signaling. Our analysis estimated a more than 100-fold increase in microglia-directed *Apoe-Trem2* pairs from the control cortex to lesion periphery on day 7 (Fig. 3*C*). Moreover, *Apoe-Trem2* coexpression was observed in the lesion-proximate cortex and fiber tracts (Fig. 3*D*), indicating secondary microglial activation due to damaged axonal connections (51). Microglial response to *Apoe-Trem2* is multifaceted (50). To delineate direct *Apoe-Trem2* effects, we gathered genes within its LR-targeted signaling networks and enriched them for gene ontology (GO) terms (Fig. 3*E*). *Apoe-Trem2*-enriched processes in microglia were linked to cellular activation (ERK1/2 cascade, glucose metabolism, cytokine production), debris clearance (proteasome complex, neuron apoptosis), cellular morphology (gliogenesis, tissue remodeling), and chemoattraction (chemotaxis, cytokine production). Visualizing these processes in ST sections showed upregulation in the lesion, varying in intensity across timepoints (Fig. 3*F* and *SI Appendix*, Fig. S5). On day 1, these processes were least pronounced but delineated the lesioned cortex (*SI Appendix*, Fig. S5). By day 3, their presence intensified, localizing more to the lesion periphery in line with *Apoe-Trem2* (*SI Appendix*, Fig. S5). By day 7, activity differences between the periphery and core largely diminished.

To verify our observations, we replicated the experiment using bulk RNA-sequencing and immunostaining, with a minimum of n = 4 and 3 mice per condition, respectively. 

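The bulk libraries were made with a kit that primes on the polyadenylated end of messenger RNA (QuantSeq), so that each transcript gives reads near its 3′ end and counts depend little on transcript length. Middle cerebral artery occlusion (MCAO) blocks a cortical artery and leaves an ischemic lesion, and sham mice went through the surgery without the occlusion. The paper describes the tissue as nearly an entire ipsilesional hemisphere in its results and as the injured cortical region, with affected and non-affected tissue, in its supplementary methods. The days the paper reports hold 30 libraries, of which 14 are MCAO libraries (4 on day 1, 5 on day 3 and 5 on day 7) and 16 are non-MCAO libraries (4 controls and 4 shams on each day). The sample labels also list MCAO and sham libraries at 3 h and 12 h, and all 48 libraries entered the fits. The authors trimmed the reads, removed those of mitochondrial DNA and ribosomal RNA, aligned the rest to GRCm38 with STAR and counted them per gene with htseq-count, and they deposited the raw counts of each library. The counts on genes ranged from 1756467 to 1827617 (median 1779522) in the control libraries. In the sham libraries they ranged from 1590398 to 1883086 (median 1692072) on day 1, from 2134860 to 2826735 (median 2156862) on day 3 and from 1788614 to 2375729 (median 2025241) on day 7. In the MCAO libraries they ranged from 1599847 to 2361072 (median 2220742) on day 1, from 1865528 to 2194243 (median 1982813) on day 3 and from 1522668 to 2017801 (median 1679400) on day 7. No pair of the libraries held identical counts. From these counts, the 19970 genes with more than 10 counts in total were tested with edgeR's quasi-likelihood test after TMM normalization, in one fit of 11 groups. Genes with a Benjamini-Hochberg adjusted p under 0.01 and an absolute log2 fold change over 0.58, the thresholds of the paper's methods, were called differentially expressed. DESeq2 in place of edgeR, only the compared groups in the fit and no filter on low counts each moved many of the numbers of called genes, and leaving out a single library moved some of them further. Scaling to the spike-in RNAs moved the split into higher and lower genes.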

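*Apoe* (ENSMUSG00000002985.15) lies on chromosome 7 of GRCm38 from 19696109 to 19699188 and encodes a lipid-transporting apolipoprotein. Its normalized expression was 2163 ± 135 CPM (TMM-normalized counts scaled to a common library size; SD, n = 4) in the control libraries. In the shams it was 2134 ± 174 on day 1, 2187 ± 195 on day 3 and 2540 ± 300 on day 7 (SD, n = 4 each). On day 1 after MCAO it was 1797 ± 26.8 CPM (SD, n = 4), a log2 fold change of -0.27 against control (standard error 0.25, adjusted p = 0.754 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On day 3 it was 3114 ± 805 CPM (SD, n = 5), a log2 fold change of 0.53 that did not pass the threshold (standard error 0.24, adjusted p = 0.209 from edgeR). On day 7 it was 6069 ± 4820 CPM (SD, n = 5), a log2 fold change of 1.49 (standard error 0.25, adjusted p = 1.63e-04 from edgeR). The spread on day 7 came from replicate C, which held 14650 CPM while the other 4 libraries held between 3369 and 4559 CPM. Without replicate C the log2 fold change of *Apoe* on day 7 was 0.86 and still passed the threshold. *Trem2* (ENSMUSG00000023992.14) lies on chromosome 17 from 48346401 to 48354147 and encodes a receptor on the microglial surface. It was detected at 7.46 ± 2.09 CPM (SD, n = 4) in the control libraries, where 10 to 17 reads per library were counted on it. On day 1 after MCAO it was at 9.96 ± 4.61 CPM (SD, n = 4), a log2 fold change of 0.41 (standard error 0.55, adjusted p = 0.857 from edgeR). It rose to 48.0 ± 21.3 CPM (SD, n = 5) on day 3, a log2 fold change of 2.68 (standard error 0.50, adjusted p = 2.92e-04 from edgeR), and was at 58.1 ± 69.9 CPM (SD, n = 5) on day 7, a log2 fold change of 2.94 (standard error 0.50, adjusted p = 1.91e-04 from edgeR). Replicate C held 182.6 CPM of *Trem2* on day 7 against 18.7 to 35.6 CPM in the other 4 libraries. Without it the log2 fold change of *Trem2* on day 7 was 1.85, still past the threshold. With only the control and the day 7 libraries in the fit, the log2 fold changes on day 7 were 1.49 and 2.94 again, but neither gene passed the threshold. The effects of MCAO over sham on day 7 and on day 3 were also compared in the edgeR fit of all groups. No gene passed the threshold in this test (3231 genes had an unadjusted p under 0.05). With the alternatives the number of genes ran from 0 to 57, the highest being that of DESeq2. Across the 14 MCAO libraries the log2(CPM + 1) values of the pair correlated with Pearson's r = 0.82 (permutation test, two-sided p = 0.00022, adjusted 0.00044) and Spearman's rho = 0.75 (permutation test, two-sided p = 0.00279, adjusted 0.00558). Leaving out the 2 libraries farthest from the median of *Apoe* (day 1 replicate B and day 7 replicate C) gave r = 0.65 (permutation p = 0.0243, 12 libraries). Across the 16 non-MCAO libraries r was 0.27 (permutation p = 0.301, adjusted 0.301) and rho was 0.22 (permutation p = 0.411). Pearson's and Spearman's coefficients were computed within the MCAO and within the non-MCAO libraries, and not over both together, where the injury alone would relate the pair. The 14 libraries span 3 days, and the means of both genes rose from day 1 to day 7, so day alone may relate the pair. No correlation with the day taken out was computed. The 4 or 5 libraries of a single day are too few for a correlation of their own. On the linear scale of Fig. S5C the MCAO libraries gave r = 0.93. Without the 2 libraries farthest from the median there (day 7 replicates C and E), r was 0.64 (permutation p = 0.029, 12 libraries).

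**Figure D1:**
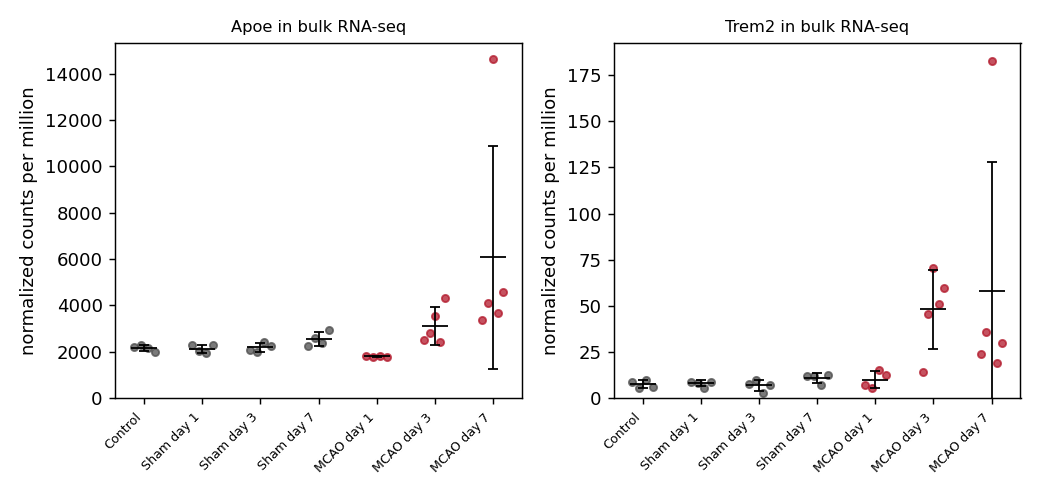
Normalized expression of *Apoe* and *Trem2* (CPM, linear axis) in each library of the 7 groups, control, sham and MCAO on days 1, 3 and 7. Points are libraries and bars the mean with the SD. One MCAO library of day 7 lies at 14650 CPM of *Apoe* and 182.6 CPM of *Trem2*, apart from the other 4 of its group.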

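Processes that the paper places downstream of *Apoe-Trem2* were scored per library with 8 gene lists written before the data were examined. The paper's text does not name the genes of its modules, so general process genes were used, not chosen as targets of the pair. Other lists share 10 of the 25 chemotaxis genes, 8 of 27 for gliogenesis and 7 of 24 for the ERK1 and ERK2 cascade. The proteasome and glucose lists share 0. *Csf1r* is in the chemotaxis, gliogenesis, ERK and microglia lists, so such scores can also rise with the number of microglia. A score is the mean log2(CPM + 1) over the list minus the mean over 100 control genes of similar expression per list gene. Each score was compared between the 14 MCAO and the 16 non-MCAO libraries by an exact two-sided Wilcoxon rank-sum test, the test of Fig. 3*G*, with Benjamini-Hochberg adjustment over the 8 lists. All 8 scores were higher in MCAO. The difference in mean score was largest for chemotaxis (1.68, adjusted p = 2.75e-08), with 14 of 14 MCAO libraries above all 16 non-MCAO libraries. It was 1.19 for cytokine production, 0.85 for gliogenesis and 0.64 for neuron apoptosis, where the 14 MCAO libraries also lay above all the others and the adjusted p was the same. Tissue remodeling rose by 0.88 (adjusted p = 8.8e-08), with 12 of the 14 above all non-MCAO libraries, and the ERK1 and ERK2 cascade by 0.80 (adjusted p = 1.28e-07), with 13 above them. The smallest differences were those of glucose metabolism, 0.21 (adjusted p = 2.18e-06, 11 of 14 above all others), and of the proteasome complex, 0.11 (adjusted p = 4.17e-04, 8 of 14 above all others). Of the alternatives, leaving out the control genes moved the proteasome score most, to a difference of 0.05 that no longer passed an adjusted p of 0.05.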

Bulk data inspection of *Apoe-Trem2* coexpression and its downstream processes confirmed temporal trends seen in the ST data (Fig. 3*G* and *SI Appendix*, Fig. S5). Early elevated activity of proteasome complexes and glucose metabolism persisted until day 3, followed by a peak in tissue remodeling and cytokine production on day 3, alongside increased ERK1/2 cascade and gliogenesis activity. 

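Scores on single days were compared with the 16 non-MCAO libraries by an exact two-sided permutation test of the difference in mean, adjusted over 24 tests (8 modules on 3 days). The proteasome complex score was -0.08 ± 0.05 (SD, n = 16) without MCAO and 0.06 ± 0.06 (SD, n = 4) on day 1, 0.08 ± 0.12 (SD, n = 5) on day 3 and -0.02 ± 0.08 (SD, n = 5) on day 7. Its difference was 0.13 on day 1 (exact adjusted p = 0.000261, 4 of 4 libraries above all non-MCAO libraries) and 0.15 on day 3 (exact adjusted p = 0.00166, 3 of 5 above them). On day 7 the difference was 0.06 and did not pass the threshold (exact adjusted p = 0.0518); without replicate C it was 0.03, and with no control genes subtracted its sign reversed to -0.02. It passed with a pseudocount of 0.1 (0.06) and in 2 of the 5 tests that left out one library, with a difference of up to 0.07. Glucose metabolism was raised by 0.22 on day 1 (exact adjusted p = 0.000261, 4 of 4 above all others), by 0.30 on day 3 (exact adjusted p = 0.000354, 4 of 5) and by 0.12 on day 7 (exact adjusted p = 0.002, 3 of 5). Tissue remodeling was raised by 0.46 on day 1, 1.12 on day 3 and 0.99 on day 7, and cytokine production by 0.90, 1.49 and 1.11 on the same days. The ERK1 and ERK2 cascade was raised by 0.53, 0.93 and 0.88, and gliogenesis by 0.55, 1.06 and 0.89. Neuron apoptosis was raised by 0.59, 0.79 and 0.52, and chemotaxis by 1.67, 2.01 and 1.37. For these 6 lists the adjusted p of the exact test was at most 0.000472 on each day. All 8 differences were larger on day 3 than on day 7, but none of the 8 passed an exact two-sided permutation test between the 5 libraries of day 3 and the 5 of day 7 (smallest adjusted p = 0.646). The differences in that test ran from 0.05 for the ERK1 and ERK2 cascade to 0.64 for chemotaxis, against SDs of 0.53 and 1.21 between the day 3 libraries. Day 3 replicate A scored lowest and day 7 replicate C highest for several lists, and leaving out single libraries moved the ERK1 and ERK2 cascade difference between the days from -0.08 to 0.25 and that of tissue remodeling from -0.03 to 0.43. From module scores of this kind the paper concludes that the bulk data follow the temporal trends of the spatial data. It places proteasome and glucose activity early and until day 3, and a peak of tissue remodeling and cytokine production on day 3, together with more ERK1/2 cascade and gliogenesis activity.

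**Figure D2:**
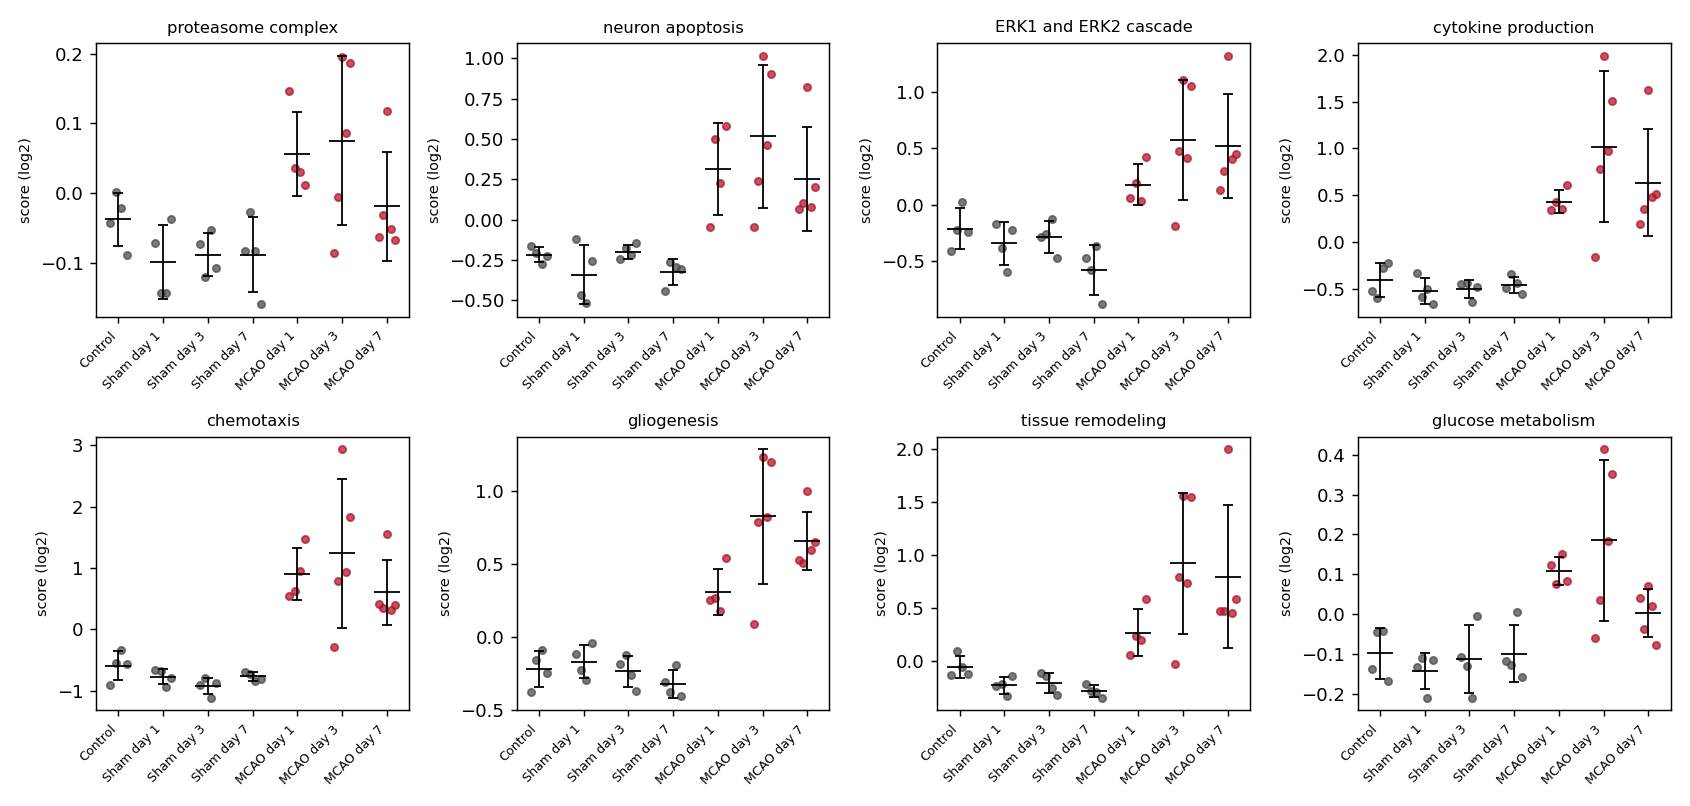
Scores of the 8 process lists (log2 units) in each library of the control, sham and MCAO groups of days 1, 3 and 7. Points are libraries and bars the mean with the SD. On day 7 one MCAO library lies above the other 4 for most lists, and on day 3 one lies close to the non-MCAO libraries.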

Immunohistochemistry revealed significant microglial activation, with microglia tripling their volumes compared to controls (*SI Appendix*, Fig. S5). Increased microglial density and volume coincided with elevated *Apoe* levels in the lesion (Fig. 3*H*), corroborating the accumulation seen in ST data. Furthermore, deconvolution of bulk data using Zeng et al. as a ref. 10 validated the ST data deconvolution. Despite using nearly an entire ipsilesional hemisphere for bulk samples, the correlation with ST proportions was moderately high (concordance correlation coefficient = 0.879, *SI Appendix*, Fig. S5). The least concordant were vasculature-related cells (~1% in proportions), while more abundant neurons and glia showed good agreement. Statistical testing of bulk cell type proportions confirmed a significant decline in neurons and increase in microglia over the studied period (*SI Appendix*, Fig. S5).

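Marker genes of 9 cell types, in lists written before the data were examined, were scored in the same way in place of deconvolution, which needs a single-cell reference that was not used here. These scores follow transcript levels of the markers and are not cell type proportions. The neuron score (12 genes) was 0.92 ± 0.07 (SD, n = 16) in the non-MCAO libraries. It fell by 0.04 on day 1 (exact permutation test, adjusted p = 0.247), by 0.16 on day 3 (exact adjusted p = 0.00177, 5 of 5 libraries under the non-MCAO mean) and by 0.14 on day 7 (exact adjusted p = 0.0137). Without replicate C the fall on day 7 was -0.07 and no longer passed the threshold of 0.05. The microglia score (11 genes) was -0.60 ± 0.19 (SD, n = 16) without MCAO. It rose by 1.02 on day 1 (exact adjusted p = 0.000464), by 2.38 on day 3 (exact adjusted p = 0.00019) and by 2.16 on day 7 (exact adjusted p = 0.00019; 1.74 without replicate C), and each MCAO library lay above all 16 non-MCAO libraries. Genes of homeostatic microglia changed by -0.06 on day 1 (exact adjusted p = 0.527), where 2 of the 4 libraries lay above the non-MCAO mean and the sign turned in the deposited normalized matrix. They rose by 1.22 on day 3 and by 1.09 on day 7 (exact adjusted p = 0.00019 each). The astrocyte score changed by -0.07 on day 1 (exact adjusted p = 0.2) and rose by 0.21 on day 3 (exact adjusted p = 0.00051) and by 0.30 on day 7 (exact adjusted p = 0.000464). The oligodendrocyte score passed the threshold only on day 3, with a rise of 0.60 (exact adjusted p = 0.0118), and its spread between libraries was wide (SD 0.59 on day 3). Endothelial genes fell by 0.15 on day 1 (exact adjusted p = 0.0433). When single libraries of day 1 were left out, their change ran from -0.20 to -0.05, and 2 of these 4 tests no longer passed. Endothelial genes rose by 0.63 on day 3 (exact adjusted p = 0.00019), while the 0.10 on day 7 did not pass (exact adjusted p = 0.113). Fibroblast genes rose by 0.77, 1.67 and 2.18 on days 1, 3 and 7, granulocyte genes by 1.22, 1.65 and 0.70, and those of other peripheral myeloid cells by 0.59, 1.58 and 1.11 (largest exact adjusted p = 0.00177). Without replicate C of the day, the granulocyte difference on day 3 was 0.94, and that of peripheral myeloid cells on day 7 was 0.73. The paper's top markers of its reactive populations, 15 genes each from its single-nucleus data, scored higher by 0.61, 0.88 and 1.01 for reactive astrocytes and by 0.52, 1.53 and 1.31 for reactive microglia. The 3 CC chemokines *Ccl3*, *Ccl4* and *Ccl12* scored higher by 2.69, 2.40 and 2.12. Over these last 9 tests the largest exact adjusted p was 0.000295. Differences between the days were not tested for the cell type scores.

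**Figure D3:**
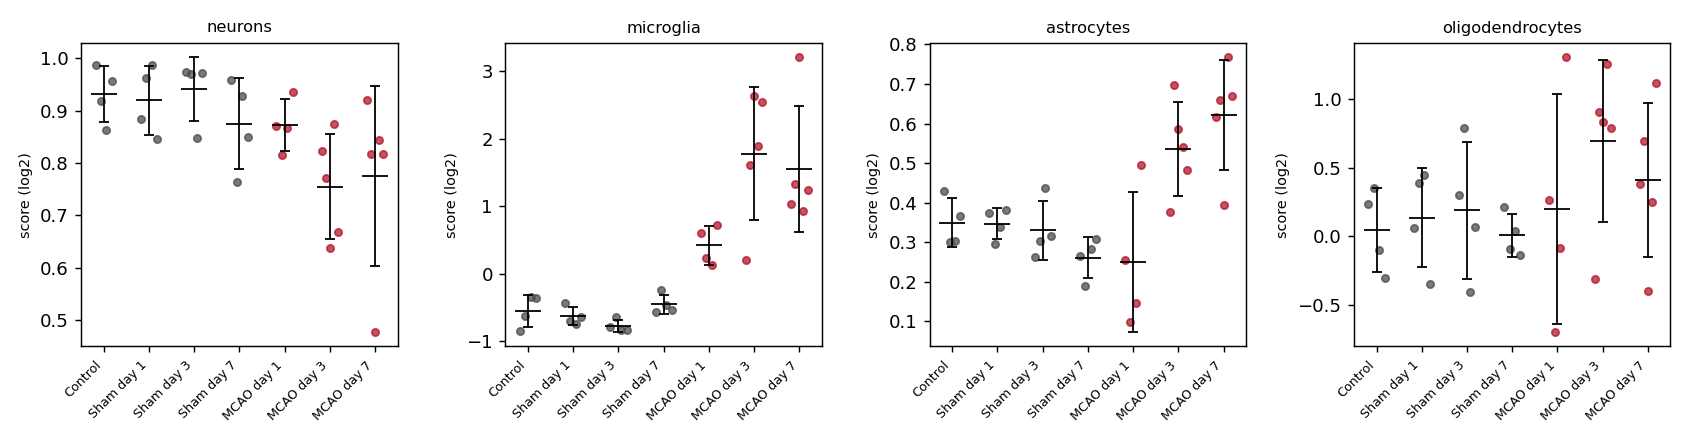
Scores of the neuron, microglia, astrocyte and oligodendrocyte lists (log2 units) in each library of the control, sham and MCAO groups of days 1, 3 and 7. Points are libraries and bars the mean with the SD. The microglia score of each MCAO library lies above those of the non-MCAO libraries, while the neuron scores overlap between the groups.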

In summary, SpaTalk analysis revealed critical ligand–receptor interactions for glial scar formation in the lesion periphery, dominated by *Apoe-Trem2*, highlighting its role in modulating microglial activation.

### Single-Nucleus Profiling of Postischemic Brain Documents the Rise of Reactive Glia.

Previous analyses evidenced presence of reactive glia in the ischemic brain. To characterize them, we performed single-nucleus RNA-seq (snRNA-seq) of control and postischemic brains on days 1, 3, and 7. We sampled tissue from +3 to −4 mm from bregma, comparable to the ST (Fig. 1*A*). We obtained 7,946 high-quality nuclei, classified into 11 major cell type populations, including glutamatergic and GABAergic neurons, neuroblasts, and ependymal, vascular, and glial cells (*SI Appendix*, Fig. S6). We focused on three glial populations: astroependymal cells (n = 763), microglia (n = 426), and oligodendrocyte lineage cells (n = 1,433) and analyzed them in detail.

In the astroependymal cluster, we identified eight populations: neuroblasts (*Dcx*), choroid plexus cells (*Tmem72*), ependymal cells (*Foxj1*), and four astrocyte populations (Fig. 4*A* and Dataset S5). Consistent with Zeisel et al. (52), two astrocyte populations were homeostatic (*Slc1a3*), with region-distinctive origins in the telencephalon (*Grm3*) and diencephalon (*Gria1*s) (Fig. 4*B* and *SI Appendix*, Fig. S5). Another population, activated astrocytes, was characterized by high levels of ribosomal and mitochondrial reads (*SI Appendix*, Fig. S6), activated energy metabolism (*Cox8a*, *Aldoc*), and genes involved in neuron maintenance and survival (*Shank1, Nrgn*; Dataset S5). Combining key marker expressions into an expression module, the activated astrocytes’ signature was enriched in the hippocampal dentate gyrus, caudoputamen, and subpial regions (*SI Appendix*, Fig. S6). The localization and expression signature indicate a maturing population (53), possibly with a neurogenic potential (54). The fourth astrocyte population showed a reactive status, having elevated expression of reactivity (*Gfap*, *Apoe, Clu*), cell adhesion (*Cd9, Ptn*), proliferation (*Vim, Thbs4*), lysosomal activity (*Ctsd*), and membrane lipid rafts (*Gpm6b*) genes (*SI Appendix*, Fig. S6 and Dataset S5). Comparing their markers with disease-associated astrocytes (DAAs) identified in Alzheimer’s disease (AD) (45), we found significant overlap (*SI Appendix*, Fig. S6) and strong correlation in the ST data (Spearman’s *ρ* = 0.904, ***P < 0.001 Fig. 4 *C* and *D*), suggesting similar mechanisms are activated in postischemic and AD astrocytes. Immunostaining confirmed localization of ALDH1L1+GFAP+ astrocytes in the lesion periphery and their enrichment in postischemic conditions (Fig. 4*E*).

**Fig. 4.**
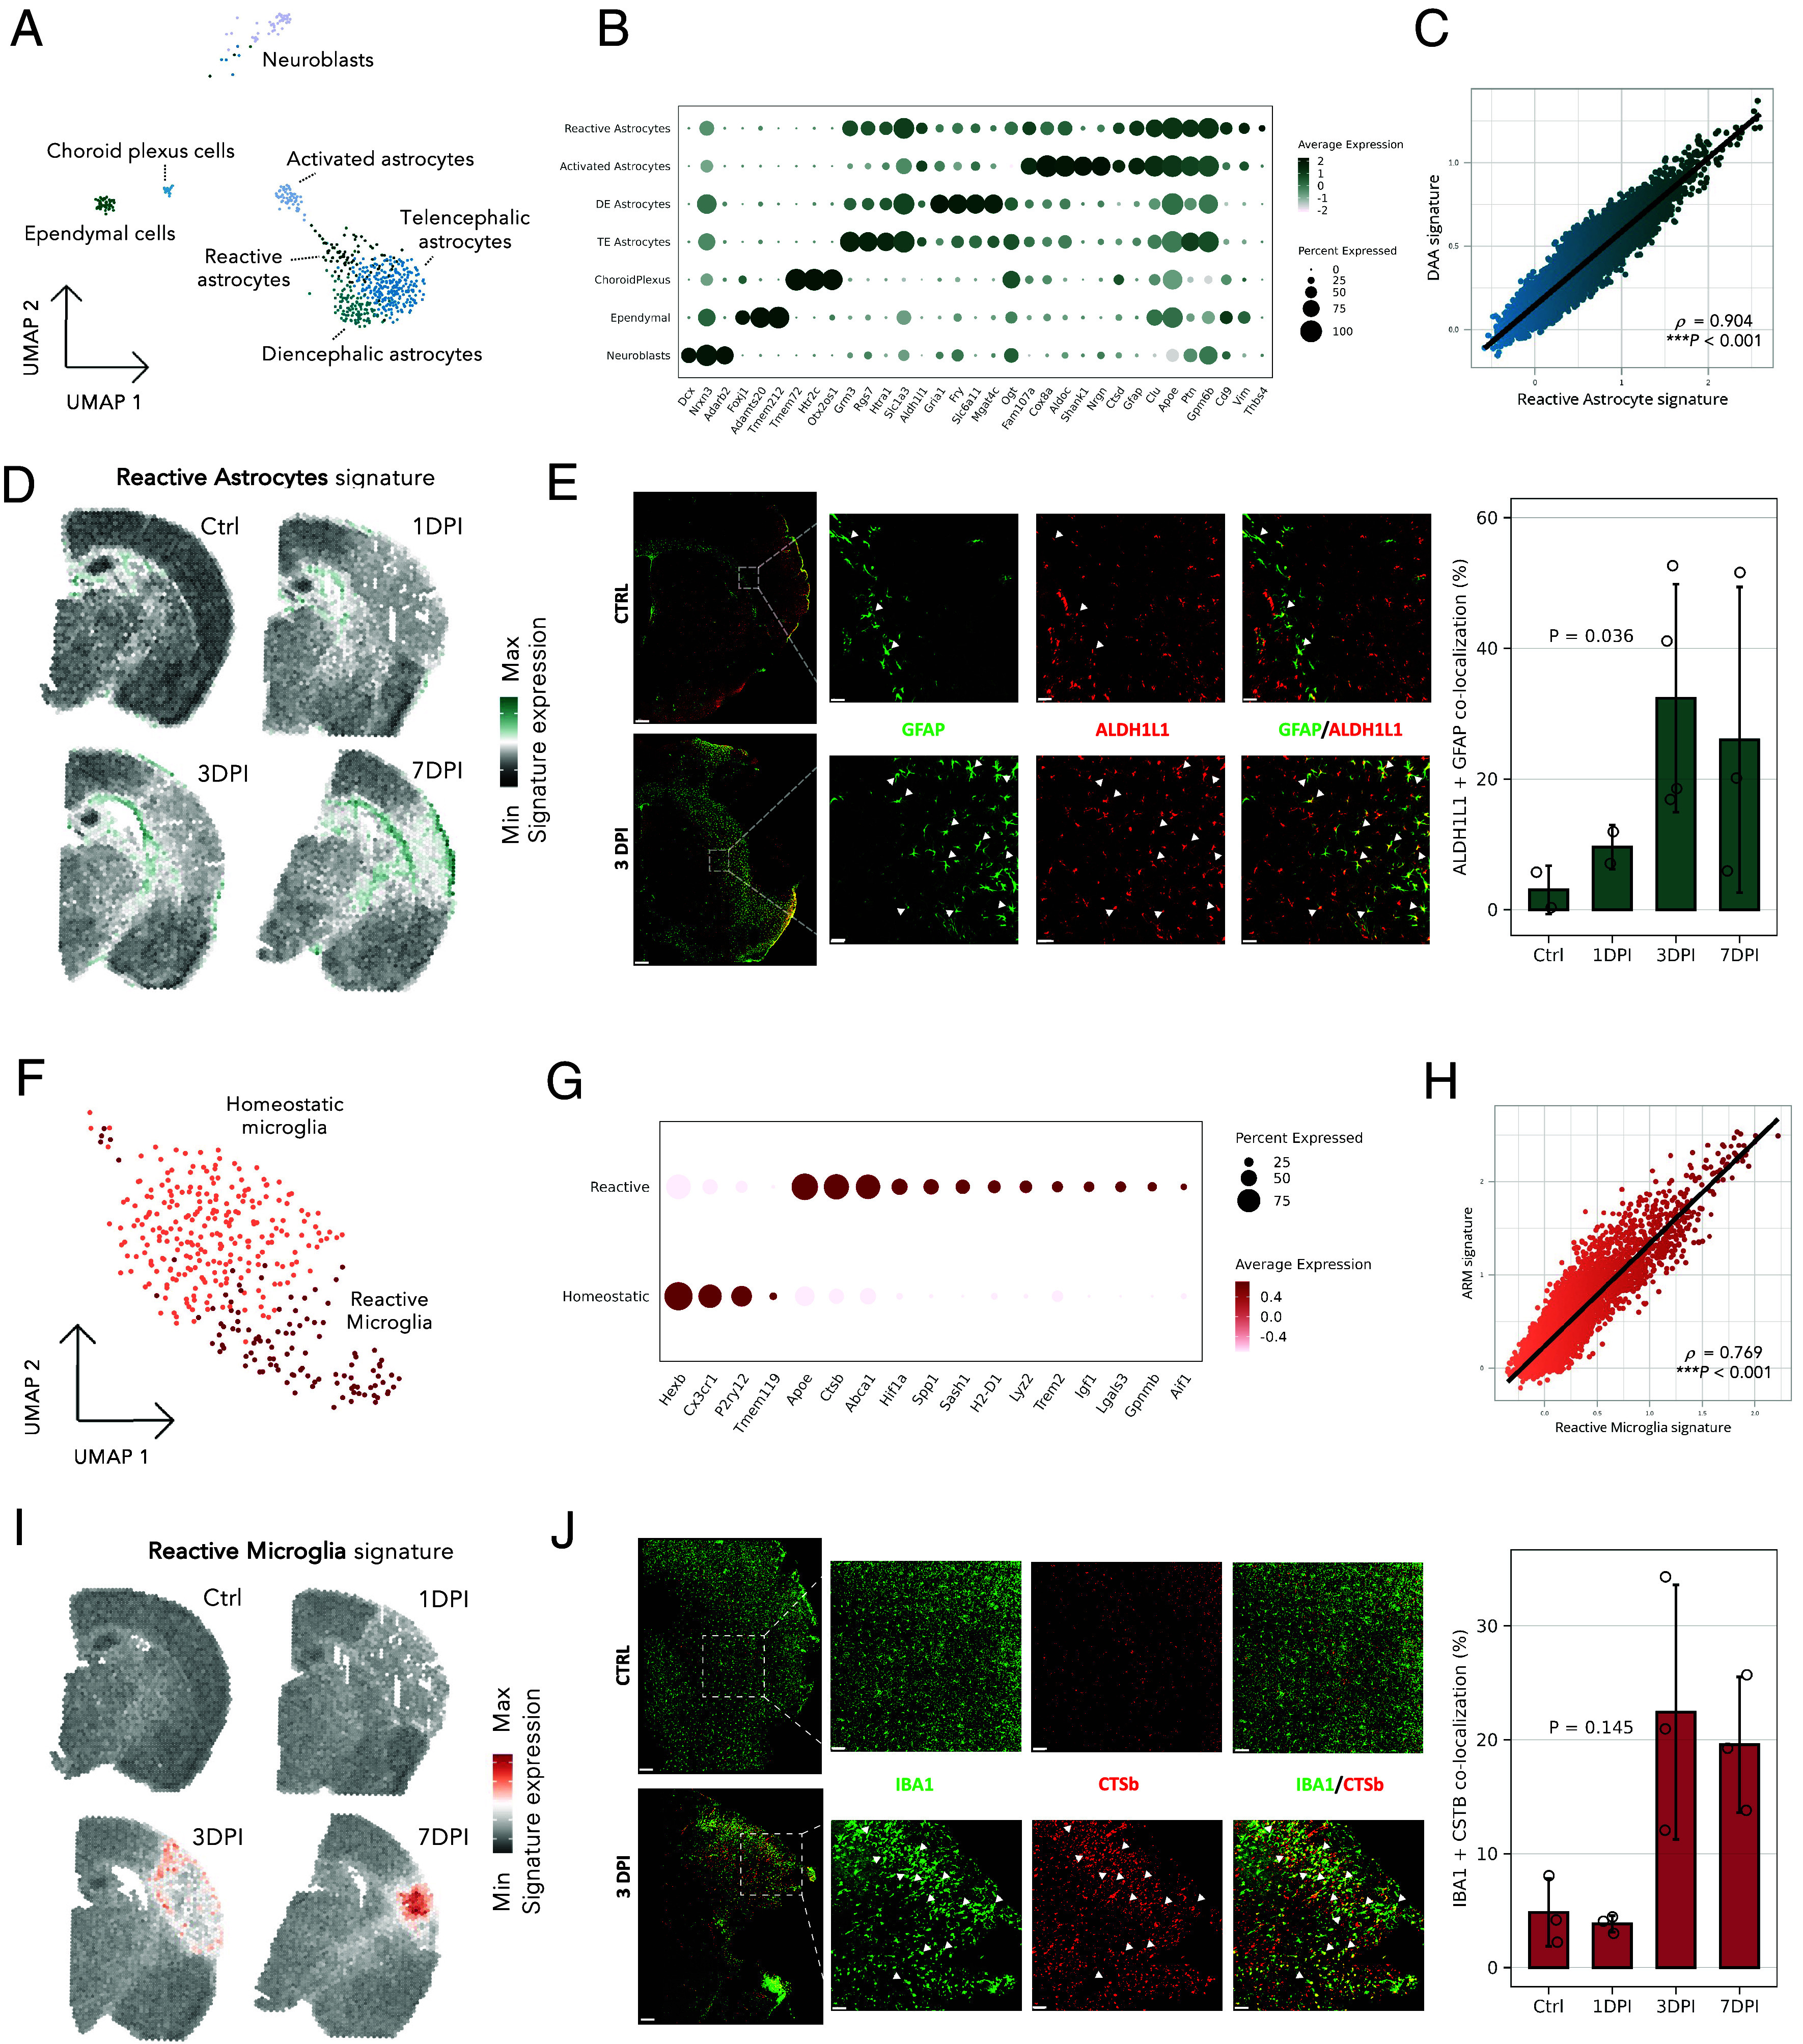
Glia acquire reactive states in response to the post-MCAO conditions. (*A*) UMAP of astroependymal populations (n = 610 nuclei). (*B*) Marker genes of astroependymal populations. Expression level (color scale) and the percentage of population expressing the marker (dot size) are shown. (*C*) Correlation between the expression signatures of the reactive astrocytes (*x* axis) and AD-associated DAAs (45) (*y* axis) in the ST dataset, measured per spot and quantified with Spearman’s rank correlation coefficient *ρ*. (*D*) Projection of reactive astrocytes expression signature. (*E*) Coronal mouse brain sections immunostained for astrocytic canonical (ALDH1L1) and reactivity marker (GFAP). (Scale bars of 200 μm and 20 μm for the hemisphere and the *Inset* image, respectively.) Signal colocalization was calculated using a minimum of two sections per mouse, with a minimum of two mice per condition. Error bars show SD. Statistical significance between control and injured samples was assessed using the unpaired two-sided Wilcoxon rank sum test. (*F*) UMAP of microglial populations (n = 362 nuclei). (*G*) Marker genes of microglial populations. Expression level (color scale) and the percentage of populations expressing the marker (dot size) are shown. (*H*) Correlation between the expression signatures of reactive microglia (*x* axis) and AD-associated ARMs (43) (*y* axis) in the ST dataset, measured per spot and quantified with Spearman’s rank correlation coefficient *ρ*. (*I*) Projection of reactive microglia expression signature. (*J*) Coronal mouse brain sections immunostained for microglial canonical (IBA1) and reactivity marker (CTSB). (Scale bars of 200 μm and 20 μm for the hemisphere and the *Inset* image, respectively.) Signal colocalization was calculated on minimum of two sections per mouse, with a minimum of three mice per condition. Error bars show SD. Statistical significance between control and injured samples was assessed using the unpaired two-sided Wilcoxon rank sum test.

Microglia divided into homeostatic (*P2ry12*) and reactive (*Apoe, Spp1*) populations (Fig. 4*F*). Reactive microglia overexpressed genes related to cell migration, proliferation, adhesion (*Gpnmb, Sash1, Lgals3*), protein secretion (*Spp1, Igf1*), tissue remodeling (*Hif1a*), and lipid transport (*Abca1*, *SI Appendix*, Fig. S6 and Dataset S5). Reactive microglia peaked on day 3, comprising almost half of the collected microglia (*SI Appendix*, Fig. S6). Comparing their signature with AD-associated microglia, particularly the activated response microglia (ARM) (43), we found significant overlap (*SI Appendix*, Fig. S6) and strong correlation in the ST data (Spearman’s *ρ* = 0.769, ***P < 0.001, Fig. 4*H*), indicating activation of similar transcriptional programs in acute and neurodegenerative pathology. Projecting their signature into ST documented microglia accumulating on the lesion periphery on days 1 and 3, then expanding to the lesion center (Fig. 4*I*). Immunostaining for IBA1 and reactive CTSb markers confirmed IBA1+CSTb+ microglia in the lesion periphery and their enrichment postischemia (Fig. 4*J*).

Oligodendrocyte lineage cells were annotated using Zeisel et al.’s standardized nomenclature (52). We identified four populations: oligodendrocyte precursor cells (OPC; *Pdgfra, Sox6*), newly formed oligodendrocytes (NFOL; *Tcf7l2*, *Prom1*, *Nckap5*), a major population of mature oligodendrocytes (MOL; *Plp1, Grm3, Mast4*), and a MOL population of reactive oligodendrocytes (*Serpina3n, C4b*) (*SI Appendix*, Fig. S7). Reactive oligodendrocytes were exclusive to ischemic samples, overexpressed long-noncoding RNAs (*Neat1, Pvt1*), and genes related to cell motility, polarity (*Rhoj*, *Fmnl2*), division (*Pkp4, Cdc14a*), and immune response regulation (*Il33, C4b, Gab2*) (Dataset S5). Interestingly, similar profiles were previously documented in neurodegenerative contexts (41, 44). In the spatial dataset, reactive oligodendrocytes’ signature was detected in oligodendrocyte-rich white matter tracts in both control and ischemic sections, with signal strengthening and encircling the lesion (*SI Appendix*, Fig. S7).

To summarize, snRNA-seq confirmed the emergence of reactive glial populations postischemia. Comparing them with AD-associated reactive glia, they up-regulated similar pathways and immunostaining validated their localization in lesion-respective areas.

### A Spectrum of Reactive Oligodendrocytes Emerges After Ischemic Brain Injury.

Prompted by evidence of the immunomodulatory role of OLs in neurodegeneration (41, 44), we opted to further characterize OLs in ischemia. Using the same experimental design, we FACS-enriched *Plp1+* cells from control and ischemic brains and performed single-cell RNA-seq (scRNA-seq). After quality control, we identified 4,573 high-quality OLs and integrated them with single-nucleus OLs (*SI Appendix*, Fig. S7). The integrated dataset distinguished two mature OL populations, MOL2 (*S100b, Hopx*) and MOL5/6 (*Ptgds, Opalin*), improved NFOL annotation (*Tcf7l2*, *Prom1*), and recovered three pathology-enriched MOL populations (Fig. 5 *A* and *B*). Following Pandey et al.’s annotation (41), we named them interferon-responsive, and disease-associated mature OLs 1 and 2 (MOL IFN, MOL DA1, and MOL DA2).

**Fig. 5.**
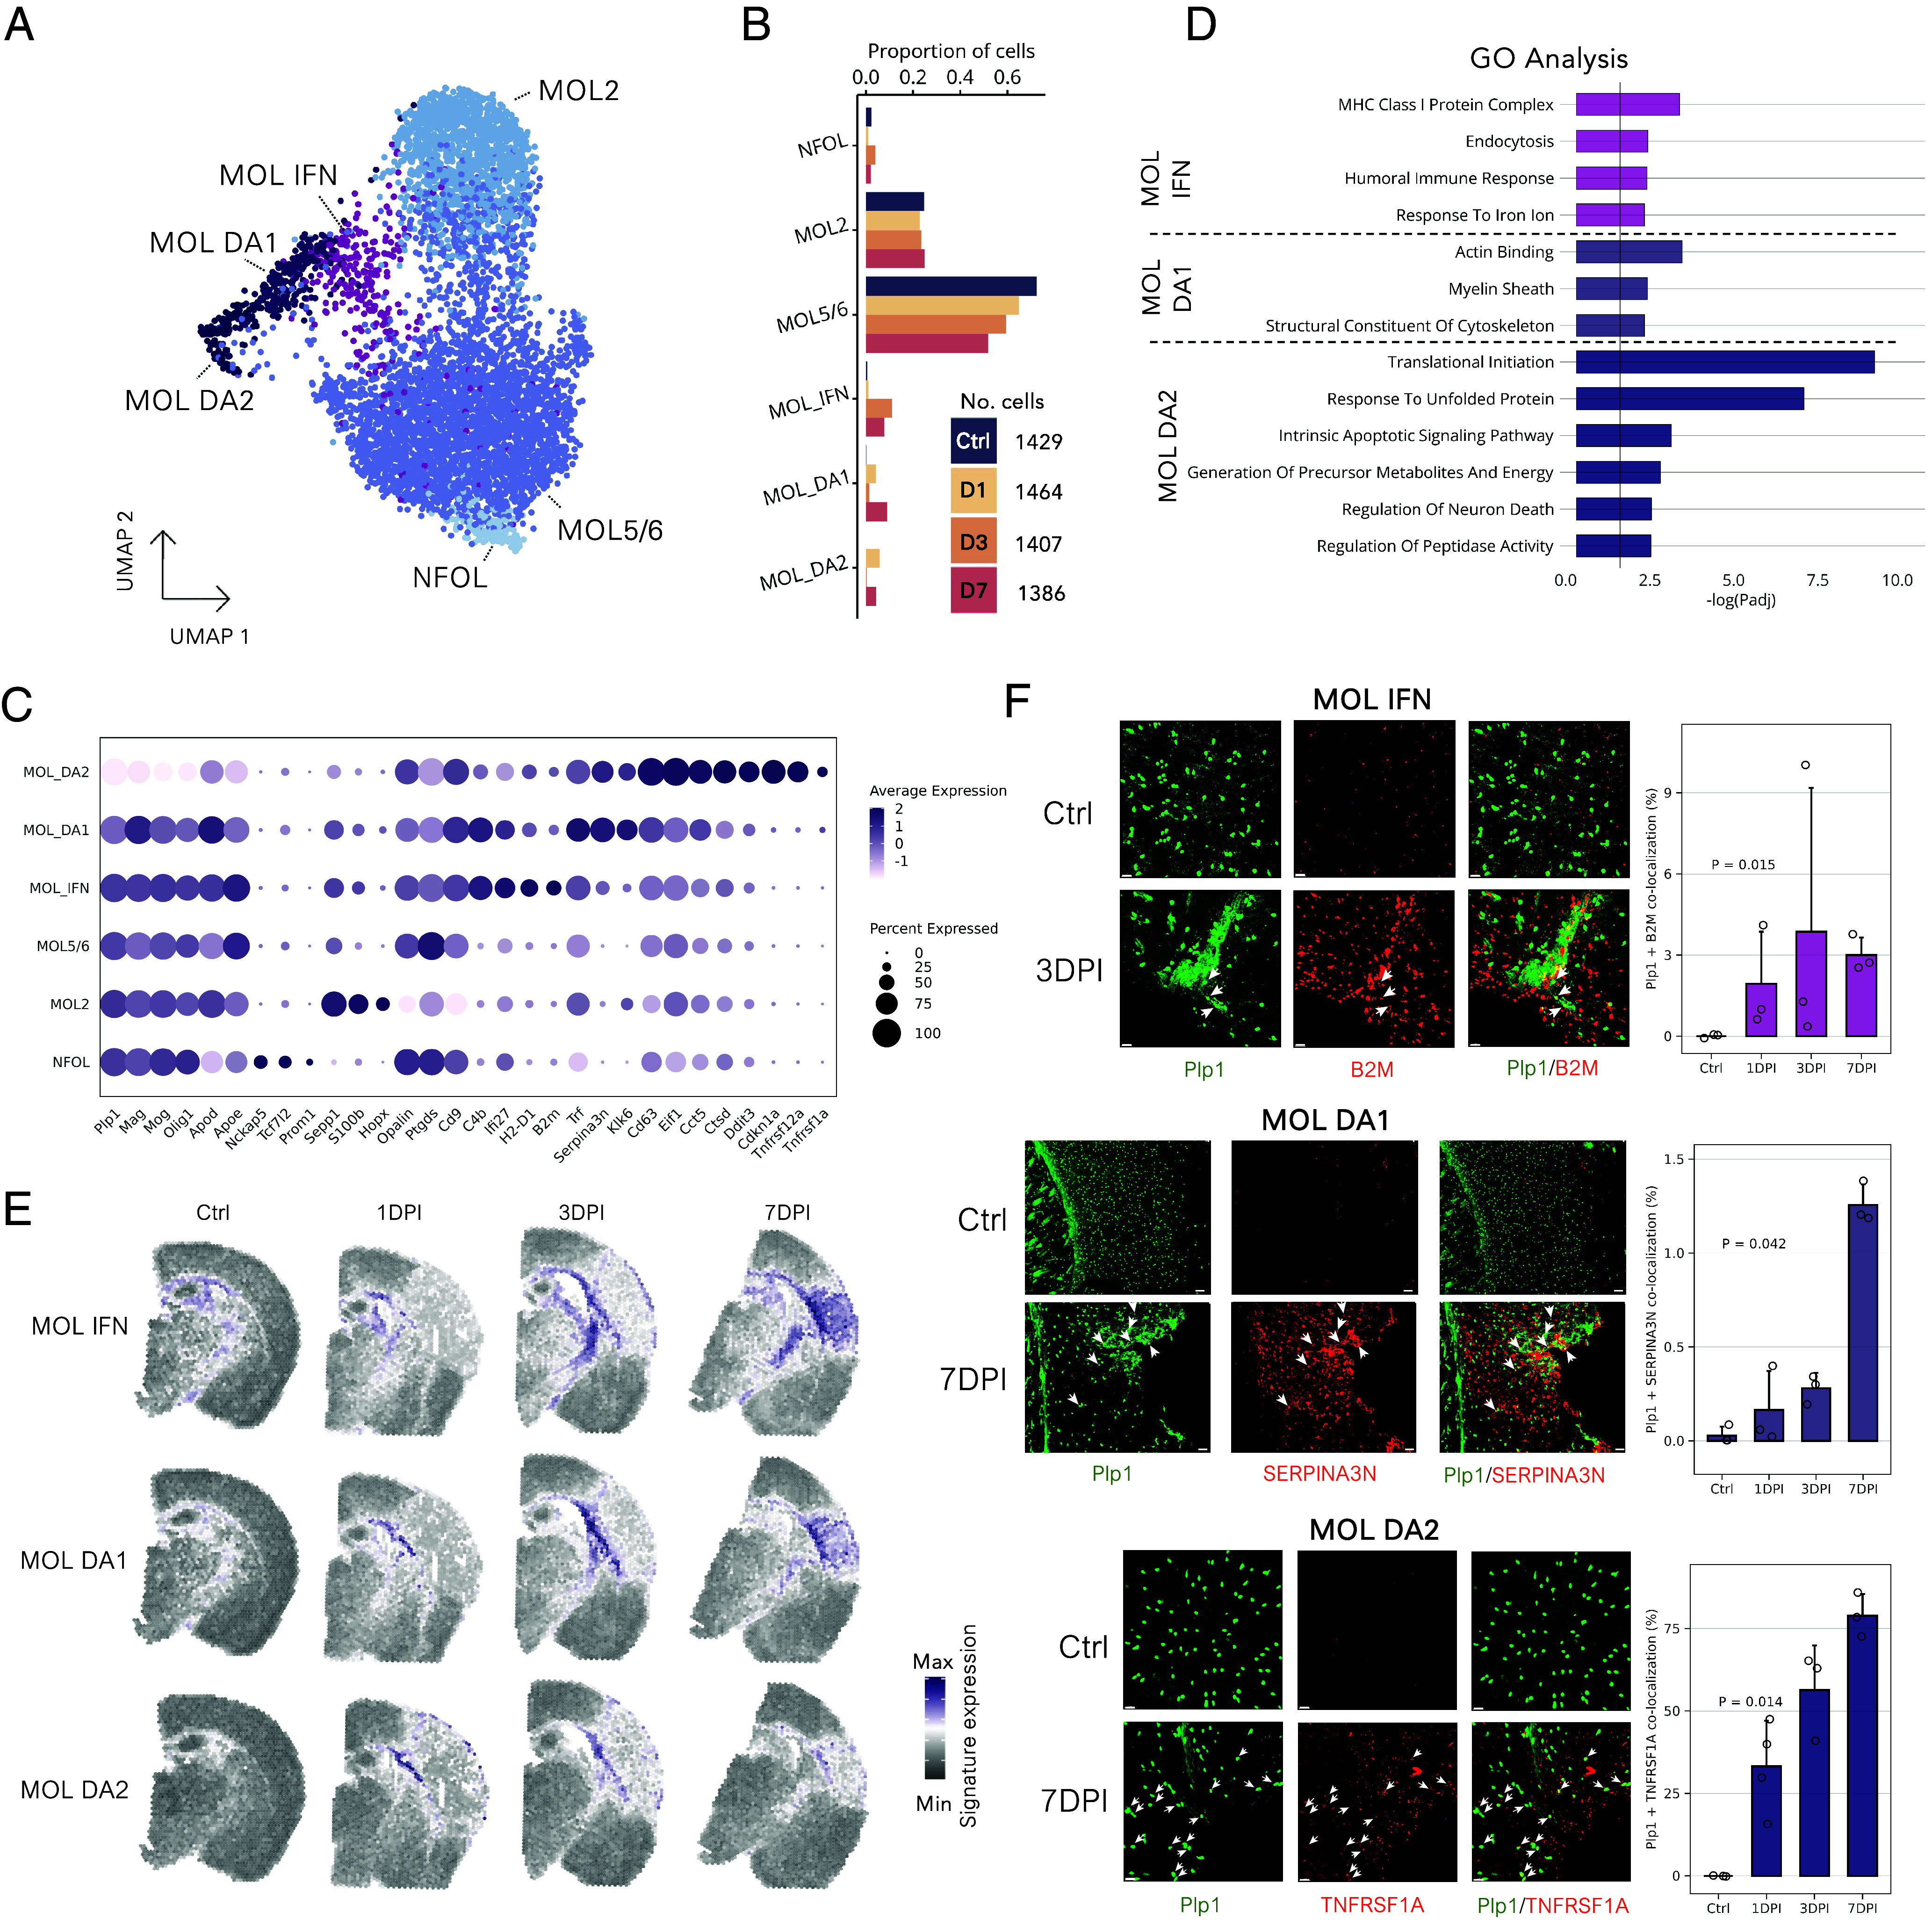
Ischemic conditions induce a spectrum of reactive oligodendrocyte populations. (*A*) UMAP of populations in the integrated dataset of single nuclei (n = 1,113) and single cells (n = 4,673) of post-MCAO oligodendrocytes. Abbreviations: Newly formed oligodendrocytes, NFOL; mature oligodendrocytes type 2, MOL2; mature oligodendrocyte types 5 and 6, MOL5/6; interferon-responsive mature oligodendrocytes, MOL IFN; disease-associated mature oligodendrocytes 1, MOL DA1; disease-associated mature oligodendrocytes 2, MOL DA2. (*B*) Proportions of oligodendrocyte populations at the respective timepoints. (*C*) Marker genes of oligodendrocyte populations. Expression level (color scale) and the percentage of populations expressing the marker (dot size) are shown. (*D*) Representative enriched GO terms for trauma-associated oligodendrocytes, categorized as ontology terms belonging to BP, CC, or molecular function (MF). FDR-adjusted *P* value is shown. (*E*) Projections of reactive oligodendrocyte expression signatures. (*F*) Immunohistochemistry validation. Coronal mouse brain sections stained for canonical oligodendrocyte marker (*Plp1*) and reactive oligodendrocyte populations: B2M for MOL IFN, SERPINA3N for MOL DA1, and TNFRSF1A for MOL DA2, respectively. Colocalization in a minimum of three sections per mouse, with a minimum of three mice per condition. Error bars show the SD. (Scale bars of 20 μm for B2M and TNFRSF1A and 50 μm for SERPINA3N images, respectively.) Statistical significance between control and injured samples was assessed using the unpaired two-sided Wilcoxon rank sum test.

The MOL IFN population was characterized by terms related to interferon response (*Ifi27, Ifi27l2a*) and antigen presentation by MHC class I (*H2-D1, B2m*; Fig. 5 *C* and *D*). This population also up-regulated genes associated with endocytosis (*Trf, Gsn*) and cell adhesion (*Cd9*, *Cldn11*), indicating an active injury response. Their spatial expression progressively strengthened (Fig. 5*E*), expanding from the lateral ventricle along the lesion periphery to the corpus callosum and deeper fiber tracts. On day 7, the signature encircled the lesion core, suggesting crosstalk with other cells forming the glial scar. MOL DA1 had elevated ribosomal RNA content (*SI Appendix*, Fig. S7) and highest expression levels of reactive marker genes—*Serpina3n, C4b,* and *Klk6* (44) (Fig. 5*C*). GO analysis indicated roles in myelination and cytoskeletal restructuring (*Arpc1b, Tubb3*; Fig. 5*D*). Additional markers indicated regulation of extracellular serine protease activity (*Serpina3n, Klk6*), cell adhesion (*Cd9, Cd63*), metal ion homeostasis (*S100a6, S100a16, Calm2, Trf*), and enhanced lipid metabolism (*Apod, Fabp5*). Spatially, MOL DA1 signature concentrated in the corpus callosum on the lesion periphery, expanding on day 7 to encircle the lesion (Fig. 5*E*). In contrast to the MOL IFN signature, it was reduced in deeper white matter tracts. MOL DA2, the most distinct population, had proportionally high ribosomal content and up-regulated genes associated with translation initiation (*Eif1, Eif4a1*) and protein-folding chaperons (*Cct2, Cct5*; Fig. 5 *C* and *D* and *SI Appendix*, Fig. S7). Their activated profile also included metabolic processes (*Cox5a, Atp5a1*) and regulation of peptidase activity (*Serpina3n, Ctsb, Ctsd, Timp1*). They expressed genes related to stress (*Fos, Jun*), cell-cycle regulation (*Cdkn1a*), and apoptosis (*Gadd45b, Tnfrsf12a, Tnfrsf1a, Ddit3*), indicating a struggle for survival. Notably, myelinating genes (*Plp1, Mog, Mag*) were down-regulated, suggesting reduced myelination capacity. The spatial expression of MOL DA2 was prominent on day 1 in the corpus callosum near the lateral ventricle, decreasing over time but remaining in the outermost OL layer surrounding the lesion (Fig. 5*E*).

Marker genes and functional annotations of pathology-enriched populations showed substantial similarity to those in neurodegenerative contexts. All three reactive populations were enriched for the signature of AD-associated DOLs (44), and the three distinctive OL populations shared across models of AD and multiple sclerosis (41) (*SI Appendix*, Fig. S7). To validate these populations, we costained coronal mouse brain sections for canonical *Plp1* with B2M for MOL IFN, SERPINA3N for MOL DA1, and TNFRSF1A for MOL DA2 (Fig. 5*F*). For each pair, double-positive cells were minimal in control brains but increased progressively, peaking on day 7. In accordance with ST, the colocalization signal accumulated in the lesion periphery, the area of glial scar formation.

In conclusion, combining snRNA-seq and scRNA-seq identified a spectrum of reactive oligodendrocyte populations postischemia. Despite expressing common markers like *Serpina3n* or *C4b* reflecting their potential to reduce neuroinflammation (55, 56), these populations displayed unique immunogenic and metabolic gene profiles. They also exhibited specific spatiotemporal organization and similarities to reactive oligodendrocytes in neurodegenerative diseases.

### Glial Prominence in the Ischemic Lesion Periphery Is Recapitulated in Published ST Datasets.

To validate the principal biological themes of our study, we reviewed additional ischemia-related ST datasets (Fig. 6*A*). We identified two relevant studies: Han et al. (12), employing a photothrombotic mouse model sectioned at evenly spaced intervals from bregma +0.4 to −3.2 mm at a single timepoint 3DPI, and Scott et al. (21), employing a focal cortical mouse model sectioned at bregma +0.5 mm at 2, 10, and 21DPI. Reanalyzing these datasets contextualized our findings across the acute lesion, extended the time window to later timepoints, and compared results in different ischemia models.

**Fig. 6.**
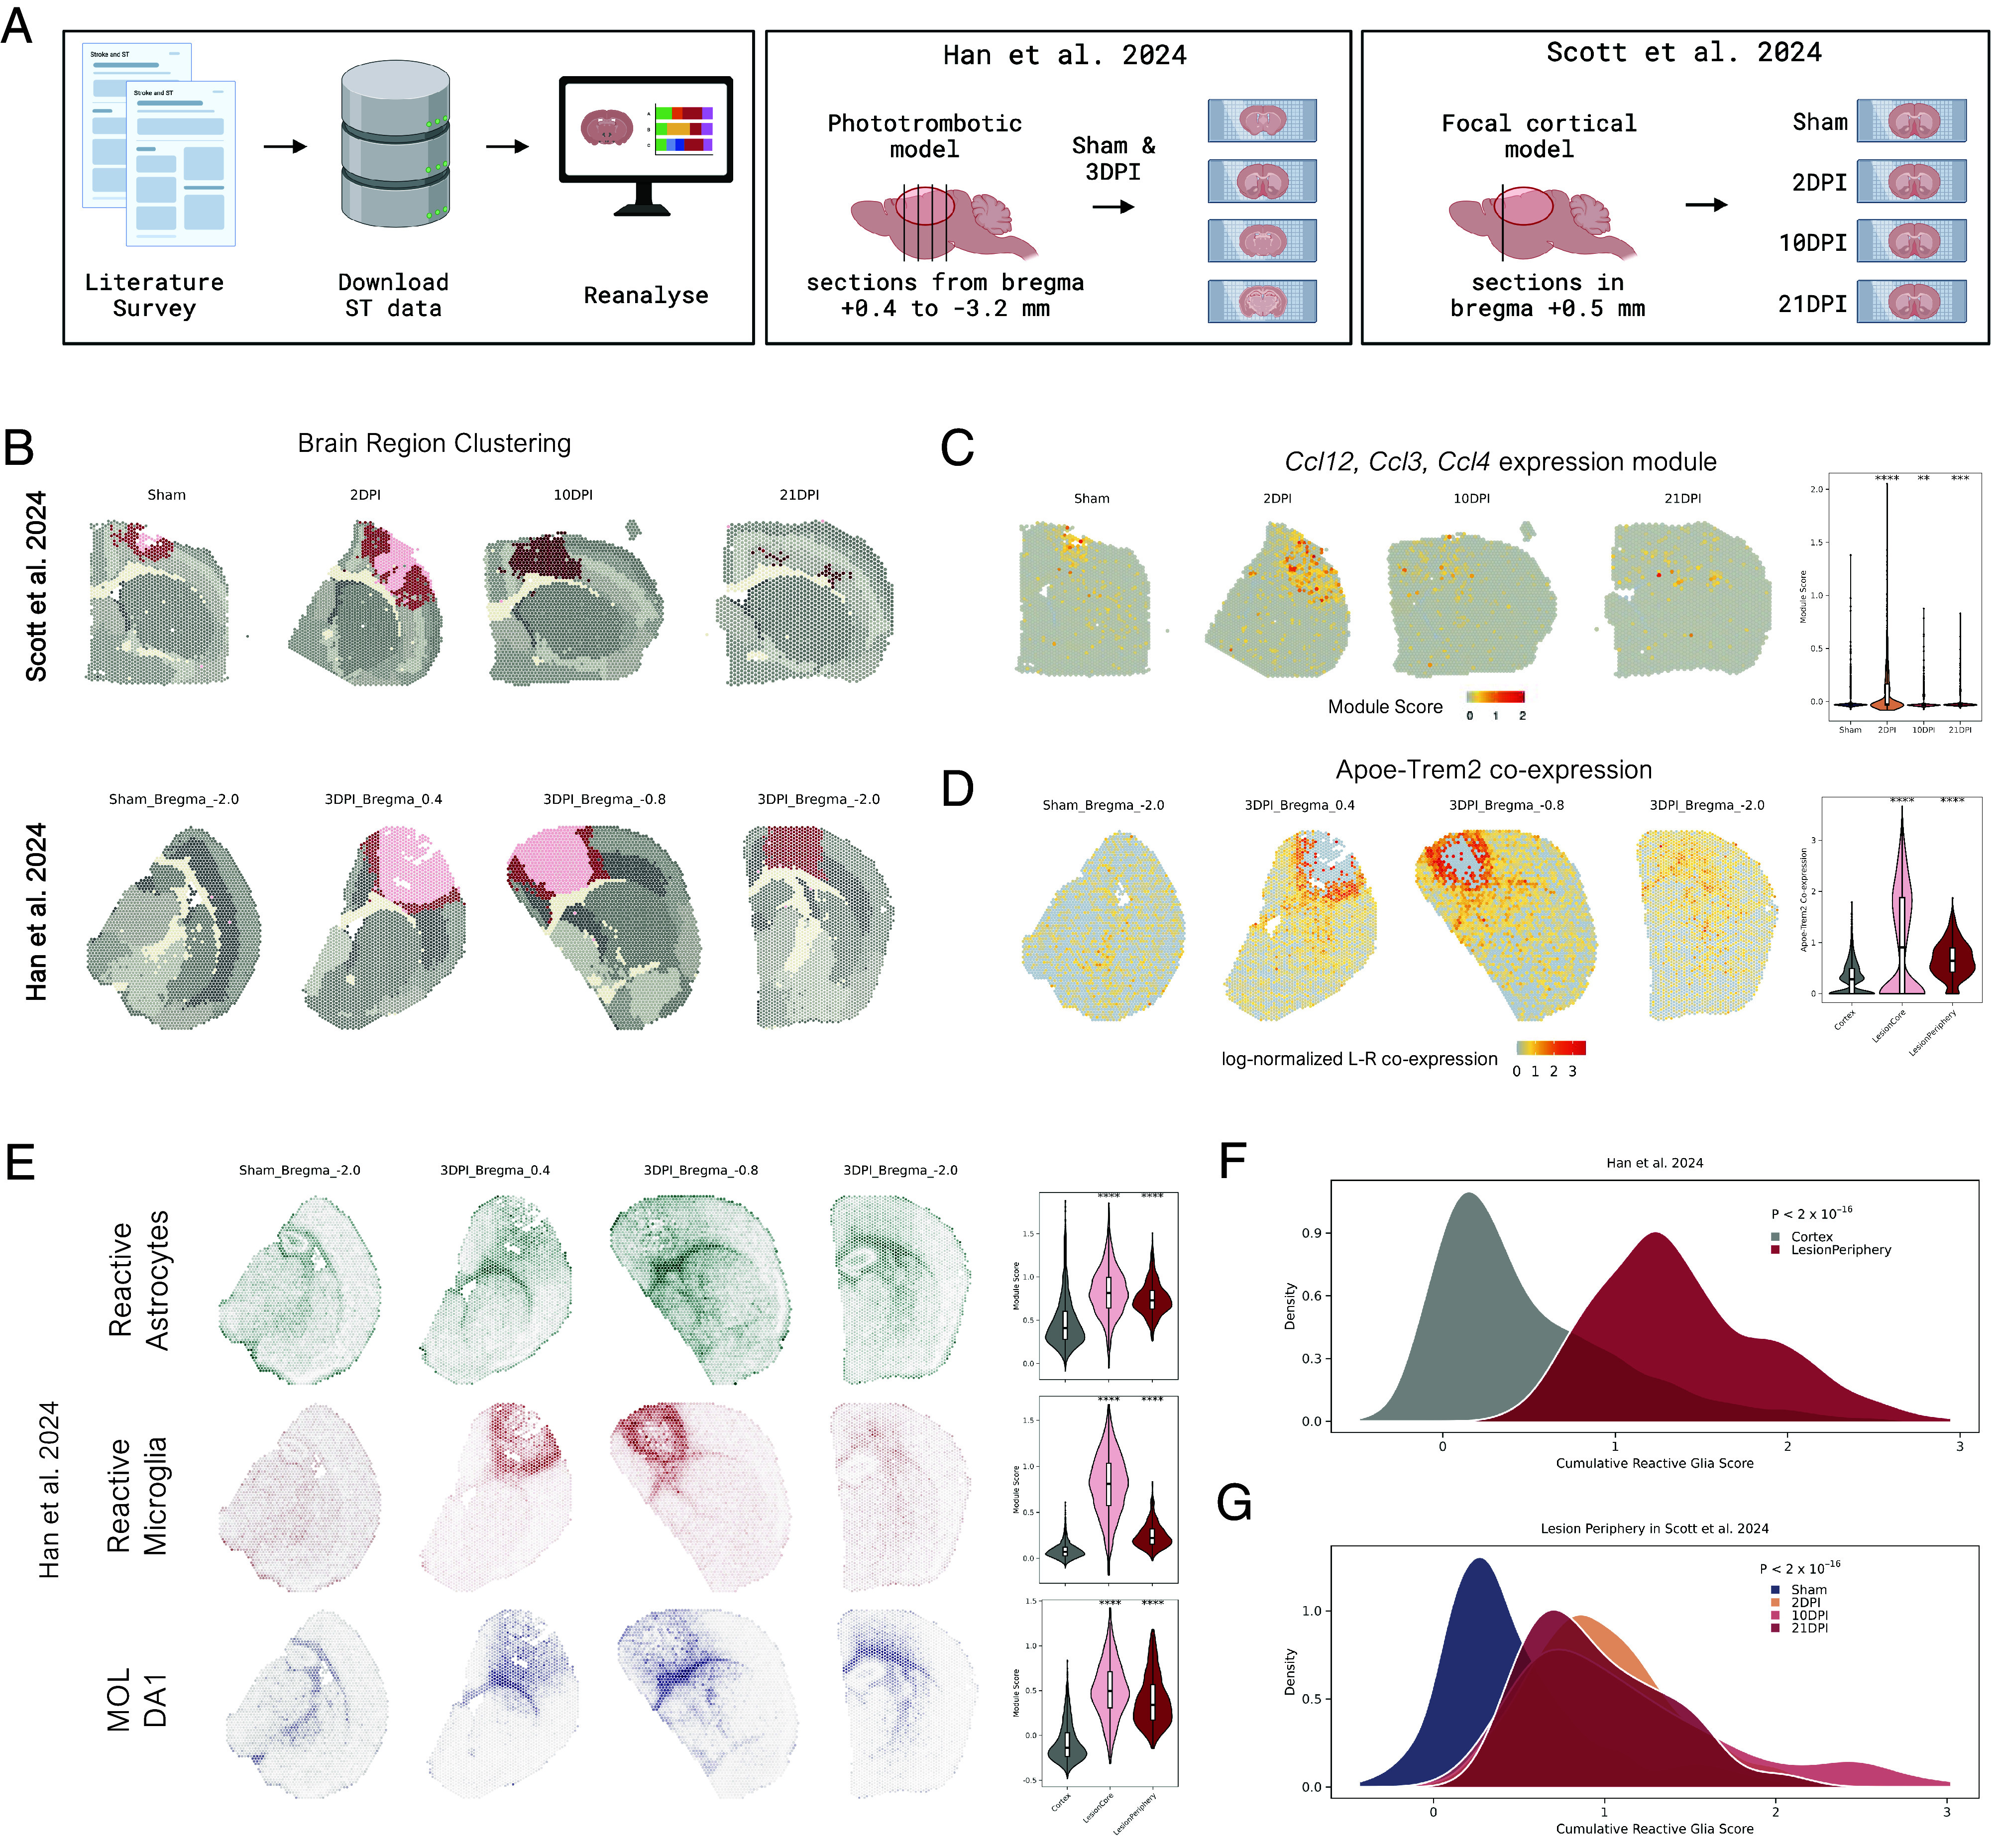
Reanalysis of public ischemia-related ST datasets. (*A*) Graphical summary of selected publicly available ST stroke datasets. (*B*) Spatial plot color-coded for brain regions matching that in Fig. 1*D* for two reanalyzed datasets. The uninjured areas are displayed in shades of gray, lesioned in the shades of red. (*C*) Projection of module score of CC chemokine expression (*Ccl12, Ccl3, Ccl4*) per spot in sections from Scott et al. (21). Absolute values are shown in the right-side violin plot. The statistical difference was assessed with an unpaired two-sided *t* test. (*D*) Spatial organization of *Apoe-Trem2* coexpression in sections from Han et al. (12), with absolute values shown in the *Right*-side violin plot. The statistical difference was assessed with an unpaired two-sided *t* test. (*E*) Projections of reactive glial expression signatures in Han et al. (12). (*F*) Comparison in Cumulative Reactive Glia Score, a sum of signatures plotted in panel *E*, for spots of the uninjured cortex with lesion periphery in the visualized sections of Han et al. (12). Statistical significance was assessed by an unpaired, two-tailed *t* test. (*G*) Comparison in Cumulative Reactive Glia Score between the uninjured cortex (Sham) and lesion peripheries’ respective timepoints in the sections of Scott et al. (21). Statistical significance was assessed by one-way ANOVA.

For both datasets, clustering analysis reproduced the severe disruption of the cortical landscape postischemia. In Han et al., the lesion spanned multiple sections, separating it into the core and periphery over a minimal distance of 1.2 mm (Fig. 6*B*). Similarly, in Scott et al., the earliest timepoint showed lesion separation into core and periphery (Fig. 6*B*). In both studies, reduced gene counts in lesion cores were a major differentiating factor, as observed in our study (Fig. 1*F* and *SI Appendix*, Fig. S8). Furthermore, in Scott et al., with a fixed location, the lesion progressively shrank, transforming to have a dominating periphery over time. While this may be partly attributed to lesion variability, it generally recapitulated our ST and MRI observations (Fig. 1 *B*–*E*).

Next, we investigated the temporal and spatial localization of expression patterns associated with glial accumulation in the lesion periphery. Using identical approaches, we computed expression enrichment for the *Ccl12, Ccl3,* and *Ccl4* chemokine module (Fig. 6*C*) and ligand–receptor interaction of *Apoe-Trem2* (Fig. 6*D*). The chemokine module was concentrated in lesioned areas, mainly at earlier timepoints (Fig. 6*C*), located near the lesion core–periphery boundary (*SI Appendix*, Fig. S8). This reproduced our observation that chemokine expression delineates the lesion boundary early postinjury (Fig. 2*E*). In both reanalyzed studies, *Apoe-Trem2* was significantly up-regulated in lesions, with a spatial gradient increasing toward the core–periphery boundary (Fig. 6*C* and *SI Appendix*, Fig. S8). Similar to our data (Fig. 3*D*), *Apoe-Trem2* was less distinct within the lesion 1 wk postinjury and later (*SI Appendix*, Fig. S8).

Last, we investigated whether reactive glial expression signatures identified in our experiments (Figs. 4 and 5) were similarly elevated and localized in reanalyzed studies. With identical computational settings, we observed significant enrichment of reactive signatures for all three glial populations in lesion areas compared to the uninjured cortex (Fig. 6*E* and *SI Appendix*, Fig. S8). The microglial reactive signature formed the inner layer of the glial scar at the core–periphery border. Reactive astrocyte and oligodendrocyte signatures accumulated outside the microglial layer, showing a receding gradient in the corpus callosum-cortex orientation. To summarize the enrichment of these signatures, we introduced a Cumulative Reactive Glia Score by summing their signature values. In Han et al., the comparison between the uninjured cortex and lesion periphery revealed a prominent difference (Fig. 6*F*), supporting glial scar formation. In Scott et al., statistical testing confirmed the shift toward reactive glia expression in lesioned areas, with comparable scores between timepoints (Fig. 6*G*).

Taken together, reanalysis of publicly available ischemic ST datasets recapitulated spatial and temporal patterns relevant to glial scar formation observed in our dataset. The lesion core–periphery border was a site of accumulating chemokine expression and *Apoe-Trem2* coexpression, with significant upregulation of reactive glia signatures.

## Discussion

In this study, we mapped the transcriptional landscape during the acute phase of experimental ischemic brain injury, providing a holistic view of the response mediated by a complex network of cellular components (CCs). We showed that anatomical brain regions and lesion areas are robustly captured by ST (Fig. 1). Cell activation, inflammation, and tissue remodeling were hallmarks of the coordinated response to ischemia, with the cellular response organized into layers and reactive glial populations located in the lesion periphery (Fig. 2). We documented the shift in intercellular communication and highlighted the role of *Apoe-Trem2* in microgliosis (Fig. 3). Using single-cell and single-nucleus transcriptomics, we characterized ischemia-associated profiles of glial cells, revealing similarities to reactive states described in neurodegenerative CNS disorders (Figs. 4 and 5). Through reanalysis of published ST datasets, we recapitulated the lesion core–periphery separation and the localization of glial scar-governing gene signatures (Fig. 6).

ST can accurately recover brain anatomy owning to the unique function and cellular composition of each part (24). After ischemic injury, the cortical structure and function are severely disrupted, transforming the cortex into an ischemic core and an enclosing penumbra, which later forms the glial scar (16). The ischemic core is the most affected area, while the penumbra maintains some metabolic and polarization capacity (2, 23, 57). We identified the lesion core as the epicenter of cellular death, accompanied by infiltration of peripheral immune cells and upregulation of genes linked with cell activation, cytokine production, and antimicrobial humoral response (Figs. 1 and 2 and Dataset S2). Early immune cell infiltration was followed by fibroblasts and vasculature cells, restoring microvasculature and initiating fibrotic core formation (1). The resulting inflammation activates astrocytes, microglia, and oligodendrocyte lineage cells, leading to the formation of a dense limiting border known as the glial scar (*SI Appendix*, Fig. S9) (4, 58).

During the 7-d postinjury period, the glial scar matured, evidenced by changes in its thickness, cellular composition, and shifts in communication (Figs. 1–3). On day 1, a gradient of chemokine expression (*Ccl12, Ccl3, Ccl4*) delineated the lesion border from brain parenchyma (Fig. 2 and Dataset S2). Supplemented by deconvolution analysis, we uncovered a reactive microglial population on the lesion border, colocalized with chemokine genes (Fig. 2). Chemotactic microglia produce inflammatory signals after acute injury (35) or near demyelinated lesions of slowly progressing pathology (42), initiating a microglial activation cascade that densifies nearby tissue (36). Another role is to guide locomotion of multiple cell types, including peripheral immune cells (59), neuronal progenitor cells (37, 38), and oligodendrocyte-precursor cells (60). Along chemokines, the shift in intercellular communication toward glia (Fig. 3) and localization of reactive genes (*Serpina3n, Gfap, C4b, Mt1*) indicated early glial activation. The expression of *Serpina3n* is particularly intriguing, considering its inhibitory activity of Granzyme B protease, a potent neuronal toxin expressed by cytotoxic CD8+ T cells (55). Under pathological conditions, *Serpina3n* is expressed by astrocytes (45, 56, 61), oligodendrocytes (44, 62, 63), OPCs (64), and neurons (56, 65), suggesting a defense mechanism against T cell mediated cytotoxicity. In concordance, we detected multiple cellular sources of SERPINA3N (Fig. 5).

On day 3, the lesion area acquired a layered structure composed of different CCs (Figs. 2 and 3). The lesion core underwent intensive remodeling, coordinated by immune cells, vasculature cells, and fibroblasts. The lesion periphery, almost fully enclosing the core, consisted predominantly of microglia and OPCs. One such microglia-guiding signal is the *Apoe-Trem2* interaction (66), leading to metabolic changes, proliferation, and activation-induced hypertrophy, which densify the tissue (Fig. 3 and *SI Appendix*, Fig. S5), isolate the inflamed ischemic core from intact parenchyma, and initiate glial scar formation (16, 36, 48). However, the benefit of microglial activation to ischemia outcome remains debated (26). In a simplified view, activated microglia may adopt either a pro- or anti-inflammatory state (M1/M2) (67), though recent studies suggest a more complex view (42, 43, 45, 61, 62, 68). In our dataset, we identified a small population of reactive microglia (Fig. 4), with genes expressed in early activated microglia of experimental AD models (43). These are considered beneficial early in neurodegeneration but become detrimental as pathology progresses and microglia mature into a chronic reactive state (*Apoe^Hi^, Trem2^Hi^, Cst7^Hi^*). Interestingly, the spatial expression of these genes peaked on day 7, suggesting a shift from beneficial to detrimental phenotype.

The pathological milieu and recruiting microglia affect nearby astrocytes and oligodendrocytes, triggering transcriptional, morphological, and metabolic changes collectively named gliosis (62, 69–71). Both cell populations enveloped the lesion, forming the outer layers of the glial scar (Fig. 2 and *SI Appendix*, Fig. S3), and expressed common reactivity markers (*Gfap, Serpina3n, C4b*; Figs. 4 and 5). The core reactivity signature is shared among glial populations across pathologies including AD (43–45, 61), multiple sclerosis (72, 73), aging (62), and spinal cord injury (30, 64, 74, 75), indicating conserved aspects of activation (41, 70). In accordance, DEGs of reactive populations in our data were enriched for profiles of disease-associated astrocytes and oligodendrocytes (Figs. 4 and 5). A notable observation, evident on day 7, is the expansion of reactive glial signatures into white matter tracts and the striatum (Figs. 4 and 5). This suggests pathophysiological changes outside the cortex, possibly representing early signs of secondary neurodegeneration frequently observed in stroke patients (76).

Oligodendrocytes, once considered passive bystanders, are now documented to have immunomodulatory roles in neurodegeneration (41, 44, 72). In this study, we identified three injury-associated OL populations with temporally and spatially defined roles in ischemic pathology. On day 1, MOL DA2 was the most abundant injury-induced population, accumulated near the lateral ventricle (Fig. 5). Their increased energy demand, translational activity, and expression of genes influencing survival indicate a population priming the OL injury response. With the highest levels of *Serpina3n* and *Klk6*, MOL DA1 population is likely the main source of the anti-inflammatory response. Overexpression of protease inhibitor *Serpina3n* reduces apoptosis and neuroinflammation, stimulating cell proliferation via the Akt-mTOR pathway (56). MOL DA1 also overexpressed *Klk6*, an extracellular protease acting against myelin production (77). Premature myelination can inhibit the regrowth of neurons (78), pointing to a potential regulatory mechanism supporting neuronal reorganization after the injury. Postinjury, MOL IFN gradually strengthened its signature near the lesion core, similar to interferon-responsive populations in microglia (43, 62) and astrocytes (79, 80), indicating active crosstalk to regulate the inflammatory status of the lesion (Fig. 3).

Several limitations should be considered in this work. For practical reasons, our study has a limited design, screening only young male mice during the first week postinjury. Although age- and sex-related risk factors are important for understanding stroke mechanisms and outcome (81), they require analyses in dedicated studies. Analysis of later timepoints is necessary to better understand chronic neuroinflammation, patient recovery, and neurodegenerative disease onset. To mitigate these limitations, we reanalyzed two published ST datasets to increase replicates and extend studied timepoints (Fig. 6). Despite employing different ischemia models, our major biological themes were largely reproduced, helping to elucidate comparability between different models. Despite its limitations, this study provides a complex reference atlas of experimental ischemic brain injury, allowing further data mining and hypothesis testing through reanalysis or interactive exploration at https://scarfweb.nygen.io/eu-central-1/public/xv2x2szz.

We have presented a comprehensive transcriptomic study providing insights into molecular and cellular processes during the acute phase of experimental ischemic brain injury, with temporal, spatial, and single-cell resolution. This work represents a starting point for further studies aiming to elucidate stroke pathology and search for new therapeutic targets.

## Materials and Methods

All animal procedures were performed in accordance with the European Communities Council Directive and approved animal care guidelines. Permanent MCAO were induced in 3-mo-old male mice. MRI, spatial transcriptomics, single-nucleus RNA sequencing, single-cell RNA sequencing, bulk RNA sequencing, and immunohistochemistry were performed at 0, 1, 3, and 7 d postinjury. Detailed reagents, resources, and methodologies essential for reproducing the results are provided in *SI Appendix*.

## Supplementary Material

Appendix 01

Dataset S01

Dataset S02

Dataset S03

Dataset S04

Dataset S05

Dataset S06

## Data Availability

All study data are available and have been deposited in various repositories. The raw sequencing data have been deposited in the NCBI GEO under the accession number GSE233815 (82), the processed sequencing data in Mendeley Data with the identifier 10.17632/gnb2dsjms2.1 (83), the interactive spatial data in Nygen Analytics ScarfWeb at the URL https://scarfweb.nygen.io/eu-central-1/public/xv2x2szz (84), and the code on GitHub at https://github.com/LabGenExp/Spatial_MCAO (85). Additionally, previously published data were used for this work, as referenced in sources (10, 12, 21).

# Supplementary material for: Spatiotemporal transcriptomic map of glial cell response in a mouse model of acute brain ischemia
**Source:** Proc Natl Acad Sci U S A. 2024 Nov 5;121(46):e2404203121. doi: 10.1073/pnas.2404203121
**Supplement:** Supplementary file 1 — Appendix 01

## Supporting Information for

### Spatiotemporal transcriptomic map of glial cell response in mouse model of acute brain ischemia

Daniel Zucha<sup>1,2</sup>, Pavel Abaffy<sup>1</sup>, Denisa Kirdajova<sup>1,3</sup>, Daniel Jirak<sup>4,5</sup>, Miroslava Anderova<sup>3</sup>, Mikael Kubista<sup>1</sup>, and Lukas Valihrach<sup>1,\*</sup>

#### **This PDF file includes:**

Materials and Methods

Figures S1 to S9

SI references

#### **Other supporting materials for this manuscript include the following:**

Datasets S1 to S6

## Materials and Methods

**Mice.** All procedures involving the use of laboratory animals were performed in accordance with the European Communities Council Directive 24 November 1986 (86/609/EEC) and animal care guidelines approved by the Institute of Experimental Medicine, Academy of Sciences of the Czech Republic (Animal Care Committee on March 15, 2022; approval number 50/2020). All efforts were made to minimize both the suffering and the number of animals used. Experiments were performed on 3-month-old C57Black/6 male mice. In addition, for single-cell RNA-seq and immunohistochemistry we used B6.Cg-Tg(Plp1-cre/ERT)3Pop/J which was cross-bred with B6;129S6-Gt(ROSA)26Sortm14 (CAG-tdTomato)Hze/J (Jackson Laboratory, Bar Harbor) also termed Plp1/tdTomato mouse. The expression of tamoxifen-inducible Cre recombinase is controlled by the Plp1 promoter and after tamoxifen administration, tdTomato red fluorescent protein is expressed in Plp1 positive cells, which includes oligodendrocytes. Tamoxifen was administered intraperitoneally for two days (100 mg/kg, Sigma–Aldrich)(1). The mice were kept on 12-hr light/dark cycles with access to food and water *ad libitum* and assigned randomly to experimental groups.

**Middle cerebral artery occlusion (MCAO), a model of experimental stroke.** Prior to the induction of MCAO, mice were anaesthetized with 3% isoflurane (Aerrane, Baxter) and maintained in 2% isoflurane using a vaporizer (Tec-3, Cyprane Ltd.). A skin incision between the orbit and the external auditory meatus was made, and a 1-2 mm hole was drilled through the frontal bone 1 mm rostral to the fusion of the zygoma and the squamosal bone, about 3.5 mm ventrally to the dorsal surface of the brain. The middle cerebral artery (MCA) was exposed after the dura was opened and removed. The MCA was occluded by short coagulation with bipolar tweezers (SMT) at a proximal location, followed by transection of the vessel to ensure permanent occlusion. During the surgery, body temperature was maintained at  $37 \pm 1^\circ\text{C}$  using a heating pad. This MCAO model yields small infarct lesions in the parietal cortical region. Intact cortical tissue from 3 months old mice was used as control. We have evaluated the impact of sham surgery (same surgical procedure, without coagulation of MCA) on gene expression in a previous study Androvic et al.(2), which we did not find differences between naive and sham-operated mice.

**Brain dissection.** Mice were deeply anesthetized with pentobarbital (PTB) (100 mg/kg, i.p.), and perfused transcardially with cold ( $4\text{--}8^\circ\text{C}$ ) isolation buffer containing (in mM): NaCl 136.0, KCl 5.4, HEPES 10.0, glucose 5.5, osmolality  $290 \pm 3$  mOsmol/kg. The forebrain hemisphere was isolated by dissection of the olfactory lobes and the midbrain structure (bregma from  $\sim +3$  to  $-4$  mm).

**Magnetic Resonance imaging (MRI).** All *in vivo* imaging experiments were collected on a 4.7 T MR scanner (Bruker BioSpec, BioSpin, Ettlingen, Germany) equipped with an optimized  $^1\text{H}$  radiofrequency surface coil custom-designed and constructed in a magnetic resonance laboratory. Five mice with MCAO-induced lesions were scanned per timepoint (1, 3, and 7 days post injury, respectively), and one additional mouse underwent a repeated scanning at all of the three timepoints. During the scanning, the animals were anesthetized with 1.5% isoflurane mixed with air. The measurement protocol consisted of a standard 2D Rapid Acquisition with a Relaxation Enhancement (RARE) multi-spin echo sequence acquiring  $T_2$ -weighted sagittal, coronal and axial images. For volumetry, coronal and axial planes were used with these basic imaging sequence parameters: repetition time (TR) = 3300 ms, effective echo time (TE) = 36 ms, excitation and refocusing pulses = hermite pulses, number of acquisitions (NA) = 8, scan time (ST) = 11 min 52 s, turbo factor = 8, slice thickness = 0.6 mm, field of view (FOV) = 35 mm and spatial resolution =  $137 \times 137 \mu\text{m}^2$ . The volumetry of lesioned area and its 3D reconstruction were assessed manually using VGstudio Max (v2.1, Volume Graphics) in each axial and coronal  $T_2$ -weighted image (the average from these two planes was calculated). Wilcoxon rank sum test was used for statistical testing of the lesion volume difference. For 3D reconstruction, two stacks of images covering whole mouse brain were acquired with slice thickness = 0.4 mm, ST = 17 m 48s, NA = 12. All other imaging parameters were identical.

## 10X Visium Spatial transcriptomics.

*Tissue preparation and sectioning.* Dissected forebrains were embedded in optimal cutting temperature (OCT) medium, rapidly placed on dry ice to freeze, and then transferred to -80°C for a maximum of six weeks of storage. The forebrains were sectioned coronally (10 µm thickness) using Leica CM1950 cryostat (Leica Microsystems). Sections collected for 10X Visium Spatial Gene Expression processing were stored at -80°C.

*Section fixation, staining and imaging.* Fixation, staining, and imaging was performed strictly according to manufacturer's manuals as in "Methanol fixation + H&E Staining Demonstrated protocol" (CG000160) and "Imaging Guidelines Technical Note" (CG000241). In brief, the sections were shortly incubated to thaw, methanol-fixed, isopropanol-incubated, and H&E stained. Stained sections were imaged using Carl Zeiss AxioZoomV16 upright microscope equipped with PlanNeoFluar Z objective (2,3x magnification, 0,57 NA, 10,6 WD) at total 63,0x zoom. Images were imaged with 5% overlap and stitched using ZEN blue pro 2012 software.

*Sequencing library preparation.* Sequencing libraries were prepared according to the manufacturer's manual "Visium Spatial Gene Expression Reagent Kits User Guide" (CG000239). In brief, directly after imaging, the sections were permeabilized for 9 minutes, which is the optimal time determined in the "Visium Spatial Gene Expression Reagent Kits - Tissue Optimization User Guide" (CG000238) experiment. When permeabilized, on-slide reverse transcription was performed followed by second strand cDNA synthesis. Next, the double-stranded cDNA was transferred to a microtube, PCR-amplified, enzymatically fragmented, size selected, and tagged with Illumina sequencing adapters. The quality of each library was assessed by capillary electrophoresis on FragmentAnalyzer using the NGS High Sensitivity kit (Agilent, DNF-474). Sample libraries were pooled and sequenced on Illumina NovaSeq 2000 targeting 50,000 read pairs per tissue-covered spot.

*Low-level data processing.* The raw sequencing data were processed using the recommended set of *Spaceranger* function (v1.2.2, 10X Genomics) for processing of fresh frozen samples. Binary base call files were demultiplexed using *mkfastq* function with default parameters. The resulting fastq files were mapped separately to spaceranger reference (mm10/GRCm38) using *count* function, which takes a microscope slide image and fastq files, performs alignment, tissue detection, fiducial detection, and barcode/UMI counting.

*Data processing and clustering – control section.* The analysis was performed using R-based *Seurat* pipeline (v4.1.0, <https://github.com/satijalab/seurat>)(3), accessible on [https://github.com/LabGenExp/Spatial\\_MCAO](https://github.com/LabGenExp/Spatial_MCAO)). First, we counted quality metrics, excluded spots with less than 100 unique genes from the analysis and normalized the counts with the *SCTransform* function using the maximal number of identified variable features. We performed principal component analysis (PCA) for the top 100 principal components (PCs) on the genes of nuclear origin. Determined the optimal number of PCs by inspecting their standard deviations (*ElbowPlot* analysis) and spot PC scores (*DimHeatmap* analysis) to determine the variance they capture. We used the top 25 PCs as input for the UMAP dimensionality reduction. Next, we determined the clusters using functions *FindNeighbors* and *FindClusters* with the Leiden algorithm for modularity optimization. We examined the clusters at varying resolutions (from 0.6 to 2.0), visually identifying the robustness in the UMAP and Spatial plots. We used a resolution of 1.2, yielding 19 clusters, as baseline, which produced similar annotations to the Allen Brain Atlas (<https://mouse.brain-map.org/static/atlas>, images 64 and 65, Reference Atlas version 2, 2011)(4). Additionally, the anatomically related clusters were merged, yielding a final 13 distinct brain region-specific clusters.

*Region annotation and comparison to Allen Brain Atlas.* We calculated differentially expressed genes (DEGs) for the individual brain regions (i.e., region vs. rest of the section) using the *FindAllMarkers* function. The DEG was considered as a brain region marker, when passing the criteria of log<sub>2</sub>-fold change > 0.58 and adjusted p-value < 0.01. Top 100 regional Allen Brain Atlas

(ABA) *in-situ hybridization* markers (fold-change sorted) were obtained for each region separately (<https://mouse.brain-map.org/search/index>). The significances of overlaps between our top 100 log<sub>2</sub>-fold change sorted and top 100 ABA markers were calculated using hypergeometric test (*phyper* function, *stats* R package, v 4.2.2) with the full gene list of corrected count matrix as background set (n = 18302 genes). P-values were corrected for multiple hypotheses testing by the Benjamini-Hochberg procedure (false-discover rate, FDR).

*Data processing and clustering – all sections.* Spatial data were collected in two batches: Batch 1 consisted of a control (bregma -1.3 mm) and post-ischemic day 7 sections (bregma +0.5 mm); Batch 2 were three post-ischemic sections collected on day 1, day 3 and day 7 (all bregma -1.3 mm). We filtered the low-quality spots (> 200 unique genes), normalized the datasets separately by batches (*SCTransform*), identified the maximal number of integration features (*SelectIntegrationFeatures*), computed the missing sctransform residuals (*PrepSCTIntegration*), identified the integration anchors (*FindIntegrationAnchors*), and merged the two datasets (*IntegrateData*). Using the matrix of centered, corrected Pearson residuals we calculated the top 100 PCs using the list of genes of nuclear origin. Using *ElbowPlot* and *DimHeatmap* analyses, we chose the top 30 PCs as being most informative and used them as input for the UMAP dimensionality reduction. Clusters were determined using the *FindNeighbors* and *FindClusters* functions. We examined clustering robustness at varying resolution parameter values (0.6 to 2.0) and settled for the resolution of 1 yielding 27 clusters, which we annotated into 16 anatomically related brain regions. Next, we repeated the integration process as outlined above for the spots originating from the regions of the cortex and from the ischemic lesion. After data merger, top 20 PCs were used in the UMAP clustering, yielding 19 clusters. Out of these six defined injury-induced clusters. Finally, we combined clustering from the whole-section and cortical integrations, resulting in the final annotation of 16 brain regions and 6 ischemic areas. For the final presentation, we excluded the post-ischemic day 7 section (bregma +0.5 mm), due to its different localization. The section was, however, included in the integration, to allow for mutual anchoring of lesion clusters.

*Pathway enrichment.* Using the *FindAllMarkers* function we calculated DEGs for each annotated region (log<sub>2</sub> fold-change threshold > 0.58 and adjusted p-value < 0.01). On the list of marker genes, we performed the Gene Ontology (GO) analysis of biological processes, cellular components, and molecular functions, using the *enrichGO* function (*clusterProfiler* package v4.2.2), with the 18302 genes as background and FDR-adjustment of p-values (FDR < 0.01). For pathway enrichment we used Metascape(5) individually for each section to generate the networks of commonly enriched terms in the ischemic regions. We recapitulated the enrichment pathway settings, searching for GO biological processes with minimal overlap of five genes at a significance level of <0.01. The network maps were generated automatically with the Metascape tool, for which we reviewed the cluster annotation based on the GO terms included within the parent cluster.

*Re-analysis of the Zeng et al. single-cell dataset.* We obtained the Zeng et al. (6) dataset from GEO omnibus (GSE227651) and re-analyzed it using R-based *Seurat* pipeline (v4.1.0, <https://github.com/satijalab/seurat>)(3). We filtered the set for cells with >200 unique transcripts and mitochondrial RNA < 15%, log-normalized and scaled the data (*NormalizeData* and *ScaleData* functions, respectively). We computed PCA using 50 PCs, then using the *ElbowPlot* and *DimHeatmap* analyses, we identified the top 25 PCs to account for sufficient variation in the data. The dataset was then integrated across the samples using Harmony integration (7). Clusters were calculated using *FindNeighbors* and *FindClusters* functions with the Louvain's algorithm for modularity optimization at a resolution of 1. The procedure yielded 36 clusters, which we annotated to 15 different cell types considering their marker expression (*FindAllMarkers*, log<sub>2</sub>FC > 0.58, padj < 0.01).

*RCTD deconvolution.* We performed the Robust Cell Type decomposition (RCTD) deconvolution using the *spacexr* R package v2.0.0. We prepared the *Reference object* from the raw count matrix of the in-house re-analyzed Zeng et al. (6) dataset. For the spatial data, we prepared a separate *SpatialRNA object* from each section separately. *SpatialRNA objects* were similarly prepared from

the raw RNA count matrix ('*Spatial*' assay in the *SeuratObject*) and their spot coordinates. Next, we created a separate *RCTD object* for every section using *create.RCTD* with the *Reference object* and *SpatialRNA object* as inputs. We deconvoluted the *RCTD objects* using *run.RCTD* with the doublet mode parameter set to 'multi' to allow fitting the number of cell types per spot. This resulted in a matrix of ratios of cell type levels per spot. To obtain cell type-gene correlation matrix, the per-spot cell type ratios were correlated with gene expression using *cor.matrix(method = "pearson")* separately for each timepoint.

*Signature expression.* To visualize a module of common genes, either as a set of population markers or a biological process, we used *AddModuleScore* function (*Seurat* package), which compares the average expression of the signature genes with permuted randomly selected genes of similar expression levels (size = 100 genes, 24 permutations). To visualize populations described in this study, we used top 15 markers ( $>0.58$  log2FC sorted,  $P_{\text{adj}} < 0.01$ ) for the populations described in this study, and full marker gene lists for the published populations. To visualize GO terms, we used all its DEGs that passed the marker criteria (log<sub>2</sub>-fold change  $> 0.58$  and adjusted p-value  $< 0.01$ ).

*Spatially-resolved ligand-receptor analysis with SpaTalk.* We predicted ligand-receptor cell-cell communications using the *SpaTalk* R package v1.0. When inspecting either full cortex in control section or lesion periphery in the lesions, we prepared a separate *SpaTalk* object for each section (*createSpaTalk*) by providing un-normalized count matrix and metadata on spot location and cell content calculated with RCTD. Having provided reference single-cell cell type profiles by re-analyzed Zeng et al. dataset, we decomposed the spatial spots into single cells (*dec\_celltype*), identified all putative cell-cell interactions (*dec\_cci\_all*) and identified downstream affected genes and pathways (*find\_lr\_path*), all performed with functions at default arguments. To visualize the change in the flow of intercellular communication, we visualized the total number of mutual interactions using *circlize* R package v0.4.16. The ligand-receptor co-expression was visualized as the smaller expression value from the gene pair, under the condition that both had expression different from zero. Genes identified to be downstream affected by Apoe-Trem2 signaling were subjected to gene ontology enrichment by *enrichGO* function from the *clusterProfiler* package and identified as enriched at p-value cutoff 0.01 after FDR-adjustment.

*Reanalysis of Spatial Transcriptomics datasets from Han et al. 2024 and Scott et al. 2024.* We analyzed datasets from Han et al. 2024 (8) and Scott et al. 2024 (9) analogically to our spatial dataset. In short, the datasets were downloaded from their respective public repositories, made into *seurat* objects, quality control checked, filtered for low quality spots (removing nFeature or nCount  $< 100$ ), log-normalized (*NormalizeData*), dimensionality reduced by top 20 PC components, clustered at resolution = 1.2, brain regions annotated using markers from Allen Brain Atlas and our dataset, and RCTD deconvoluted with the same Zeng et al. reference. The chemokine and reactive expression modules were computed identically to ours, using the *AddModuleScore* function for the three CC chemokine genes (*Ccl12*, *Ccl3*, *Ccl4*) or top 15 DEGs of that population. Apoe-Trem2 co-expression was also visualized identically, showing the lower expression of the ligand-receptor pair.

*Interactive spatial transcriptomics data exploration.* Our spatial transcriptomics data including were made accessible for interactive exploration at <https://scarfweb.nygen.io/eu-central-1/public/xv2x2szz>. This allows to inspect many metrics in both the UMAP and spatial layouts, including brain regions DEGs, per-spot quality control metrics, cell type proportions, module scores for enriched parent Gene Ontology terms, co-expression values for top 10 numerous ligand-receptor pairs, module scores of Apoe-Trem2 downstream processes, and module scores for reactive glia signatures.

## **Bulk RNA-Seq**

*RNA isolation, library preparation and sequencing.* Samples were collected from the injured cortical region (including affected as well as non-affected brain tissue) and homogenized using the TissueLyser (QIAGEN). Total RNA was extracted with TRI Reagent (Sigma-Aldrich) according to the manufacturer's protocol and treated with TURBO DNA-free kit (Thermo Fisher). RNA quantity and purity was assessed using the NanoDrop 2000 spectrophotometer (Thermo Fisher) and RNA integrity was assessed using the Fragment Analyzer (Agilent). All samples had RQN > 8. Libraries were prepared from 400 ng total RNA with QuantSeq 30 Library Prep Kit FWD (Lexogen) according to manufacturer's protocol. 1 µl of ERCC spike-in (c = 0.01×; Thermo Fisher) per library was included. 

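The ERCC spike-ins are 92 synthetic RNAs of known sequence added in a fixed amount to each library. Each library was also made from a fixed amount of total RNA. Their share of the counts thus falls where more of that total RNA gives counts on genes, and does not measure the RNA content of the tissue. Between 64861 and 134720 reads per library were counted on them (median 93751), which was 3.71 to 5.97% of the reads counted on genes and spike-ins together (median 4.39%). The median share was 4.04% in the control libraries and 4.38%, 5.37% and 4.61% in the MCAO libraries of days 1, 3 and 7. In the shams of the same days it was 4.69%, 4.22% and 4.68%.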

Libraries were quantified on the Qubit 2 fluorometer (Thermo Fisher) and Fragment Analyzer (Agilent), and sequenced on the NextSeq 500 high-output (Illumina) with 85 bp single-end reads. 11.5 – 38 million reads were obtained per library with a median of 16 million reads.

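The deposited count tables end with rows for reads that were not assigned to a gene, and with these rows they list between 3778147 and 6938006 alignments per library (median 4829145). Between 1522668 and 2826735 of these were counted on genes (median 1935856). These counts, made after trimming, filtering and alignment, are what the values given here rest on.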

*Data processing, mapping, and counting.* Adaptor sequences and low-quality reads were removed using TrimmomaticSE v0.36(10). Reads mapping to mtDNA and rRNA were filtered out using SortMeRNA v2.1 with default parameters(11). The remaining reads were aligned to GRCm38 and ERCC reference using STAR v2.5.2b with default parameters(12). Mapped reads were counted over Gencode vM8 gene annotation using htseq-count with union mode for handling of overlapping reads(13).

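In union mode a read is assigned to a gene only where all the genes it touches come down to a single one. Of the alignments listed per library, 21.1 to 30.7% touched no annotated feature (median 23.5%), 24.0 to 37.3% were not unique in the genome (median 33.5%) and 0.343 to 0.475% fell on more than one gene (median 0.400%). Reads of near-identical gene copies fall in the second class, so genes with such copies are undercounted. The tables list 46983 genes, of which 46488 were given a symbol and GRCm38 coordinates by the later Gencode annotation vM21. Between 16484 and 18153 genes were detected per library (median 17136), and the 10 most abundant genes held 5.63 to 9.13% of the gene counts (median 6.74%).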

*Differential expression and pathway enrichment.* We performed differential expression testing using DESeq2 v1.34.0(14). We filtered the data for genes with >10 reads and normalized them by *varianceStabilizingTransformation* function. 

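The variance-stabilizing transformation turns size-factor-normalized counts into values on a log2-like scale whose spread depends little on the mean. The deposited normalized matrix of the authors holds 20166 genes. All 19970 genes with more than 10 counts summed over the 48 libraries are in it, together with 196 genes with 10 or fewer counts. Within each library the transformed values kept the order of the counts (rank correlation 1.0000 at the lowest).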

We applied the DESeq model using *DESeq* function with type of fit parameter set to 'local'. 

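Against the 4 control libraries, 56 genes were called on day 1 after MCAO (24 higher, 32 lower), 619 on day 3 (561 higher, 58 lower) and 300 on day 7 (217 higher, 83 lower), in one edgeR fit over all libraries. With only the 2 groups compared in each fit, the numbers were 126, 224 and 165. Scaled to the spike-ins, 349 genes were called higher and 345 lower on day 3, with a median shift of all genes of -0.35 on the log2 scale. The number on day 3 was 1075 without replicate A, and on day 7 it was 84 without replicate C and 82 without control replicate A. Against the shams of the same day, 18 genes were called on day 1 (16 higher, 2 lower), 802 on day 3 (750 higher, 52 lower) and 698 on day 7 (413 higher, 285 lower). Spike-in scaling gave 463 higher and 131 lower on day 3 and 403 higher and 86 lower on day 7 in the comparison with sham. Between sham and control no gene was called on day 3 (731 at an unadjusted p under 0.05) or on day 7 (1604), and 2 genes, *Arf3* and *U2af1*, were called lower in sham on day 1. Those 2 names were chosen after their values were seen.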

Statistical testing was done by comparing the control sample with each timepoint individually. 

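Named here are genes with the largest rises and the largest falls, up to 3 each, among those called in each comparison, with all MCAO libraries on one side of all controls and a mean of at least 2 CPM. On day 1 the largest rises were those of *Ccl12* (chromosome 11, 82101845 to 82103400), *Tubb6* (chromosome 18, 67390717 to 67402749) and *A2m* (chromosome 6, 121635376 to 121679227). All control libraries had 3 or fewer counts of these genes, so that the rises were at least 14.1-fold, 12.7-fold and 9.57-fold. On day 3 *Msr1* (chromosome 8, 39581685 to 39642673) rose at least 13.9-fold, *Tubb6* at least 19.2-fold and *Irf7* (chromosome 7, 141262706 to 141266481) at least 5.26-fold. On day 7 *Msr1* rose at least 14.4-fold, *Cd5l* (chromosome 3, 87357881 to 87371073) at least 12.3-fold and *H19* (chromosome 7, 142575529 to 142578143) at least 137-fold. All of these rises on day 7 depend on replicate C. Without it the fitted log2 fold change went from 7.29 to 3.70 for *H19*, from 8.61 to 5.87 for *Msr1* and from 8.38 to 7.01 for *Cd5l*, and *Msr1* and *Cd5l* were no longer called. Each of these last 2 genes lost its call in 3 of the 9 fits that left out one library. Among the largest falls on day 1 were those of the pseudogene *Tmem181b-ps* (chromosome 17, 6438524 to 6467022), at least 5.77-fold, and of *Gldc* (chromosome 19, 30098447 to 30175429), with a log2 fold change of -2.69 (standard error 0.55, adjusted p = 0.00561 from edgeR). *Gldc* was also among the largest falls on day 3 at -1.85 (standard error 0.48, adjusted p = 0.00996 from edgeR), with *Kcnu1* at -1.63 and *Dok5* at -1.38. When single libraries were left out, *Gldc* lost its call in 5 of 8 fits on day 1 and in 7 of 9 on day 3, *Kcnu1* in 7 of 9 and *Dok5* in 4 of 9. On day 7 *Trbc2* fell by 3.01, *Tcap* by 2.74 and *Tnnc1* by 2.59 on the log2 scale (adjusted p = 0.00578, 0.00378 and 0.00144 from edgeR). Their calls were lost in 8, 4 and 1 of 9 such fits. Of 22 genes that the paper names for glia and chemokines, 7 were called on day 1, 17 on day 3 and 12 on day 7 over all genes tested. Adjusted over the list alone, 11 were called on day 1 (10 higher), 20 on day 3 and 20 on day 7 (all 20 higher on both days). *Gfap* rose from 49.9 ± 15.0 CPM (SD, n = 4) in control to 514.6 ± 208 (SD, n = 4) on day 1, 838.2 ± 405 (SD, n = 5) on day 3 and 411.6 ± 165 (SD, n = 5) on day 7, log2 fold changes of 3.36, 4.07 and 3.04 (adjusted p = 7.59e-07, 3.36e-09 and 2.97e-06 from edgeR). *Spp1* rose by 6.41 on the log2 scale on day 7, and by 2.94 without replicate C.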

Genes with log<sub>2</sub> fold-change >0.58 and adjusted p-value <0.01 were considered as differentially expressed markers.

*Apoe-Trem2 downstream processes visualized.* Genes significantly affected by Apoe-Trem2, representative of highlighted pathways and related to microgliosis, were used to compute respective pathway module scores. 

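Seurat's function scores a list of genes in a cell or sample against control genes of similar abundance, so that a library with more reads or a broader shift in expression does not score higher on that account. For the lists used here the genes were placed in 24 bins by their mean expression, and 100 control genes were drawn from the bin of each list gene with a fixed seed. The min-max normalization rescales each module to run from its lowest to its highest sample, which leaves a rank test unchanged. It was not applied here, so that differences remain in log2 units. The lists held 31 genes for the proteasome complex, 20 for neuron apoptosis, 24 for the ERK1 and ERK2 cascade, 27 for cytokine production, 25 for chemotaxis, 27 for gliogenesis, 25 for tissue remodeling and 22 for glucose metabolism, and neither *Apoe* nor *Trem2* was in them. Of the chemotaxis list, 12 of the 25 genes had a mean under 10 counts per library, and of the cytokine production list 10 of the 27.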

Inspired by *Seurat's AddModuleScore* function, the difference in the mean expression between the pathway's and randomly selected gene sets was calculated and min-max normalized per the sample set. The statistical difference between the uninjured and MCAO samples were then determined by Wilcoxon's rank sum test with Benjamini-Hochberg correction.

*Bulk deconvolution and validation of deconvolution.* Bulk data were deconvoluted using CibersortX algorithm (15) at cibersortx.stanford.edu. 

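CIBERSORTx models the expression of each bulk sample as a weighted sum of reference profiles, one per cell type, and returns the weights as proportions. Its proportions sum to a whole, so that a rise in one cell type lowers the share of the others. Neither the reference of Zeng et al. nor the proportions were analysed here.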

The dataset of Zeng et al. (6) served as a reference to build the reference expression matrix of minimum of 160 cells for a cell type. The signature matrix was computed in default mode (quantile normalization disabled, minimal expression of 0.75, replicates of 5, sampling of 0.5). Cell type proportions were computed at default settings with S-mode batch correction enabled, quantile normalization disabled and number of permutations set to n = 500. The statistical difference in abundance of neurons or glia populations in respect to injury and time was modeled as following:  $\ln(\text{cell type proportion} \sim \text{time} * \text{condition})$  using R's *stats* package v4.3.2. To assess the significance of similarity for cell type proportions in spatial and bulk data, we calculated the concordance correlation coefficient (ccc) as a measure of y = x goodness of fit. For spatial data, for each section we calculated mean cell type proportions across its spots. For bulk, we calculated mean cell type proportions across condition's samples. The ccc was then calculated using *epi.ccc* function from *epiR* package v2.0.74.

## **Single-nucleus RNA-Seq**

*Sample and sequencing library preparation.* Injured forebrain hemispheres were frozen on dry ice and stored at -80 °C until processing. For each condition, three hemispheres were collected and pooled during the single-nucleus suspension preparation. All steps for nuclei isolation were performed on ice, with instruments and plastics pre-chilled on ice, or centrifugation steps at 4°C. The frozen brain tissues were combined with 2 ml of lysis buffer (10 mM Tris, pH = 7.4; 10 mM

NaCl; 3 mM MgCl<sub>2</sub>; 0.1 % NP-40; 0.2 U/μl RNaseOUT; 0.32 M Sucrose; 1x protease inhibitor, Roche) and transferred to 2 ml Dounce tissue grinder (Sigma). Tissues were homogenized by 20 strokes with pestle A, followed by 20 strokes with pestle B and filtered using 30 μm filter (Celltricks). Tissue grinder was rinsed with 1 ml HEB buffer (Hibernate A, ThermoFisher; 10 μl/ml GlutaMAX, ThermoFisher; 0.32 M Sucrose) and the wash filtered into the same tube. Homogenates were split by careful pipetting of 1.2 ml into two 2 ml tubes prefilled with 500 μl sucrose cushion (1.2 M sucrose; 10 mM Tris; 10 mM NaCl; 3 mM MgCl<sub>2</sub>; 0.2 U/μl RNase OUT) and centrifuged at 13000 g for 20 minutes at 4°C. Supernatants were removed, except 100 μl to keep the pellets covered. Pellets with the remaining supernatant were resuspended in 1 ml sucrose solution (1.0 M sucrose; 10 mM Tris; 10 mM NaCl; 3 mM MgCl<sub>2</sub>; 0.2 U/μl RNase OUT), pipetted into 2 ml tubes prefilled with 500 μl sucrose cushion and again centrifuged at 13000 g for 20 minutes at 4°C. Supernatants were removed and the pellets resuspended in 1 ml of Nuclei Wash Buffer (DPBS without calcium and magnesium; 0.5 % BSA; 0.2 U/μl RNase OUT; all ThermoFisher) and transferred into 1.5 ml tubes. Samples were centrifuged at 500 g for 5 minutes, the pellets resuspended in 1 ml of Nuclei Wash Buffer and centrifuged again. The final pellets with nuclei were resuspended in 1 ml of Nuclei Wash Buffer and filtered using 30 μm filter. Nuclei stained with Propidium Iodide were counted using CellDrop Automated Cell Counter (Denovix) at default settings. Nuclei suspensions were diluted to final concentrations of 1000 nuclei/μl and single-nucleus RNA-Seq (snRNA-Seq) libraries were prepared using Chromium Next GEM Single Cell 3' Kit v3.1 (1000268, 10X Genomics) according to the manufacturer's protocol. Final libraries were eluted with EB buffer with 0.1% Tween, and their quality was assessed by capillary electrophoresis on the FragmentAnalyzer using the NGS High Sensitivity kit (DNF-474, Agilent). The libraries were pooled and sequenced on an Illumina NovaSeq 2000. Approximately 100M reads per sample were obtained.

*Data processing.* Libraries were controlled for contamination using fastq\_screen v0.11.1. Reads were mapped against the mouse genome GRCm38 and counted using annotation genecode.vM8 using STAR v2.7.3a with parameters “--soloType CB\_UMI\_Simple --soloFeatures GeneFull --soloCBmatchWLtype 1MM\_multi\_pseudocounts --soloUMIdedup 1MM\_Directional --soloUMIfiltering MultiGeneUMI”. Empty droplets were filtered out using *emptyDrops* command from *DropletUtils* package (v 1.14.1)(16) with lower parameter set to 1000. All droplets with FDR < 0.001 were considered as nuclei. UMI count matrix was processed using the *Seurat* pipeline (*Seurat* v4.1.0, <https://github.com/satijalab/seurat>)(3), accessible here: LabGenExp Github). Background RNA was removed using SoupX package (v 1.5.2)(17) set at the default parameters. UMI counts were normalized using *SCTransform* and *Seurat* integrated. Nuclei were clustered using top 30 PCs and visualized using UMAP. In total, 26 clusters were identified and manually annotated based on the expression of known markers. Next, neuronal and non-neuronal cells were separated and processed for detailed annotation. Cells across the samples were merged, *SCTransform*-ed, clustered and re-annotated into the major populations.

*Data analysis.* Three populations were selected from non-neuronal populations, astrocytes (including ependymal cells and neuroblastoma cells), microglia, and oligodendrocyte-lineage cells, and analyzed them separately using the *Seurat* pipeline (LabGenExp Github). UMI counts were normalized, *SCTransformed*, clustered and annotated. DEGs were calculated (*FindAllMarkers* function) and population markers defined (DEGs with log<sub>2</sub> fold-change threshold > 0.58 and adjusted p-value < 0.01). On the list of marker genes, we performed the Gene Ontology (GO) analysis of biological processes, cellular components, and molecular functions, using the *enrichGO* function (*clusterProfiler* package v4.2.2), with the size of full gene list of the normalized matrix as for the background set, and selected the significant process based on the FDR-adjusted p-values (FDR < 0.01). Signature expression of the identified populations were visualized in the spatial sections as described in the *Spatial transcriptomics – Signature expression* Method's section.

*Metadata analysis.* Markers of the published populations were obtained from the respective materials provided by the study's authors. Signature expressions were calculated using *AddModuleScore* function (*Seurat* package), which compares the average expression of the

signature genes with a permuted randomly selected genes of similar expression levels (size = 100 genes, 24 permutations). The entire signature gene list was used to calculate the signature. To calculate marker overlaps, the obtained list of markers was filtered for genes present in the normalized SCT matrix, and then significance tested using the hypergeometric test (*phyper* function), with the full gene list as background set.

### Single-cell transcriptomics

*Sample preparation.* The Plp1/tdTomato mice were deeply anesthetized with pentobarbital (PTB) (100 mg/kg, i.p.), and perfused transcardially with a cold (4–8°C) isolation buffer containing (in mM): NaCl 136.0, KCl 5.4, HEPES 10.0, glucose 5.5, osmolality 290±3 mOsmol/kg. To isolate the control and ischemic areas, the brain was sliced into 600 µm coronal sections using a vibrating microtome Leica VT1200S (Leica Microsystems). The collected tissue was incubated with continuous shaking at 37°C for 45 min in 1 ml of papain solution (20 U/ml) and 0.2 ml DNase (both from Worthington) prepared in isolation buffer. After papain treatment, the tissue was mechanically dissociated by gentle trituration using a 1 ml pipette. The dissociated cells were layered on top of 5 ml of ovomucoid inhibitor solution (Worthington) and harvested by centrifugation (70 x g for 6 min). This method routinely yielded ~2 x 10<sup>6</sup> cells per mouse brain. Cell aggregates were removed by filtering with 70 µm cell strainers (Becton Dickinson). Three animals per condition were pooled in the preparation of cell suspension. After obtaining an aliquot for FACS, the cell suspension was spin down, concentrated, and used for library preparation.

*Collection of single cells.* Single cell suspension from Plp1/tdTomato mice were sorted using fluorescent activated cell sorting (FACS; BD Influx). The flow cytometer was manually calibrated to deposit a single cell in the center of collection tube. Hoechst 33258 (Life Technologies) was added to the suspension of cells to check viability. 3000 Plp1+ cells from each group (control, D1, D3, D7) were collected into 96-well plates (Life Technologies) coated with BSA (ThermoFisher Scientific) and containing 5 µl of DMEM (ThermoFisher Scientific) and 15% FBS (HyClone).

*Library preparation, data processing and analysis.* Single-cell RNA-Seq (scRNA-Seq) libraries were prepared using Chromium Next GEM Single Cell 3' Kit v3.1 (1000268, 10X Genomics) according to the manufacturer's protocol. Final libraries were eluted with EB buffer with 0.1% Tween, and their quality was assessed by capillary electrophoresis on a FragmentAnalyzer (Agilent) using the NGS High Sensitivity kit (DNF-474). The libraries were pooled and sequenced on an Illumina NovaSeq 2000. Low-level data processing was performed similarly as for the snRNA-Seq data, with an exception in a STAR parameter "--soloFeatures Gene". UMI count matrix was processed using *Seurat* pipeline (*Seurat* v4.1.0, <https://github.com/satijalab/seurat>)(3). In brief, UMI counts were normalized (*SCTransform*), PCA-reduced, UMAP visualized, clustered (*FindNeighbors*, *FindClusters*), and annotated based on canonical markers. The dataset was then *Seurat* integrated with the single-nucleus counterpart. The analysis was further performed on the SCT-normalized corrected matrix, using identical set of tools as in the single-nucleus data Method's section. For further details refer to [https://github.com/LabGenExp/Spatial\\_MCAO](https://github.com/LabGenExp/Spatial_MCAO).

### Immunohistochemistry

*Sample preparation and imaging.* For immunohistochemical analyses the animals were deeply anesthetized with PTB (100 mg/kg, i.p.) and perfused transcardially with 20 ml of saline followed by 20 ml of cooled 4% paraformaldehyde (PFA) in 0.1 M phosphate buffer. The brains were dissected out, post-fixed overnight with PFA, and treated with a sucrose gradient (ranging from 10% to 30%) for cryoprotection. Coronal 30-µm-thick slices were prepared using a cryostat (Leica CM1950, Leica Microsystems). For immunohistochemical staining, the slices were washed in phosphate-buffered saline, followed by blocking of the non-specific binding sites with 5% Chemiblocker (Millipore) and 0.2% Triton in phosphate-buffered saline. The blocking solution was also used as the diluent for the antisera. The slices were incubated with the primary antibodies overnight, and the secondary antibodies were applied for 2 hours at 4-8°C. The following primary

antibodies were used: mouse anti-GFAP, 1:300; coupled to Alexa 488 (Ebioscience), rabbit anti-Aldh1l1, 1:500 (Abcam), rabbit anti-CathepsinB, 1:500 (Cell Signaling), goat anti-Iba1, 1:500 (Abcam), goat anti-Pdgfra, 1:500 (RnDsystem), rabbit anti-Col1a, 1:500 (Abcam), goat anti-Serpina3n, 1:100 (Biotechne), rabbit anti-Tnfrsf1a, 1:500 (RnDsystem), and rabbit anti-B2m, 1:500 (Abcam). The secondary antibodies were goat anti-rabbit IgG or goat anti-mouse IgG conjugated with Alexa Fluor 488, 594, or 647 (ThermoFisher). All chemicals were purchased from Sigma-Aldrich unless otherwise stated. An Andor Dragonfly 503 spinning disk confocal microscope with a 20x oil objective was used for the immunohistochemical analysis. Tile scans (15x15) of one hemisphere with stacks of consecutive confocal images were taken at intervals of 2  $\mu$ m. Stitching of the tile scans was performed automatically by acquisition software Fusion (Oxford Instruments) with 10% overlap. Maximum z-projection images were made using Imaris (Oxford Instruments).

*Cell Counting* (PLP1 and SERPINA3N, TNFRSF1A, B2M). To determine the number of cells, confocal images (15000  $\mu$ m x 15000  $\mu$ m x 30  $\mu$ m) were taken covering the whole hemisphere from the brain coronal slices. These were prepared from the Plp1/tdTomato control mice and from the mice 1, 3, and 7 days after ischemia (3 animals from each group, 3 brain slices) and stained for the primary antibodies mentioned above. The percentage of double-positive cells for Plp1/tdTomato and SERPINA3N, TNFRSF1A, and B2M were counted in the region of ischemia (core and glial scar) and the corresponding area in the control mice ([Dataset S6](#)). Statistical significance between control and injured samples was assessed using unpaired two-sided Wilcoxon rank sum test.

*Colocalization* (GFAP and ALDH1L1, IBA1 and CTSb). To obtain the co-distribution of stained biological components, confocal images (15000  $\mu$ m x 15000  $\mu$ m x 30  $\mu$ m) were taken covering the whole hemisphere from the brain coronal slices. These were prepared from the WT control mice and the mice 1, 3, and 7 days after ischemia (3 animals from each group, 2 brain slices) and double-stained for the combination of primary antibodies mentioned above. To quantify the overlap of double stains in 3D, a powerful module – ImarisColoc (Oxford Instruments) was used. The percentage of colocalization was calculated from a new channel that contained only voxels that represent the colocalization result in the ischemic and control brain slices ([Dataset S6](#)). Statistical significance between control and injured samples was assessed using unpaired two-sided Wilcoxon rank sum test.

### Data and code availability

- Raw sequencing data are available at NCBI GEO under accession number GSE233815 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE233815>).
- Processed data files are available at Mendeley Data under doi:10.17632/gnb2dsjms2.1 (<https://data.mendeley.com/preview/gnb2dsjms2?a=1e744314-eb08-4c66-abe5-e3885b8415c7>).
- The code is available on GitHub under the LabGenExp repository Spatial\_MCAO ([https://github.com/LabGenExp/Spatial\\_MCAO](https://github.com/LabGenExp/Spatial_MCAO)).
- The spatial data are available for interactive browsing at Nygen Analytics ScarfWeb at <https://scarfweb.nygen.io/eu-central-1/public/xv2x2szz>.

## SI Figures

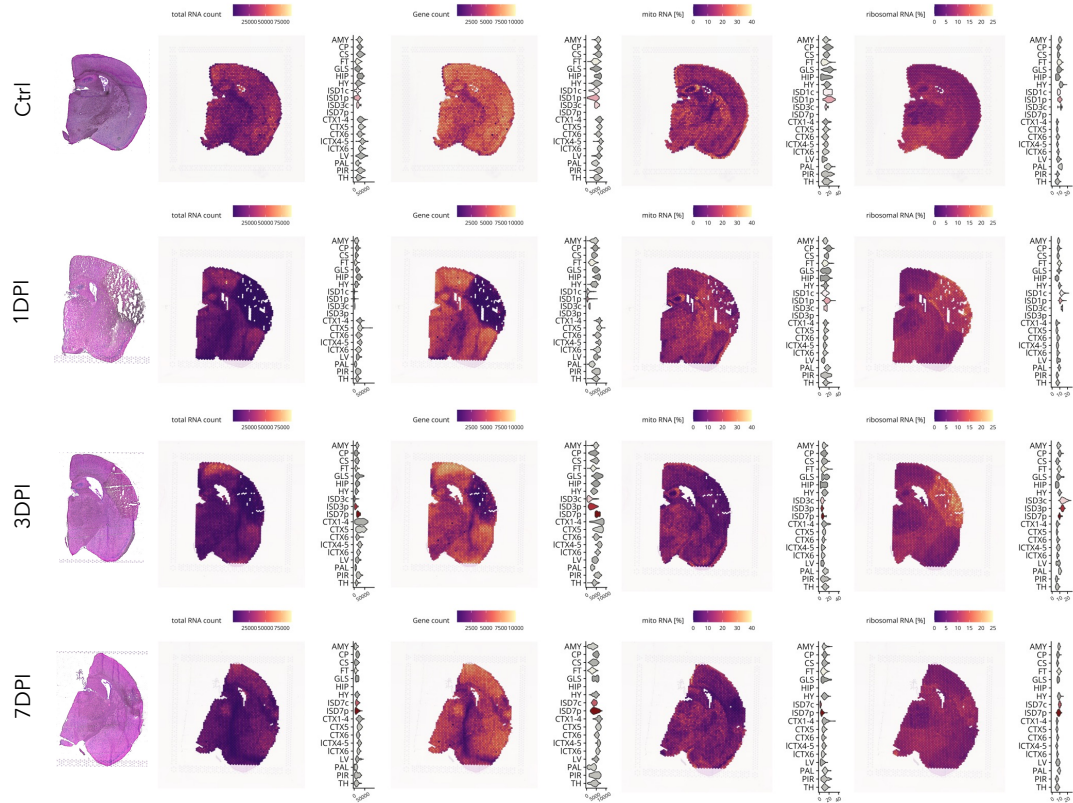

**Fig. S1. Quality control metrics of spatial transcriptomics dataset.** Hematoxylin-eosin (H&E) stained images of post-MCAO coronal mouse brain sections in the respective timepoints. The sections were collected from a location of bregma  $\sim -1.3 \text{ mm} \pm 0.1 \text{ mm}$ . The spatial plots show basic quality control metrics, including total unique molecular identifiers (UMI) count (total RNA count), gene count, and percentage of mitochondrial RNA (mito RNA, in %) and percentage of ribosomal RNA (in %). In the right-side violin plots, distributions of the metric values in the individual annotated brain regions are shown.

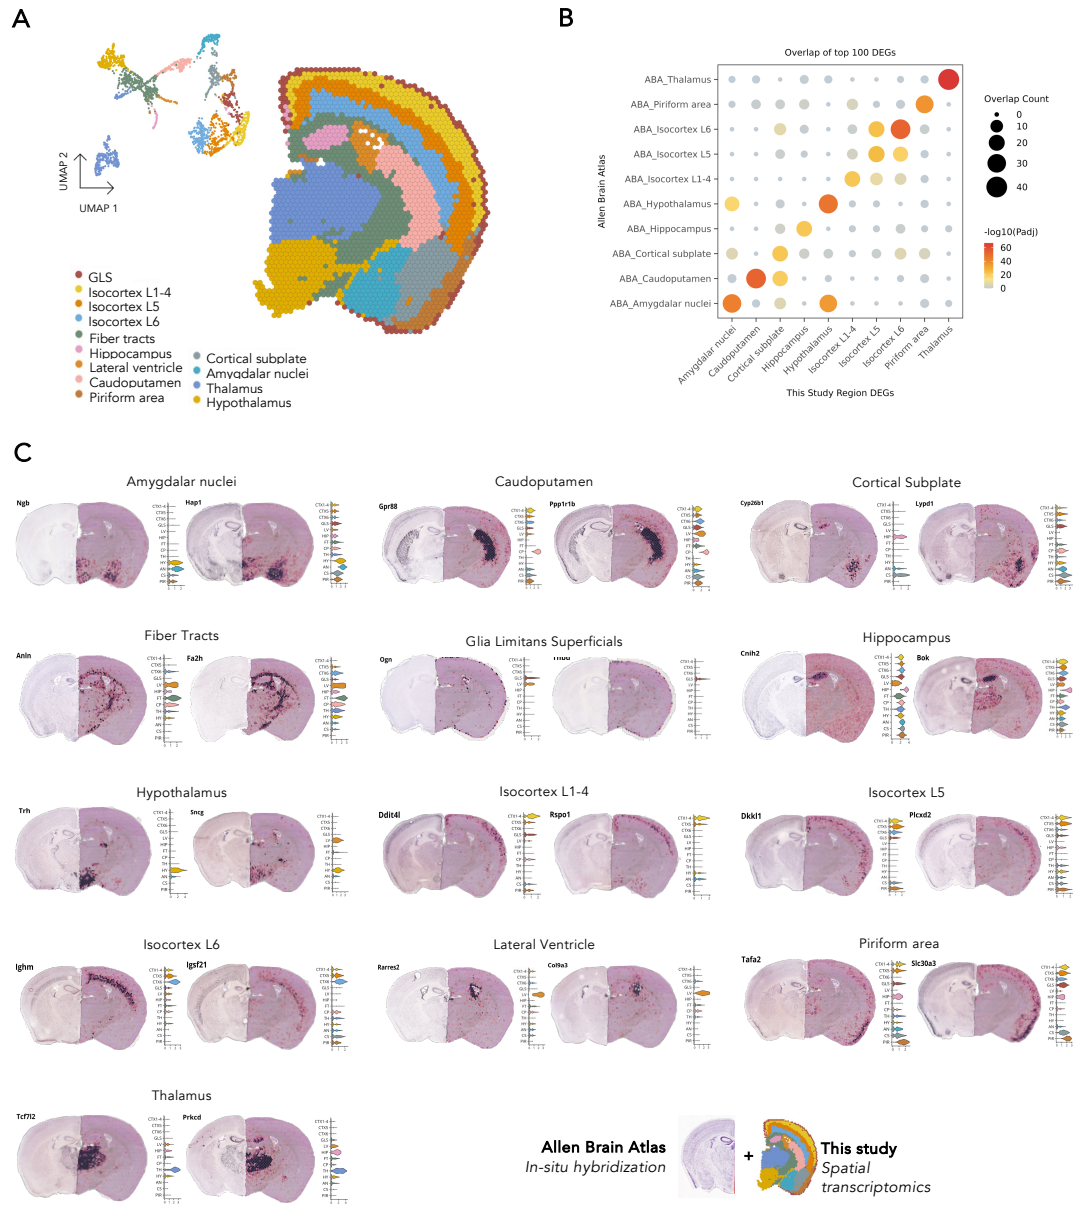

**Fig. S2. Region-specific expression of mouse brain markers.** **A)** Left inset: UMAP of the spatial spots of the control section, color-coded based on brain region. Right: spatial plot color-coded based on the brain regions. The color scheme is shared between the plots. **B)** Overlap between top 100 brain region markers as identified by differential gene expression analysis and in the ISH Allen Brain Atlas (Dataset S1). The size (circle size) and the significance (color scale, FDR-adjusted p-value) are plotted. **C)** Combined images of expression for selected markers, combining Allen Brain Atlas *in-situ* hybridization atlas (left, <https://mouse.brain-map.org/static/atlas>, images 64 and 65, Reference Atlas version 2, 2011, Sunkin et al. (4)) and this study controls section (normalized expression). Distributions of the marker's normalized expression per brain region is shown in the right-side violin plots. The image locations correspond to bregma  $\sim -1.3$  mm.

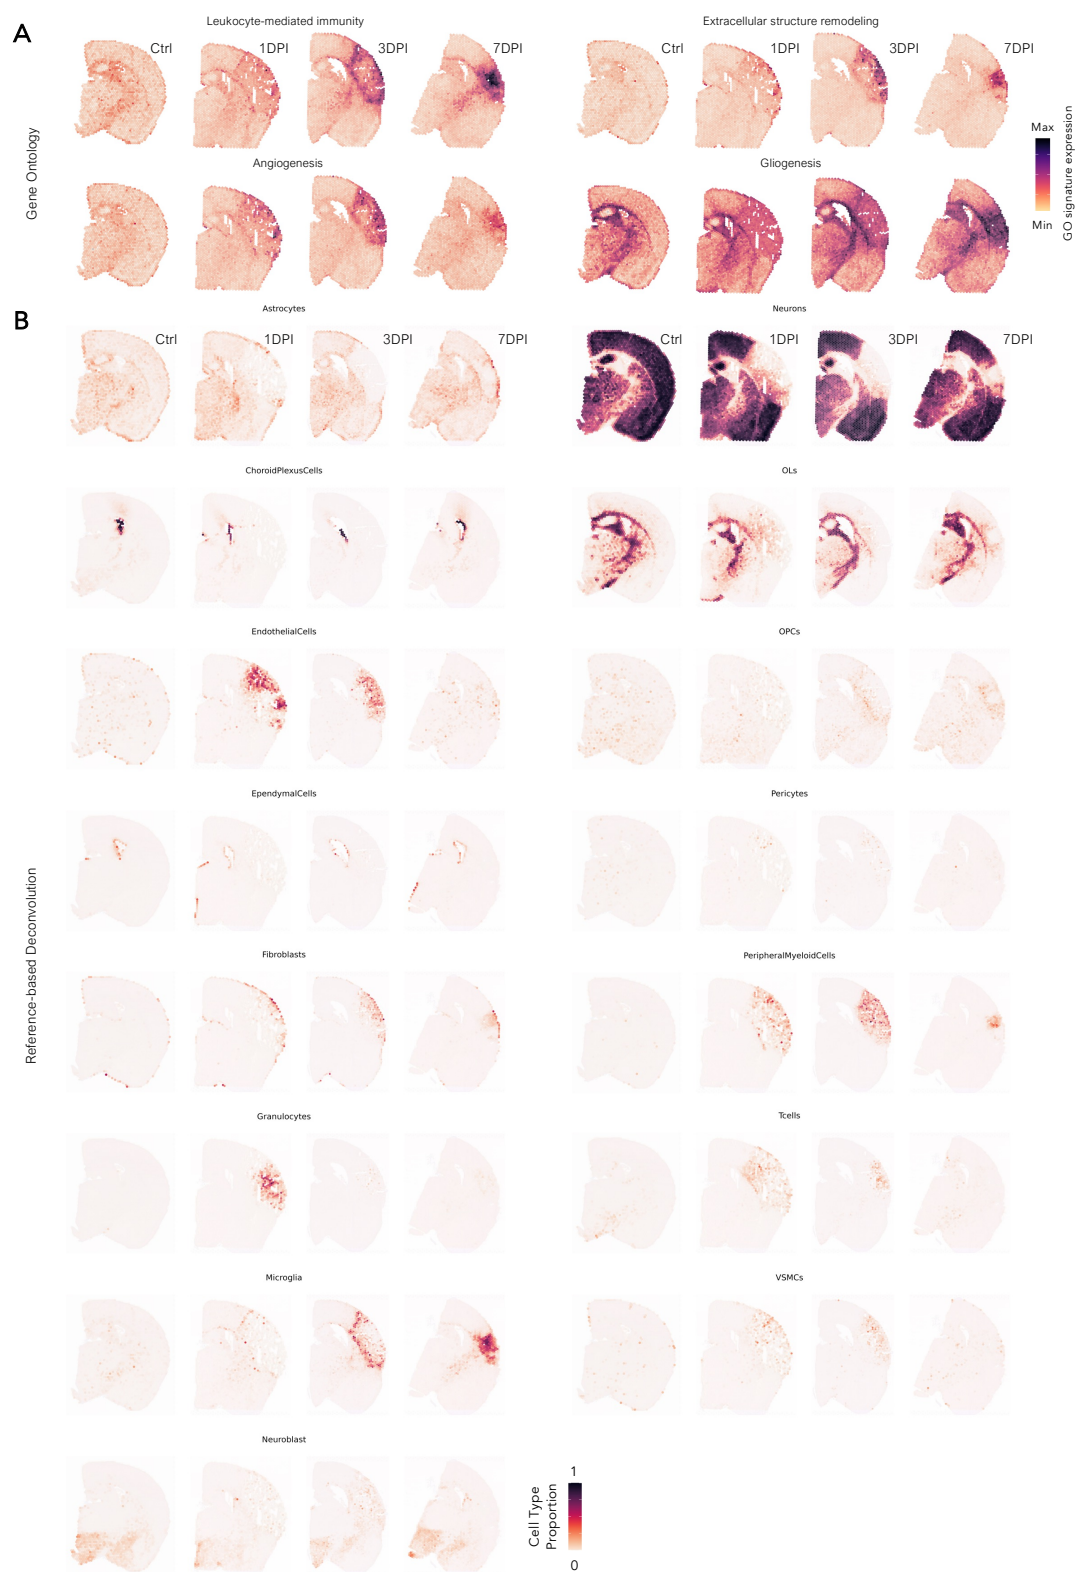

**Fig. S3. (previous page) Spatial localization of selected processes and cell types. A)** Projection of module scores calculated by comparing the expression of lesion DEGs belonging to selected enriched terms against randomly sampled genes. **B)** Projection of predicted cell type proportions using reference-based deconvolution algorithm RCTD (18) with single-cell reference from Zeng et al. (6).

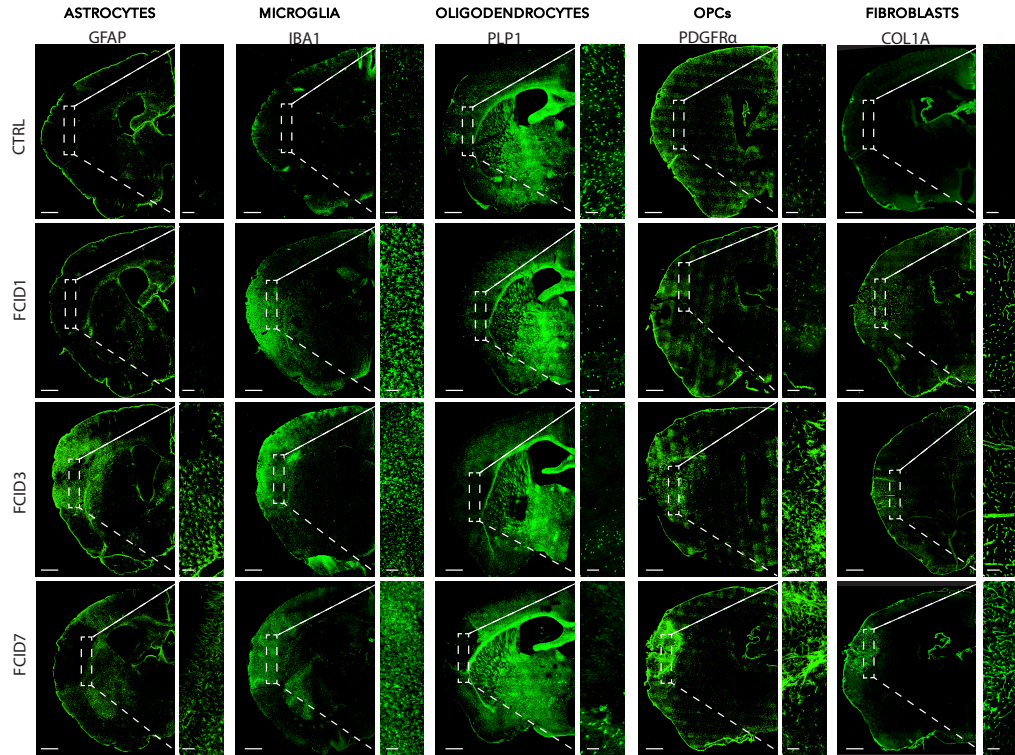

**Fig. S4. Validation of cell population presence using immunohistochemistry.** Coronal sections of the ipsilesional hemisphere following MCAO injury in mice, antibody stained with representative cell type markers. Scale bars: 500  $\mu$ m for the hemisphere image, 100  $\mu$ m for the inset image.

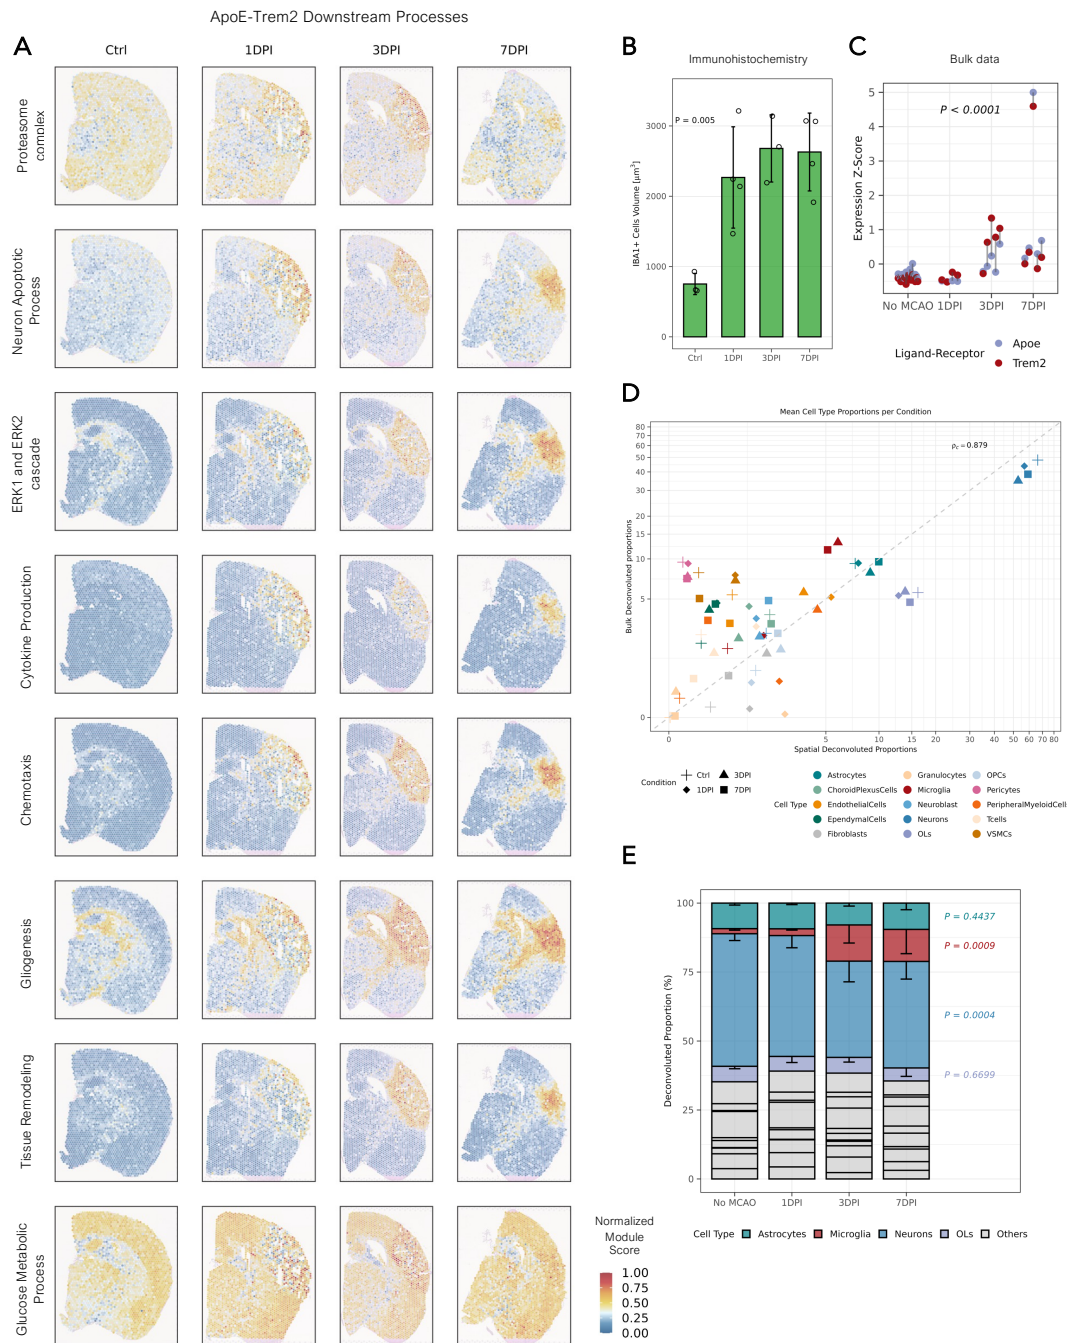

**Fig. S5. *ApoE-Trem2* downstream processes and validation of spatial data.** **A)** Module scores for enriched processes predicted to be downstream activated after *ApoE-Trem2* interaction. Module scores reflect the difference in average expression of the process and randomly selected genes. Module scores were min-max normalized for each process separately. **B)** Volume IBA1+ cells (microglia) in respective conditions (minimum n = 3 mice per condition, each in minimum n = 2 sections). The significance of volume difference between control and injured mice was determined by Wilcoxon rank sum test. Error bars show standard deviation. **C)** Normalized expression of *ApoE* and *Trem2* in bulk data. **D)** Comparison of cell type proportions as average over spatial section (x

axis) and bulk samples (y axis). Concordance correlation coefficient was calculated to evaluate the closeness to  $x = y$  goodness of fit. **E)** Relative cell type proportions in bulk data per condition (with standard deviations shown) with neurons and glia highlighted. Linear model  $\text{celltype} \sim \text{time} * \text{condition}$  was used to assess the significance of change in proportion.

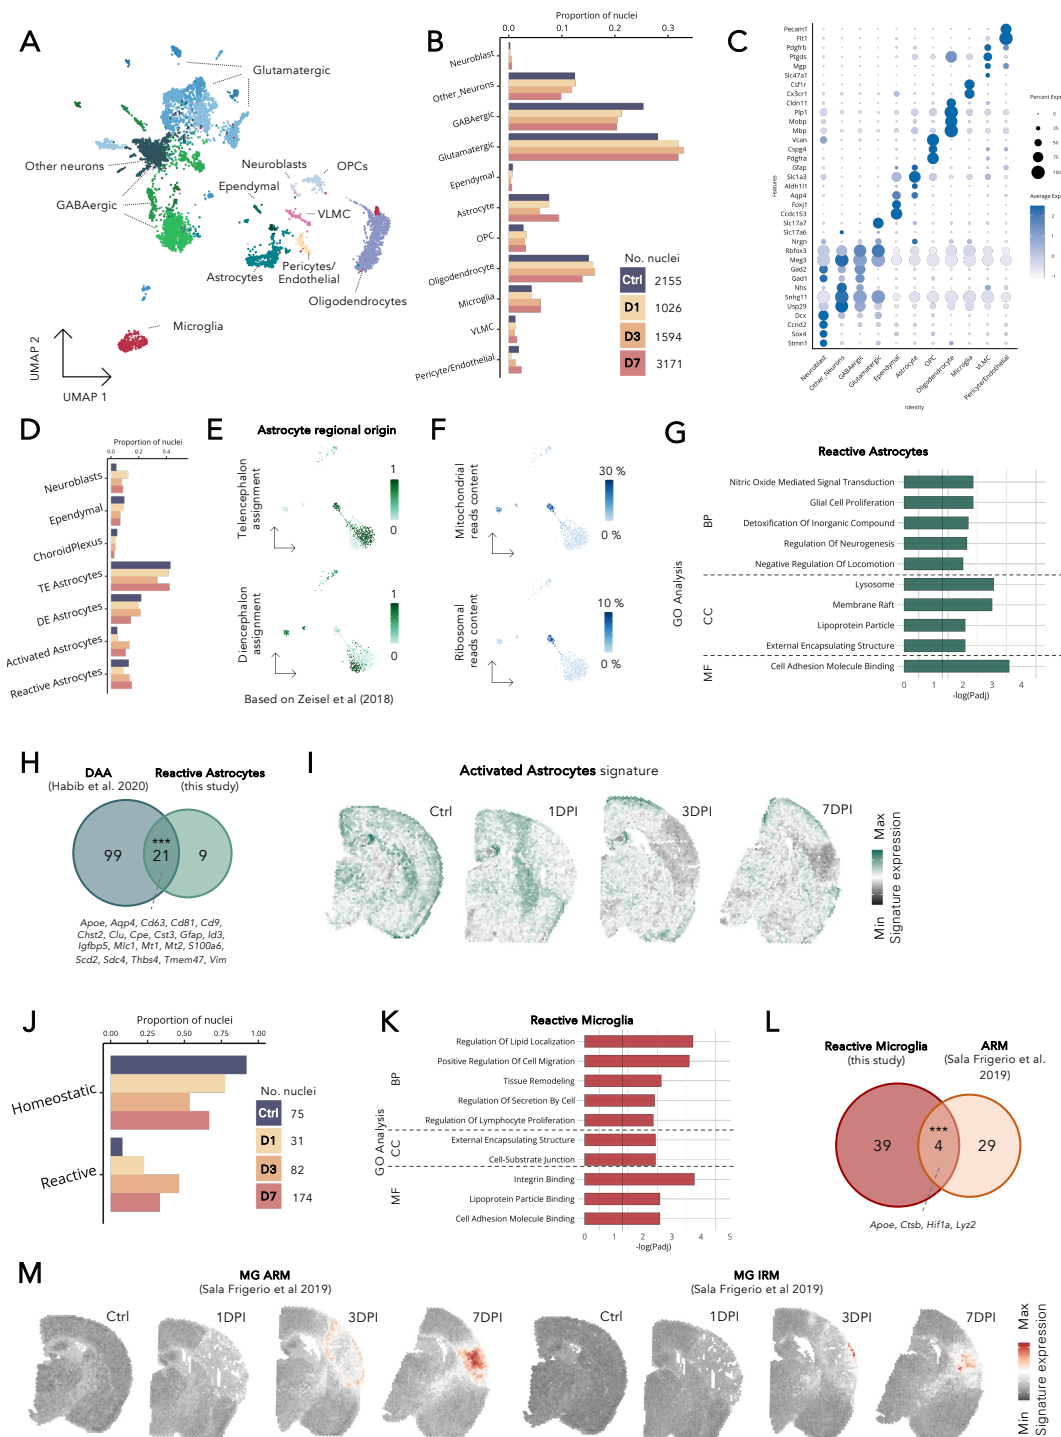

**Fig. S6. Single-nucleus transcriptomic profiling of post-ischemic brain reveals rise of reactive glia populations.** **A)** UMAP of cell populations from post-MCAO mouse brains ( $n = 7946$ ). **B)** Proportions of cell populations in the individual time points. **C)** Marker genes of cell populations. Expression level (color scale) and the percentage of the population expressing the marker (dot size) are shown. **D)** Proportions of astroependymal populations in the individual time points. **E)**

Projection of the brain region origin. Mouse brain cell atlas of Zeisel et al. (19) was used for the label transfer. **F**) Percentage of mitochondrial (upper) and ribosomal (bottom) reads per cell. **G**) Representative enriched gene ontology (GO) terms from the reactive astrocyte markers. FDR-adjust  $P$  value is shown. **H**) Shared markers between the signatures of disease-associated (DAA, Habib et al. (20)) and this study's reactive astrocytes. Hypergeometric  $p$ -value  $***P < 0.001$ . **I**) Projection of activated astrocytes module calculated using the top 15 population marker genes (fold-change sorted) quantified as difference in the average expression between them and randomly selected genes. **J**) Proportions of microglial populations across the timepoints. **K**) Representative enriched gene ontology (GO) terms from the reactive microglial markers. FDR-adjust  $P$  value is shown. **L**) Shared markers between this study's reactive microglia and activated response microglia (ARM, Sala Frigerio et al. (21)). Hypergeometric  $p$ -value  $***P < 0.001$ . **M**) Projection of module scores for reactive microglial populations from Sala Frigerio et al.(21), characterized by 33 genes (ARM) and 41genes (IRM), respectively. Full gene lists are in Dataset S5.

**Fig. S7. (previous page) Analysis of single-nucleus and single-cell oligodendrocyte MCAO datasets.** **A)** UMAP of oligodendrocyte lineage cells (n = 1341 nuclei). Abbreviations: oligodendrocyte precursor cells, OPC; newly formed OLs, NFOL; mature OLs, MOL. **B)** Marker genes of cell populations. Expression level (color scale) across oligodendrocyte-lineage populations and the percentage of the population's cells expressing the marker (dot size) are shown. **C)** Proportions of astroependymal cell populations across the sampled timepoints. **D)** Correlation between the expression signatures of the reactive oligodendrocytes (x axis) and AD-associated disease-associated oligodendrocytes (DOL, Kenigsbuch et al.(22); y axis) in the ST dataset, measured per spot and quantified with Spearman's rank correlation coefficient  $\rho$ . **E)** Projection of reactive oligodendrocytes signature calculated using the top 15 population marker genes (fold-change sorted), quantified as difference in the average expression between them and randomly selected genes. **F)** UMAP color-labeled based on the sampled timepoints. **G)** UMAP color-labeled based on the RNA-Seq method: single-cell (sc), single-nucleus (sn). **H)** Proportion of mitochondrial read content in the oligodendrocyte populations. **I)** Proportion of ribosomal read content in the oligodendrocyte populations. **J)** Expression signatures of disease-associated populations (color scale) enriched in AD (Kenigsbuch et al.(22)) and across multiple neurodegenerative models (Pandey et al.(23)). Values are shown in the violin plots below, statistical differences assessed using Wilcoxon rank sum test with FDR-adjusted  $P$  values ( $***P < 0.001$ ).

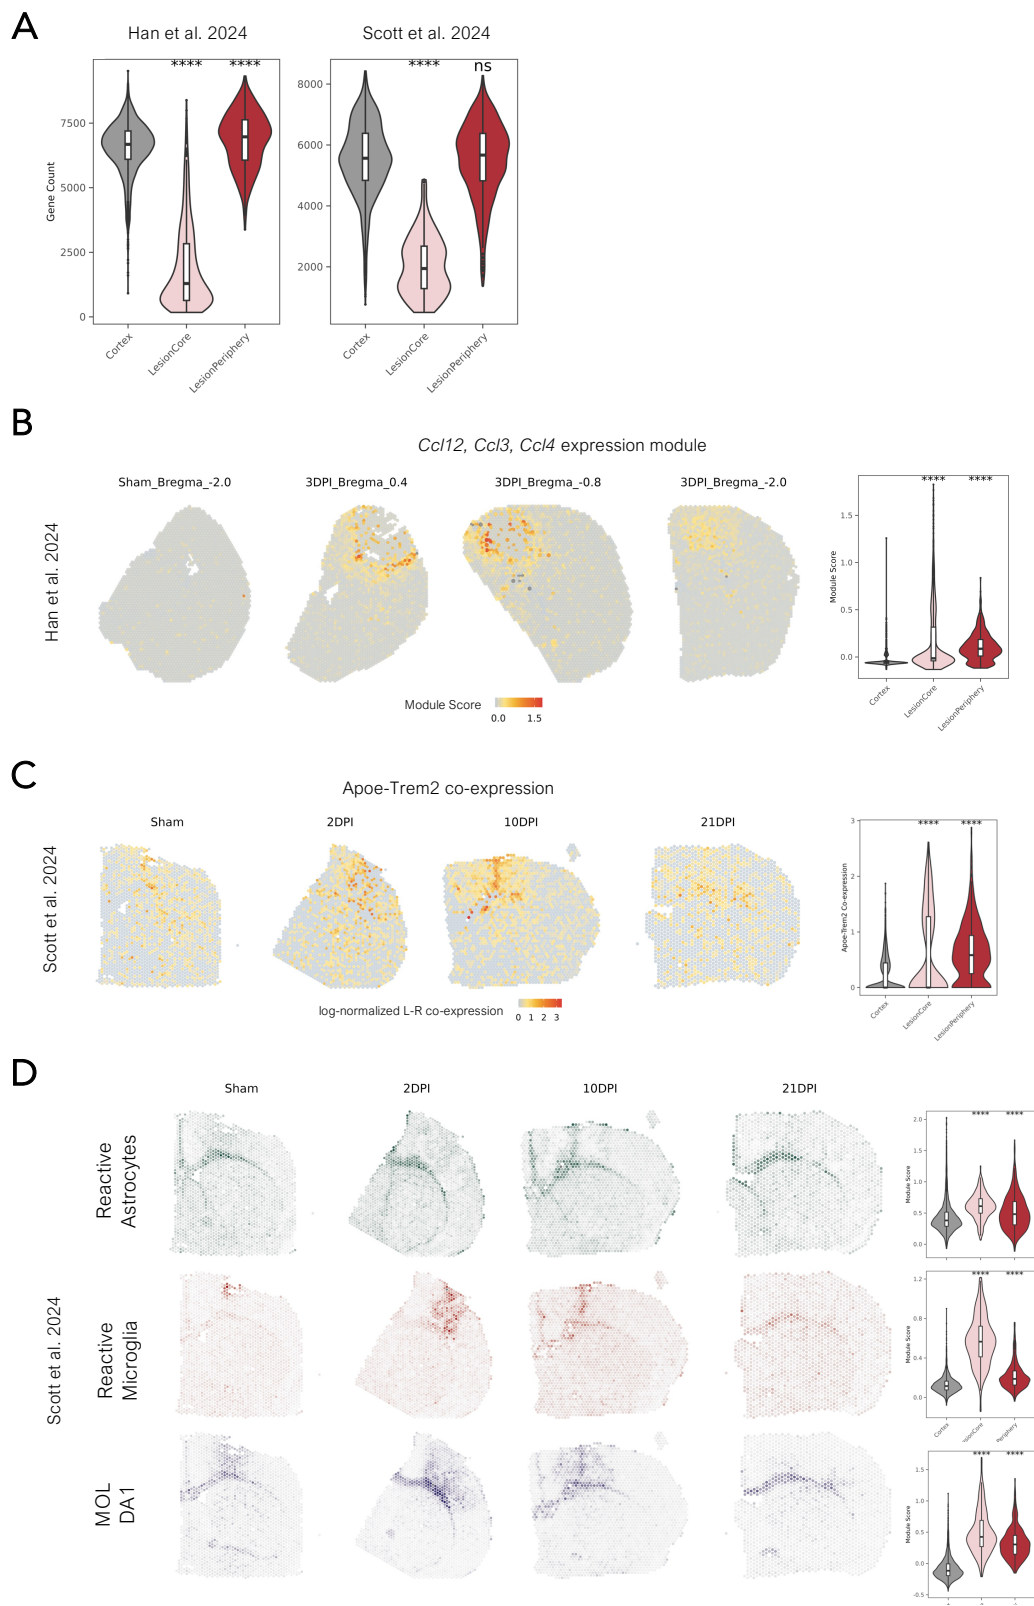

**Fig. S8. (previous page) Meta-analysis of publicly available ischemia-related spatial transcriptomics. A)** Gene count in the areas of intact cortex and lesions. Statistical significance of difference in gene count between the intact and lesioned area was assessed by an unpaired, two-tailed t-test. **B)** Projection of module score of CC chemokine expression (*Ccl12*, *Ccl3*, *Ccl4*) per spot in selected Han et al. (8) sections. Absolute values are shown in the right-side violin plot. **C)** Spatial organization of *ApoE-Trem2* co-expression with absolute values shown in the right-side violin plot in Scott et al. (9) sections. **D)** Projections of reactive glial signatures calculated using the top 15 population marker genes (fold-change sorted) quantified as difference in the average expression between them and randomly selected genes.

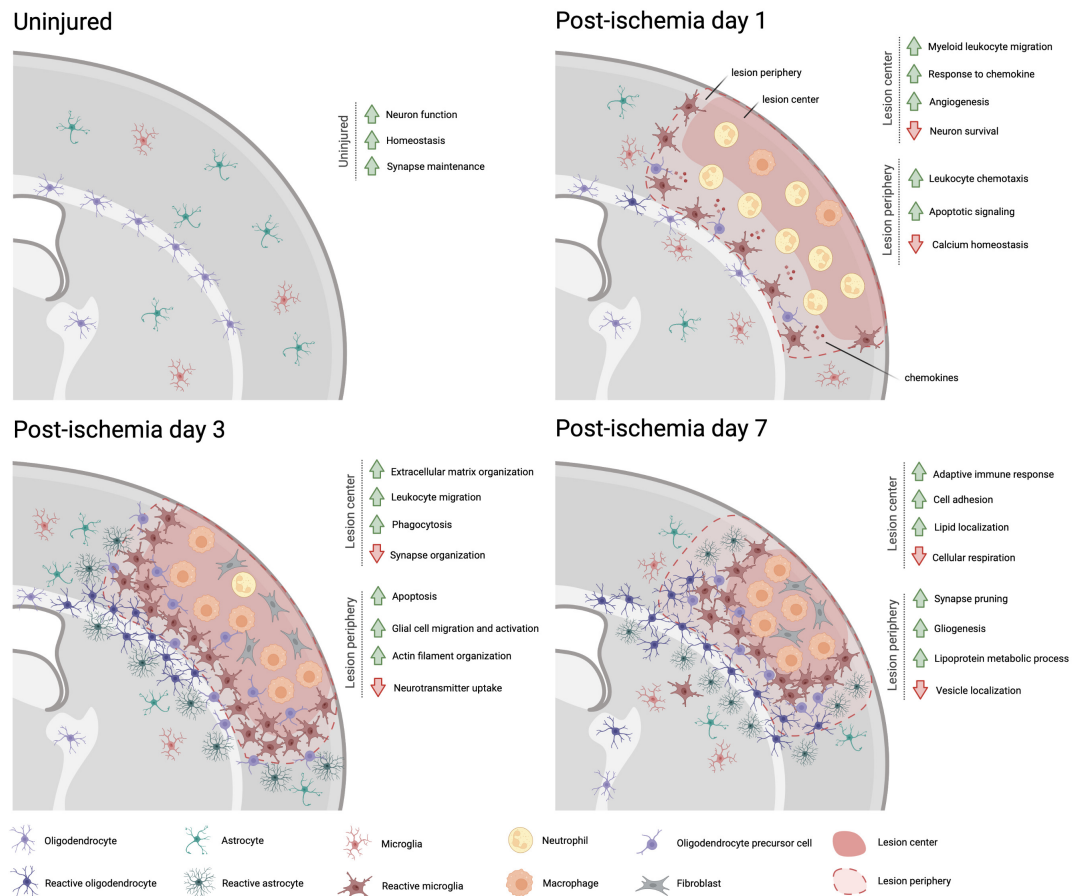

**Fig. S9. Graphical summary of the study.** **Uninjured)** In the uninjured brain, glia are scattered throughout the brain parenchyma, supporting proper neuronal function. **Post-ischemia day 1)** The early response is mediated by invading peripheral immune cells, coupled with a pronounced inflammatory response. **Post-ischemia day 3)** Glia migrate, proliferate, and acquire reactive states. Tissue on the lesion periphery densifies. **Post-ischemia day 7)** Peripheral immune cells are maintained within the lesion center. The glial scar matures, forming a composite barrier between the lesion center and the brain parenchyma. The reactive glial signature extends beyond the lesion, reaching white matter tracts and striatum.

**Dataset S1 (separate file).** Results of differential gene expression analysis for respective brain region as defined in the control section. The last tab also includes top 200 genes for respective brain regions as defined by Allen Brain Atlas *in-situ* hybridization atlas. For further details refer to *Region annotation and comparison to Allen Brain Atlas* method section.

**Dataset S2 (separate file).** Results of differential gene expression analysis for respective ischemic regions and their gene ontology enrichment analysis. For further details refer to *Region annotation and comparison to Allen Brain Atlas* and *Pathway enrichment* method sections.

**Dataset S3 (separate file).** Correlation matrix of per-spot cell type ratios and gene expression, respectively for each timepoint. For further details refer to *RCTD deconvolution* method section.

**Dataset S4 (separate file).** Results of spatial ligand-receptor analysis respectively for each timepoints. For further details refer to *Spatially-resolved ligand-receptor analysis with SpaTalk* method section.

**Dataset S5 (separate file).** Results of differential gene expression and pathway enrichment analysis for glial populations in single-nucleus (SN) and integrated single-nucleus + single-cell datasets (intSNSC). Additionally, marker lists of publicly available datasets are appended. For further details refer to *Data analysis* and *Metadata analysis* method sections.

**Dataset S6 (separate file).** Results of immunohistochemistry validations containing volume and colocalization values. For further details refer to *Cell counting* and *Colocalization* method sections.

## SI References

1. P. Honsa, *et al.*, Generation of reactive astrocytes from NG2 cells is regulated by sonic hedgehog. *Glia* **64**, 1518–1531 (2016).
2. P. Androvic, *et al.*, Decoding the Transcriptional Response to Ischemic Stroke in Young and Aged Mouse Brain. *Cell Rep.* **31**, 107777 (2020).
3. Y. Hao, *et al.*, Integrated analysis of multimodal single-cell data. *Cell* **184**, 3573–3587.e29 (2021).
4. S. M. Sunkin, *et al.*, Allen Brain Atlas: an integrated spatio-temporal portal for exploring the central nervous system. *Nucleic Acids Res.* **41**, D996 (2013).
5. Y. Zhou, *et al.*, Metascape provides a biologist-oriented resource for the analysis of systems-level datasets. *Nat. Commun.* **10**, 1–10 (2019).
6. F. Zeng, *et al.*, Single-cell analyses reveal the dynamic functions of Itgb2+ microglia subclusters at different stages of cerebral ischemia-reperfusion injury in transient middle cerebral occlusion mice model. *Front. Immunol.* **14**, 1114663 (2023).
7. I. Korsunsky, *et al.*, Fast, sensitive and accurate integration of single-cell data with Harmony. *Nat. Methods* **16**, 1289–1296 (2019).
8. B. Han, *et al.*, Integrating spatial and single-cell transcriptomics to characterize the molecular and cellular architecture of the ischemic mouse brain. *Sci. Transl. Med.* **16**, 1323 (2024).
9. E. Y. Scott, *et al.*, Integrating single-cell and spatially resolved transcriptomic strategies to survey the astrocyte response to stroke in male mice. *Nat. Commun.* **15**, 1584 (2024).
10. A. M. Bolger, M. Lohse, B. Usadel, Trimmomatic: a flexible trimmer for Illumina sequence data. *Bioinformatics* **30**, 2114–2120 (2014).
11. E. Kopylova, L. Noé, H. Touzet, SortMeRNA: fast and accurate filtering of ribosomal RNAs in metatranscriptomic data. *Bioinformatics* **28**, 3211–3217 (2012).
12. A. Dobin, *et al.*, STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* **29**, 15–21 (2013).
13. S. Anders, P. T. Pyl, W. Huber, HTSeq—a Python framework to work with high-throughput sequencing data. *Bioinformatics* **31**, 166–169 (2015).
14. M. I. Love, W. Huber, S. Anders, Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* **15**, 550 (2014).
15. A. M. Newman, *et al.*, Determining cell type abundance and expression from bulk tissues with digital cytometry. *Nat. Biotechnol.* (2019) <https://doi.org/10.1038/s41587-019-0114-2>.
16. A. T. L. Lun, *et al.*, EmptyDrops: distinguishing cells from empty droplets in droplet-based single-cell RNA sequencing data. *Genome Biol.* **20**, 63 (2019).
17. M. D. Young, S. Behjati, SoupX removes ambient RNA contamination from droplet-based single-cell RNA sequencing data. *Gigascience* **9** (2020).
18. D. M. Cable, *et al.*, Robust decomposition of cell type mixtures in spatial transcriptomics. *Nat. Biotechnol.* (2021) <https://doi.org/10.1038/s41587-021-00830-w>.
19. A. Zeisel, *et al.*, Molecular Architecture of the Mouse Nervous System. *Cell* **174**, 999–1014.e22 (2018).
20. N. Habib, *et al.*, Disease-associated astrocytes in Alzheimer's disease and aging. *Nat. Neurosci.* **23**, 701–706 (2020).

21. C. Sala Frigerio, *et al.*, The Major Risk Factors for Alzheimer's Disease: Age, Sex, and Genes Modulate the Microglia Response to A $\beta$  Plaques. *Cell Rep.* **27**, 1293-1306.e6 (2019).
22. M. Kenigsbuch, *et al.*, A shared disease-associated oligodendrocyte signature among multiple CNS pathologies. *Nat. Neurosci.* (2022) <https://doi.org/10.1038/s41593-022-01104-7>.
23. S. Pandey, *et al.*, Disease-associated oligodendrocyte responses across neurodegenerative diseases. *Cell Rep.* **40**, 111189 (2022).

How the deposited data were processed for this re-analysis (not part of the article)

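Bulk RNA was measured in 48 libraries of 11 groups, a control of 4 libraries and, at 3 h, 12 h, day 1, day 3 and day 7, shams of 4 libraries and MCAO groups of 4 (day 1) or 5 libraries. Conditions and replicate letters were taken from the sample labels and set beside the paper, which reports the control and days 1, 3 and 7. The labels' description of the series speaks of 3 hemispheres per timepoint, while the labels of the samples and the paper give at least 4. The libraries carry ERCC spike-ins.

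The authors trimmed the reads with TrimmomaticSE, removed mitochondrial and ribosomal reads with SortMeRNA, aligned the rest to GRCm38 and the spike-in sequences with STAR, and counted them with htseq-count in union mode on Gencode vM8. The deposited values are raw counts per gene, 1 table for each library. The authors also deposited a matrix of all 48 libraries on a log2 scale, made with DESeq2 by size-factor normalization and a variance-stabilizing transformation, which was used here only as an alternative for the scores. Reads without a feature, ambiguous reads and reads that were not unique stayed out of library sizes and tests, as did the spike-ins. The median share of the alignments listed was 23.5% without a feature, 0.400% ambiguous and 33.5% not unique. Symbols and coordinates came from Gencode vM21, which is on the same build (GRCm38) as the vM8 of the authors, and matched 46488 of the 46983 gene identifiers. No column of the tables was without a sample.

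Counts on genes ranged from 1522668 to 2826735 per library (median 1935856). At 3 h they ranged from 1711134 to 2489888 (median 2209044) after MCAO and from 1716514 to 2575802 (median 2057328) in sham, and at 12 h from 1699600 to 2780229 (median 1825050) and from 1832129 to 2657324 (median 2259776). The biological coefficient of variation estimated by edgeR was 24.9%. In counts simulated with the real means, dispersions and library sizes for 19640 genes, with changes given only to well expressed genes, 86% of the genes changed by 1.5 on the log2 scale and 48% of those changed by 1 were called, with 1 unchanged gene called and 0 calls in a comparison with no change. In simulated scores of 17 lists, the 2 lists raised by 0.5 on the log2 scale passed and none of the others did. There each gene was drawn on its own, so the genes of a list did not vary together between libraries. In the real data the SD of a score was 0.32 for oligodendrocytes in the 16 non-MCAO libraries. It was 1.21 for chemotaxis on day 3 after MCAO. The simulated scores thus check the computation and do not give the power or the error rate in these data.

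Differential expression was tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, glmQLFit and glmQLFTest) on the 19970 genes with more than 10 counts in total, in 15 comparisons fitted in one model of all groups. A gene was called at a Benjamini-Hochberg adjusted p under 0.01 with an absolute log2 fold change over 0.58. Scores of gene lists were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 from log2(CPM + 1), with 24 expression bins and 100 control genes per list gene, and drawn with matplotlib 3.10.9. They were tested by exact Wilcoxon rank-sum or exact permutation tests with a threshold of 0.05 on the adjusted p. The permutation tests of correlations drew 100000 resamples. A fold change against a group with all libraries at 3 counts or fewer was computed as a lower bound against that floor, which covers counting error only.

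The genes named were fixed by a rule. They were *Apoe* and *Trem2*, 22 genes that the paper names for glia and chemokines, and for each of days 1, 3 and 7 against control and of 3 h and 12 h against sham the 3 largest rises and the 3 largest falls among the called genes. For the latter all MCAO libraries had to lie on one side of all libraries of the other group, with a mean of at least 2 CPM over the 48 libraries. Lists of 8 processes, 9 cell types, 3 tissues (choroid plexus, striatum and thalamus) and the CC chemokines were written from common knowledge, and those of reactive astrocytes and microglia were taken from the paper's single-nucleus markers. The design, the lists and the alternatives were written before the data were examined. Lists of blood, pituitary and clock genes were added after values had been seen.

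The alternatives were DESeq2's size factors in the same fit, DESeq2 1.42.0 in place of edgeR, filterByExpr or no filter on low counts, only the groups compared in the fit, scaling to the spike-ins, the replicate letter as a block and each replicate left out in turn. For scores they were a pseudocount of 0.1, DESeq2's size factors, no control genes, list genes with a mean of at least 10 counts, the deposited matrix, another draw of control genes, the shams of the same time alone, the replicate letter as a block and each replicate left out. The striatum score as a covariate and the reactive astrocyte list without *Apoe* were added after the data had been seen. Deconvolution was not repeated, and the spatial, single-nucleus and imaging data of the paper were not analysed here.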

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

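All tests of explanations in this part were chosen after the results they bear on had been seen, apart from the splits of the samples. A library was singled out where its gap to the nearest library of its group was large against the range of the group. Of 98 such tests 13 were met, where chance alone gives about 4.9, and 10 of the 13 belong to a single library.

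MCAO day 7 replicate C stood apart from the other 4 libraries of its group. The gap made up 0.794 of the range of *Apoe*, 0.722 of *Trem2*, 0.806 of the proteasome complex score, 0.820 of neuron apoptosis, 0.730 of the ERK1 and ERK2 cascade, 0.776 of cytokine production, 0.926 of chemotaxis, 0.917 of tissue remodeling and 0.824 of the microglia score, where the library was highest, and 0.768 of the neuron score, where it was lowest. These measures share genes and cells, so they are not 10 independent signs. A scaling error in this library is argued against: scaled to the spike-ins, the median log2 ratio to the mean of the other 4 over 11783 genes was -0.34, while *Apoe* lay at 1.57 and *Trem2* at 2.43. A piece of tissue with little striatum stays open, since the Spearman correlation of *Apoe* with the striatum score over the 24 non-MCAO libraries was 0.1226 (permutation p = 0.567), which decides little about MCAO tissue. A larger lesion, or more of the lesion in the piece taken, may be the cause and was not tested. The library sets the mean and SD of its group: without it, *Apoe* was raised by 0.86 in place of 1.49 and *Trem2* by 1.85 in place of 2.94 on the log2 scale.

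MCAO day 3 replicate A was lowest of its group for *Trem2*, with a gap of 0.728 of the range. A sham library under the label of this one could look like that. Of 889 genes called higher on day 3 in the fit without this library, 20.47% exceeded all 16 non-MCAO libraries in it, against 87.6 to 98.8% in the other 4 day 3 libraries. The highest share of a non-MCAO library, set against the other 15, was 13.84%. A mislabelled sham is argued against by the list scores: 10 of 20 exceeded all 16 non-MCAO libraries in this library, against at most 3 for a non-MCAO library set against the other 15. Its microglia score was 0.19, where the highest of the 16 was -0.25. The share of genes alone, close to that of a non-MCAO library, had been read as leaving this open, and the scores were compared after both had been seen. A small lesion and a piece of tissue with little of the lesion were not tested. Without this library 1075 genes were called on day 3 in place of 619.

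In the remaining pair of cases the gap was 0.963 of the range for the neuron score of sham day 3 replicate C, which was lowest at 0.85, and 0.954 for *Trem2* in sham day 7 replicate C, also lowest. With 98 tests, this number of single cases is what chance gives, and no explanation was tested for them.

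The effect of MCAO over sham differed between day 3 and day 1 for 2 genes, of which the pseudogene *Tmem181b-ps* is described. It had at most 1 count in the 4 MCAO day 1 libraries and 8 to 120 in each of the other 44. Loss of neurons after the occlusion is argued against, since the neuron score of MCAO day 1 differed from sham day 1 by only -0.0472. Low depth is argued against as well, since at the lowest share of this pseudogene in the other libraries the 4 libraries together would have held 36.8 counts, and they held 1. A genetic difference between the mice of this group and the others is a candidate explanation that the counts leave open. Only 2 genes were at 3 counts or fewer in all 4 libraries with a median of at least 10 elsewhere, and no other group had such genes. The paper does not give the source of the mice of single groups in the text searched. Of 100 random splits of the libraries of these 4 groups, 5 gave as many called genes as the 2 of the real one, so the count by itself does not stand out, and the largest other split gave 63.

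Groups at 3 h and 12 h, which the paper does not report on, showed changes against the shams of the same time. At 3 h 22 genes were called, 18 higher and 4 lower. *Hspa1a* rose by 4.02 (standard error 0.77, adjusted p = 0.00647 from edgeR), *Maff* by 3.76 and *Fosb* by 2.81 on the log2 scale, while *Synpr* fell by 3.60 and *Trib2* by 0.88. *Maff* and *Trib2* lost their call in each of 9 fits that left out one library, and *Hspa1a* and *Fosb* in 6 of 9. The other 2 genes called lower, *Gh* and *Prl*, are pituitary hormones that a single sham library held. At 12 h 82 genes were called, 69 higher and 13 lower. With the striatum score as a covariate 26 genes were called at 12 h. *S100a8* rose at least 141-fold and *Cd300lf* at least 9.77-fold. *S100a9* rose by 8.42 on the log2 scale. These rises depend on replicate E, without which the fitted log2 fold change went from 8.42 to 5.97 for *S100a9*, from 7.50 to 5.63 for *S100a8* and from 7.74 to 6.46 for *Cd300lf*. *Cd300lf* was not called without replicate E and lost its call in 6 of 9 fits. *Slc39a12* fell by 1.76, *Lama2* by 1.70 and *Dbp* by 1.21, with calls lost in 2, 8 and 5 of 9 fits. Scaled to the spike-ins the calls were 9 higher and 5 lower at 3 h, and 48 higher and 10 lower at 12 h. Of 20 list scores, 0 passed the adjusted threshold at 3 h and 0 at 12 h (6 and 13 at an unadjusted p under 0.05; smallest adjusted p = 0.0635). With 5 libraries against 4, the smallest exact p is 0.00794, and adjustment over both times leaves little room below the threshold.

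The granulocyte score was higher at 12 h than in sham by 2.41 (exact permutation p = 0.0159, adjusted 0.0635; 5 of 5 libraries above all shams). None of the 7 genes of that list reached a mean of 2 CPM in the 16 non-MCAO libraries, and 2 are also in another list. Blood left in the vessels may be a source: over the 24 MCAO libraries, the blood score, with *Hbb-bs*, *Hba-a1* and 3 other genes chosen after values had been seen, correlated with the granulocyte score at rho = 0.5000 (permutation p = 0.0134). Of the 5 blood genes 4 reached 2 CPM in the non-MCAO libraries. Entry of granulocytes into the lesion together with a leaky vessel wall would give the same relation, so these cannot be separated by it.

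Whether other splits of the same libraries give as many calls was tested with only the compared groups in the fit, where the real numbers differ from those of the full fit. Against control, 1 of 35 splits on day 1 and 1 of 100 on days 3 and 7 reached the real number (126, 224 and 165 genes), which was the real split itself. The same held against sham for 1 of 35 splits on day 1 (51 genes) and 1 of 100 at 3 h, at 12 h and on days 3 and 7 (44, 13, 339 and 302 genes). Another split on day 1 against sham gave 39 genes. Sham against control gave 0 genes at 3 h and on day 7, which each of the 35 splits reached, and at 3 h another split gave 147. At 12 h (1 gene) and on day 1 (23 genes) 1 of 35 splits did so, and on day 3 (4 genes) 2 of 35. The difference in effect between day 7 and day 3 gave 1 gene, reached by 3 of 100 splits.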

How the results depend on the processing

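The choices and alternatives below were set before the data were examined, except the striatum score as a covariate and the reactive astrocyte list without *Apoe*. No test of a cause was run in this part, and where a value changed the cause was not tested unless stated. The replicate letters did not pair the libraries: deviations from the group means correlated with a median of 0.033 over 60 pairs of one letter (-0.260 to 0.287, 19 over 0.1) and of -0.005 over 212 pairs of different letters, across 11757 genes.

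Under DESeq2's size factors, another draw of control genes, filterByExpr, linear values or all 48 libraries for the correlation, and without *Apoe* in the reactive lists, all main results kept their direction and their side of the threshold or stayed within 1.5 times, except that size factors gave 3 genes for the difference in effect between day 7 and day 3 (0 in the main setting).

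Without a filter on low counts, more genes were called: 103 on day 1 and 461 on day 7 against control, 58 at 3 h, 171 at 12 h and 55 on day 1 against sham, 4, 7, 1 and 1 for sham against control at 3 h and on days 1, 3 and 7, and 6 and 37 for the differences in effect between days 3 and 1 and days 7 and 3. DESeq2 gave 120 on day 1 and 463 on day 7 against control, 58 at 3 h, 179 at 12 h, 44 on day 1 and 1096 on day 7 against sham, 11, 14 and 1 for sham against control at 12 h and on days 1 and 3, and 5 and 57 for the differences in effect.

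With only the compared groups in the fit, the spread is estimated from fewer libraries. The calls were 126, 224 and 165 on days 1, 3 and 7 against control, 44, 13, 51, 339 and 302 at 3 h, 12 h and on days 1, 3 and 7 against sham, 1, 23 and 4 for sham against control at 12 h and on days 1 and 3, and 1 for the difference in effect between day 7 and day 3. The log2 fold changes of Apoe, MCAO day 7 against control (1.4882), and Trem2, MCAO day 7 against control (2.9368), no longer passed. Of 64 other named results, 25 were weaker in this setting, 6 with the replicate block, 4 with the spike-ins, 4 with the striatum score, 2 without a filter, 1 with DESeq2 and 1 with its size factors.

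Scaled to the spike-ins, 14 genes were called at 3 h and 39 on day 1 against sham, 6 for sham day 1 against control and 1 for the difference in effect between day 7 and day 3. This scaling moved the median of all genes by -0.35 on day 3 and -0.17 on day 7 against control, by -0.11 at 3 h, -0.12 at 12 h, 0.14 on day 1 and -0.28 on day 3 against sham, by -0.16, -0.22 and -0.25 for sham against control at 12 h and on days 1 and 7, and by -0.38 and 0.31 for the differences in effect. The share of higher calls went from 90.6% to 50.3% on day 3 against control, from 81.8% to 64.3% at 3 h, from 93.5% to 78.0% on day 3 and from 59.2% to 82.4% on day 7 against sham. For sham 12 h against control it went from 14.3% of 7 genes to 0% of 5. With the striatum score as a covariate, 26 genes were called at 12 h and 4 for the difference in effect between day 7 and day 3.

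With the replicate block, 53 genes were called at 12 h and 4 for sham 12 h against control, and the reactive astrocytes score, MCAO day 7 against non-MCAO, was 1.1284 (1.0062 in the main setting). With the shams of the same day alone it was 1.1480. No other call of a comparison changed with the block by more than 1.5 times.

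With a pseudocount of 0.1 the proteasome complex score, MCAO day 7 against non-MCAO, passed the threshold (0.0603). With no control genes subtracted it reversed (-0.0236), and the proteasome complex score, MCAO against non-MCAO, no longer passed (0.0484). The endothelial cells score, MCAO day 1 against non-MCAO, no longer passed with a pseudocount of 0.1 (-0.1623), with no control genes (-0.1277) or with list genes of at least 10 counts on average (-0.1320). The endothelial cells score, MCAO day 7 against non-MCAO, passed with no control genes (0.1962), with list genes of at least 10 counts (0.2081) and in the deposited matrix (0.0830). The neurons score, MCAO day 1 against non-MCAO, passed with no control genes (-0.1107).

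With list genes of at least 10 counts on average, the granulocytes score, MCAO day 7 against non-MCAO (0.6499), and the peripheral myeloid cells score, MCAO day 1 against non-MCAO (0.2786), no longer passed, and the ERK1 and ERK2 cascade score, MCAO day 3 against day 7, reversed (-0.0327). In the deposited matrix the homeostatic microglia score, MCAO day 1 against non-MCAO, reversed (0.0486).

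Leaving out each replicate in turn, the calls against control ran from 32 to 51 on day 1, from 364 (without day 3 C) to 1075 (without day 3 A) on day 3 and from 82 (without control A) to 318 on day 7. Against sham they ran from 5 to 20 at 3 h, 21 to 102 at 12 h, 6 to 21 on day 1, 441 (without C) to 1353 (without A) on day 3 and 241 to 676 on day 7. For sham against control they ran from 0 to 1 at 3 h, 3 to 9 at 12 h and 2 to 4 on day 1, and were 0 on days 3 and 7. For the differences in effect they ran from 2 to 11 and from 0 to 32, both highest without day 3 A.

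Among the scores, the fits without one replicate gave -0.1362 to 0.0208 for homeostatic microglia, -0.1544 to -0.0224 for astrocytes, -0.2663 to 0.4017 for oligodendrocytes and -0.2023 to -0.0536 for endothelial cells on day 1. On day 3 oligodendrocytes ran from 0.4576 to 0.8482. On day 7 the proteasome complex ran from 0.0251 to 0.0712, neurons from -0.1785 to -0.0676 (without C), oligodendrocytes from 0.1369 to 0.5170 and endothelial cells from 0.0560 to 0.1644. Between day 3 and day 7 the ERK1 and ERK2 cascade ran from -0.0833 to 0.2516 and tissue remodeling from -0.0334 to 0.4269. Over all fits of this kind, of the main results 62 moved, 8 reversed, 5 became stronger and 4 weaker, and 488 kept their side. Of the named genes 135 became weaker and 429 did not.

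The depth limits results on low genes: *Trem2* had 10 to 17 counts per control library, and genes of the chemotaxis and cytokine lists were often near 0. Simulated genes changed by 1 on the log2 scale were called in 48% of cases although only well expressed genes had been changed, so smaller genes with such a change were often not detectable.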

Differences from the paper's values

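The paper gives 11.5 to 38 M reads obtained for a library, the median being 16 M. The deposited tables list 3.778 to 6.938 M alignments, the median being 4.829 M. These are different measures, reads obtained and alignments left after trimming, filtering and alignment, and none of the alternatives set before the data were examined bears on them.

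In Fig. 3*G* the differences between MCAO and non-MCAO samples in cytokine production and in tissue remodeling are marked as not significant. With the lists used here, which are not those of the paper, cytokine production was higher by 1.19 (adjusted p = 2.75e-08 from the exact Wilcoxon test, 14 libraries against 16) and tissue remodeling by 0.88 (adjusted p = 8.8e-08). No alternative set before the data were examined took either over the threshold.

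The paper places a peak of tissue remodeling and cytokine production on day 3. Here both were highest on day 3, but the differences from day 7, 0.39 for cytokine production (exact permutation p = 0.421, adjusted 0.646) and 0.13 for tissue remodeling (exact permutation p = 0.786, adjusted 0.857), did not pass a test in any setting.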

Other observations

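The tests of explanations in this part were all chosen after the results had been seen, and the lists of blood, pituitary and clock genes were written after values had been seen.

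Sham 3 h replicate C held 838 counts of *Gh*, 307 of *Prl* and 75 of *Cga*, against at most 11, 3 and 4 in any other library. *Pomc* had 14 there and *Tshb* 3, each with a value at least as high in another library. Pituitary tissue in the sample is a candidate explanation. Of the 5 genes 3 had their highest value there, which leaves it open, as *Pomc* did not follow. Only 1 of the 5 genes reached a mean of 2 CPM in the non-MCAO libraries. The pituitary score passed in none of 10 comparisons (smallest adjusted p = 0.0794 from the exact permutation test, for a rise of 0.53 at 12 h).

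Control replicate A held 879 counts of *Ttr*, against at most 101 in any other library. Choroid plexus in the sample may be the source. Of the 4 other choroid plexus genes (*Kl*, *Folr1*, *Clic6* and *Kcnj13*), only *Folr1* reached its highest value there. It did so at 3 counts, which another library held as well, so the counts are too few to tell. The choroid plexus score in control was 0.23 ± 1.36 (SD, n = 4). Over the 16 non-MCAO libraries the SD was 0.77 for the striatum score, 0.71 for the choroid plexus score and 0.23 for the thalamus score. These lists hold different genes, so their SDs do not rank the tissues by how much their shares differed. Uneven striatum as the source of the calls on day 3 is argued against, since 618 of the 619 genes were also called with the striatum score as a covariate. At 12 h against sham it stays open, since 26 genes were called with this covariate in place of 82. The mean striatum score there was -0.97 after MCAO and 0.78 in sham.

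The blood score was higher after MCAO than in sham by 2.92 at 3 h and 2.72 on day 3 (adjusted p = 0.0476 each from exact permutation tests, 5 of 5 libraries above all shams). It was higher by 2.48 at 12 h (adjusted p = 0.257), 1.44 on day 1 (0.306) and 2.64 on day 7 (0.149) in the same test. The clock score (12 genes, 12 of which reached 2 CPM in the non-MCAO libraries) was higher by 0.49 at 3 h and lower on day 3 (-0.42) and day 7 (-0.29), with an adjusted p of 0.0476 each from exact permutation tests, and changed by -0.22 at 12 h (0.429) and -0.15 on day 1 (0.506). The p of 0.00794 behind the adjusted 0.0476 is the smallest that 5 libraries against 4 can give. These 30 tests were adjusted together.

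*Dbp*, a clock gene, fell by 1.21 on the log2 scale at 12 h against sham. Collection at another time of day may be the cause. Of the 11 other clock genes 5 moved in the direction that the phase of *Dbp* predicts, with none past the threshold, so this stays open. This test was first read as arguing against the time of day, and its reading was changed to open after the 5 had been seen, because members that move both ways decide nothing. The clock list itself had been taken out after its values were seen and was put back.

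Sham 12 h differed from control in 7 genes and MCAO 3 h shared part of the pattern. The genes below were chosen after their values were seen. *Synpr* was at 4.34 ± 2.28 CPM (SD, n = 5) in MCAO 3 h and 6.70 ± 4.42 (SD, n = 4) in sham 12 h, against group means of 42.9 to 105.3 in the other 9 groups. *Gm15446* had 0 counts in sham 12 h and a mean of 0.45 CPM in MCAO 3 h, against means of 2.12 to 8.53 elsewhere. *Tmem181b-ps* had its highest group means in the same pair of groups, 42.5 and 34.0 CPM. The other genes called in sham 12 h, all lower, were *U2af1*, *Rnf126*, *Arf3* and *Btbd2*. *U2af1* and *Arf3* were also the 2 genes called in sham on day 1. No explanation was tested for this pattern.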
